# Childhood brain tumors instruct cranial hematopoiesis and immunotolerance

**DOI:** 10.1038/s41588-025-02499-2

**Published:** 2026-02-03

**Authors:** Elizabeth Cooper, David A. Posner, Colin Y. C. Lee, Linda Hu, Sigourney Bonner, Jessica T. Taylor, Oscar Baldwin, Rocio Jimenez-Guerrero, Katherine E. Masih, Katherine Wickham Rahrmann, Jason Eigenbrood, Gina Ngo, Valar Nila Roamio Franklin, Clive S. D’Santos, Richard Mair, Thomas Santarius, Claudia Craven, Ibrahim Jalloh, Julia Moreno Vicente, Timotheus Y. F. Halim, Li Wang, Arnold R. Kreigstien, Brandon Wainwright, Fredrik J. Swartling, Javed Khan, Menna R. Clatworthy, Richard J. Gilbertson

**Keywords:** CNS cancer, Tumour immunology

## Abstract

Recent research has challenged a long-held view of the brain as an immune-privileged organ, revealing active immunosurveillance with therapeutic relevance. Using a new genetically engineered mouse model of *ZFTA–RELA* ependymoma, a childhood brain tumor, we characterized an immune circuit between the tumor and antigen-presenting hematopoietic stem and progenitor cells (HSPCs) in the skull bone marrow. The presentation of antigens by HSPCs to CD4^+^ T cells biased HSPC lineages toward myelopoiesis and polarized CD4^+^ T cells to regulatory T cells, culminating in tumor immunotolerance. Remarkably, normalizing hematopoiesis with a single infusion of antibodies directed against cytokines enriched in the cerebrospinal fluid of mice bearing *ZFTA–RELA* ependymomas, choroid plexus carcinomas or group 3 medulloblastoma—all aggressive childhood brain tumors—disrupted this process and caused profound tumor regression. These findings demonstrate the existence of a skull bone marrow–tumor immunological interface and suggest that modulating the local supply of myeloid cells could represent a less toxic therapeutic strategy for aggressive childhood brain tumors.

## Abstract (web summary)

Antigen presentation in skull bone marrow by hematopoietic stem and progenitor cells induces myelopoiesis and generates CD4^+^ regulatory T cells in a mouse model of ependymoma, promoting immune tolerance. Treatment with anti-GM-CSF antibody has antitumor effects that are augmented by immunotherapy.

## Main

Almost all childhood brain tumors, which are the leading cause of childhood cancer death, are initiated in the embryonic brain^1^. These tumors retain the transcriptomic, morphological and functional characteristics of developing neural tissues, including the propagation of cell lineages from perivascular niches^2–4^. As they are initiated in utero before the immune system is fully mature^5^, it is possible that they are tolerated as ‘self’. Understanding how the immune system interacts with childhood brain tumors may therefore improve the use of alternative treatments, including immunotherapies.

Immunotherapies have had limited success in the treatment of childhood brain tumors, but they could ultimately prove more effective and less toxic than conventional surgery, radiation and chemotherapy^6^. The failure of immunotherapies to elicit an immune response in childhood brain tumors suggests a local source of immunosuppression, a notion supported by evidence that immune circuits suppress autoreactive inflammatory responses in the brain and certain adult brain tumors^3,7–12^. Indeed, cerebrospinal fluid (CSF) flows directly to the skull bone marrow, feeding immune cells with brain-derived signals and driving immunosurveillance^11,13,14^; however, the mechanisms by which these signals influence hematopoiesis have remained unclear. Here we provide evidence that this circuit operates in childhood brain tumors and promotes the tolerance of these aggressive cancers, thereby identifying a therapeutic vulnerability.

## HSPCs in *ZFTA–RELA* ependymoma

To understand how immunosurveillance might operate in childhood brain tumors, we developed a genetically engineered mouse model of supratentorial ependymoma (EP^*ZFTA-RELA*^) in which a conditional allele of the *ZFTA–RELA* fusion gene^14^ (*Nestin*^*Flx-STOP-FlxZFTA-RELA*^) is recombined in embryonic day 9.5 radial glia by the *Nestin*^*CreERT2*^ allele (Supplementary Fig. 1a–e and Supplementary Table 1): we originally identified radial glia as the cell of origin of ependymomas^2,14^. 

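Tumor parenchyma of 5 EP ZFTA-RELA mice and brain of 4 control mice were dissociated, sorted and profiled by droplet-based single-cell RNA-seq. The sample records give an age of 6 to 8 weeks, list the fusion allele for the tumor-bearing mice, and list a TdTomato reporter allele for the control mice only. The legend of Supplementary Fig. 1f,g gives 4 mice for the tumors. The paper's text does not name which 4, so all 5 are reported with each one's value. The authors counted unique molecular identifiers (UMIs, each standing for 1 captured transcript) on mouse genes and 4 added sequences with Cell Ranger, and deposited these counts without normalization. The added sequences are the ZFTA-RELA fusion, luciferase, an internal ribosome entry site (IRES) and a red fluorescent reporter listed as mCherrytd_Tom.

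The libraries of control replicates 1 to 4 held 101060608, 163680256, 134423344 and 178086164 UMIs over 75222 or more barcodes each. Those of tumor replicates 1 to 5 held 20764494, 33219833, 14967680, 69411387 and 40014529 UMIs over at most 26341 barcodes each. According to the methods up to 10000 cells were loaded per library, so the 10000 barcodes with most UMIs were considered in each. Barcodes with 200 to 6000 genes were kept, as in the methods, which also name a mitochondrial threshold from a Gaussian mixture. Here a mixture of 2 components was fitted in each sample to mitochondrial share and number of genes together. The component with the higher mean mitochondrial share was removed, so the number of genes also decided which barcodes stayed. In tumor replicate 4 this left 5342 of 9995 barcodes. What counted as high differed between samples. The barcodes removed from tumor replicates 4 and 5 averaged 3.68% and 4.84% mitochondrial UMIs, and those kept in controls 7.59% to 8.72%. The cells with the highest Scrublet doublet scores, 1.25% to 4.97% of a sample, were then removed, in place of the study's iterative scheme. This left 5907, 5015, 3987 and 4659 control cells with 12865676 to 21426599 UMIs per mouse, and 2365, 3051, 1577, 5114 and 3638 tumor cells with 5831599 to 37500297 UMIs per mouse. The median cell had 2052 to 4177 UMIs in the controls and 2052 to 6494.5 UMIs in the tumors. Cells were clustered over all 9 samples with the Leiden algorithm, without the study's batch correction, into 30 clusters. A cluster was called by a cell type, as for example astrocyte-like, only from fixed marker lists, by a naming rule set after seeing the data. These names are therefore rebuilt and differ from the study's annotation. Cells are not replicates, and every test was made on 1 value per mouse.

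The fusion sequence, the targeted transgene, had 0 UMIs in each control, which allows up to 0.233, 0.140, 0.191 and 0.146 counts per 1000000 UMIs (CPM). The limits cover counting error only. The feature list of control replicate 4 is shorter than its matrix, so its added sequences were read by the list of the other samples, an assumption on which its transgene values rest. Tumor replicates 1 to 5 had 6, 233, 6, 696 and 314 fusion UMIs, or 1.03, 13.9, 0.880, 18.6 and 19.8 CPM. The mean was 10.8 ± 9.29 CPM (SD, n = 5). Every tumor was above every control (two-sided exact permutation test, p = 0.0159, the smallest that 5 mice against 4 allow; 0.0159 after Benjamini-Hochberg adjustment over 6 features). Leaving out tumor replicate 3 moved the mean most among the alternatives, to 13.3 CPM.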

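Neural-progenitor-like cells, which here join the proliferating-neural-like, radial-glia-like and neural-progenitor classes and clusters mixed between them, made up 10.6%, 13.5%, 20.7%, 14.4% and 74.8% of the cells in EP ZFTA-RELA tumor replicates 1 to 5. Their mean share was 26.8% ± 27.1 (SD, n = 5) in tumors and 0.232% ± 0.166 (SD, n = 4) in control brain (two-sided exact permutation test, p = 0.0159; 0.0238 after Benjamini-Hochberg adjustment over 3 broad classes). The share was higher in 5 of 5 tumors than in any control. The spread between tumors was as large as their mean, and without tumor replicate 5 the difference was 14.6 percentage points in place of 26.6. Radial glia was the best class of clusters 26 and 28, with 8 of 9 and 9 of 9 markers at least 2-fold up. Both were led by Dlk1, H19 and Igf2 and by no radial glia marker. The naming rule, set after seeing the data, left clusters 26 and 28 unnamed, since 1 fibroblast marker was among the 10 leading genes. They held 0.0846%, 41.7%, 1.52%, 60.1% and 0.110% of the cells of tumor replicates 1 to 5 and 0 control cells. Counting them as neural-progenitor-like, a choice also made after seeing the data, moved the difference most, to 47.3 percentage points.

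The study's signature gene list is not given in the paper's text, so 10 genes known in general as markers or targets of the fusion stand in for it: L1cam, Ccnd1, Rela, Ephb2, Notch1, Jag1, Gli2, Lmx1b, Arl4d and Sox2. None of these genes was used for clustering. The score of a group of cells is the mean of log2(CPM + 10) over the list minus the same mean over 200 genes matched on expression. In tumor replicates 1 to 5 the score of neural-progenitor-like cells exceeded that of all other cells by 1.01, 0.28, 0.62, 0.0012 and 0.49. The mean difference was 0.48 ± 0.38 (SD, n = 5) and lay above 0 in 5 of 5 tumors (two-sided exact sign-flip permutation test). The p of this test is 2 of 32 sign patterns, the smallest that 5 mice allow, so this design cannot pass a threshold of 0.05. It fell to 0.20 with each sample clustered on its own, the alternative that moved it most. Sox2 (ENSMUSG00000074637) was higher in neural-progenitor-like cells by 1.21 ± 0.82 (SD, n = 5) on this log2 scale, Ephb2 (ENSMUSG00000028664) by 1.33 ± 0.84, Lmx1b (ENSMUSG00000038765) by 1.07 ± 0.80 and Gli2 (ENSMUSG00000048402) by 0.73 ± 0.55, each in 5 of 5 tumors. Rela (ENSMUSG00000024927) differed by -0.43 ± 0.24 and was lower in 5 of 5 tumors, and L1cam (ENSMUSG00000031391) differed by -0.49 ± 1.00 and was higher in 1 of 5. Classes with at least 50 cells were ranked within each tumor. Proliferating-neural-like cells scored 0.53, 0.13, 0.12 and 0.29 in tumor replicates 1, 2, 3 and 5, above the other named classes of the same tumor, where none was of the neural-progenitor class by itself (NPC-like). In tumor replicate 4, the only tumor with that many NPC-like cells, these scored 0.15 and ranked above proliferating-neural-like cells at 0.04. Clusters 26 and 28 together scored 0.17 and 0.23 in tumor replicates 2 and 4, above each named class there. Microglia-like cells scored -0.70 ± 0.14 (SD, n = 5 tumors). From its scores of a human ependymoma signature in annotated cell types, the paper states that the progenitor-like cells of the tumors carry this signature (Supplementary Fig. 1f–h).

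**Figure D1:**
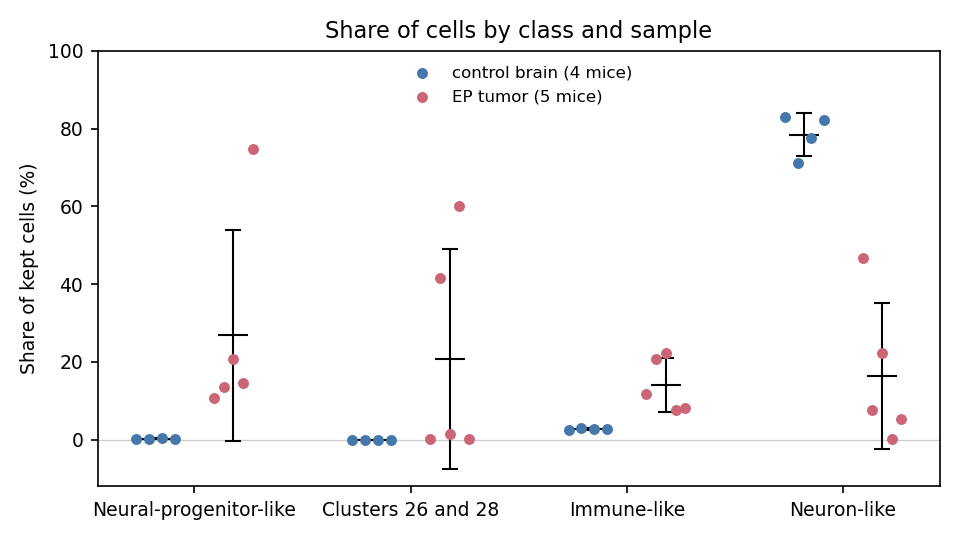
Share of kept cells (%, vertical axis) in neural-progenitor-like cells, clusters 26 and 28, immune-like cells and neuron-like cells for each of 4 control brains (blue) and 5 EP ZFTA-RELA tumors (red). Each point is 1 mouse, and black lines give the group mean ± SD, which reaches below 0 where the spread exceeds the mean. Tumor replicate 5 lies at 74.8% for neural-progenitor-like cells, and tumor replicates 2 and 4 at 41.7% and 60.1% for clusters 26 and 28.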

All *Nestin*^*CreERT2*^;*Nestin*^*Flx-STOP-FlxZFTA-RELA*^ (*Nestin*^*Cre-ZFTA-RELA*^) mice developed EP^*ZFTA-RELA*^ tumors with a median survival of 90 ± 9.5 days; these tumors contain neural-progenitor-like cells highly enriched for a previously established human *ZFTA–RELA* ependymoma gene signature^2,14^ (Supplementary Fig. 1f–h).

Flow cytometric analysis of both *Nestin*^*Cre-ZFTA-RELA*^ and *Nestin*^*CreERT2-WT*^ (control) mouse brains at embryonic day 12.5 identified similar populations of CD45^+^ cells, including lineage-negative/Sca-1^+^/c-Kit^+^ (LSK^+^) hematopoietic stem and progenitor cells (HSPCs) that had previously been described in normal embryonic mouse brain and human glioblastomas^15,16^ (Fig. 1a,b, Supplementary Fig. 2 and Supplementary Tables 2 and 3). Following birth, CD45^+^ cell populations in the brains of *Nestin*^*Cre-ZFTA-RELA*^ and control mice diverged markedly. By postnatal day 5 (P5), control mouse brains from which circulating CD45^+^ cells were excluded during flow cytometry by CD45 intravenous labeling^17^ lacked HSPCs and certain other immune cell types. By contrast, most immune cell populations, including HSPCs and regulatory T (T_reg_) cells, persisted and/or expanded in *Nestin*^*Cre-ZFTA-RELA*^ brains. This began before appreciable tumor development (histologically undetectable before P19; Supplementary Fig. 1c) and persisted as tumors formed (Fig. 1a–d). Single-cell RNA sequencing (scRNA-seq) of normal human fetal brain^18,19^ and 14 different types of human childhood brain tumor^20–24^, including *ZFTA–RELA* ependymoma and group 3 medulloblastoma, confirmed the presence of similar immune populations in these tissues (Fig. 1e,f and Supplementary Fig. 3a–f).

**Fig. 1:**
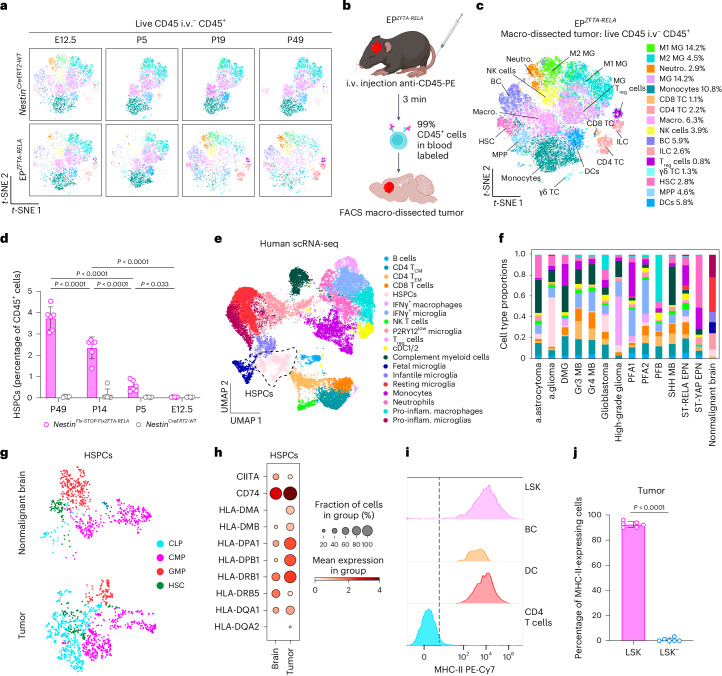
Intratumoral MHC-II^+^ HSPCs in childhood brain tumors. **a**, Representative *t*-distributed stochastic neighbor embedding (*t*-SNE) of flow cytometry data from developmental time points (embryonic day 12.5 (E12.5), P5, P19 and P49), with 3,000 events concatenated per sample, manually gated (key shown on the right in **c**). **b**, Schematic of the flow cytometry approach for characterizing the tumor microenvironment in a de novo *ZFTA*–*RELA* fusion ependymoma model. **c**, *t*-SNE analysis of 18,000 events from endpoint EP^*ZFTA-RELA*^ mice, showing proportions of CD45^+^ cells; M1 microglia, M2 microglia, neutrophils, microglia, monocytes, CD8 T cells, CD4 T cells, macrophages, natural killer cells, B cells, innate lymphoid cells, T_reg_ cells, γδ T cells, hematopoietic stem cells (HSCs), multipotent progenitor cells and dendritic cells. **d**, Quantification of LSK^+^ within the CD45^+^ population in EP^*ZFTA-RELA*^ and *Nestin*^*CreERT2*^ control mice (*n* = 5; mean ± s.e.m.; one-way analysis of variance (ANOVA) with Šídák’s test). **e**, UMAP of human scRNA-seq data integrated from fetal brain tissue and tumor tissue from patients with childhood brain tumors, colored by cell type annotation: B cells; CD4 tissue central memory cells (T_CM_); CD4 tissue effector memory cells (T_EM_); CD8 T cells; HSPCs; IFNγ macrophages; IFNγ microglia; natural killer T cells; purinergic receptor P2Y12^low^ microglia; T_reg_ cells; conventional dendritic cell types 1 and 2; complement myeloid cells; fetal, infantile and resting microglia; monocytes; neutrophils; and proinflammatory macrophages and microglia. **f**, Quantification of proportions of cell types across each disease group; anaplastic astrocytoma, anaplastic glioma, diffuse intrinsic pontine glioma, group 3 (Gr3) and group 4 (Gr4) medulloblastoma (MB), posterior fossa type A (PFA) ependymoma types 1 and 2, posterior fossa type B (PFB) ependymoma, sonic hedgehog (SHH) medulloblastoma, supratentorial-REL-associated protein (ST-RELA) ependymoma (EPN), ST-Yes1 associated transcriptional regulator (YAP) EPN. **g**, Tissue UMAP of HSPC clusters in malignant and nonmalignant brain tissue, colored by cell type annotation: common lymphoid progenitor (CLP), common myeloid progenitor (CMP), granulocyte–monocyte progenitor (GMP) and HSC. **h**, Dot plot of average and percentage expression of MHC-II antigen presentation machinery across HSPC cell clusters in malignant and nonmalignant brain. **i**, Representative histogram of MHC-II cell surface expression for LSK cells, B cells, dendritic cells and CD4 T cells. **j**, Quantification of proportions of MHC-II expression in intratumoral LSK^+^ relative to LSK^−^ cells (*n* = 6 per group, mean ± s.e.m., unpaired two-tailed Student’s *t*-test). a.astrocytoma, anaplastic astrocytoma; a. glioma; anaplastic glioma; BC, B cells; cDC, conventional dendritic cells; DC, dendritic cells; DMG, diffuse intrinsic pontine glioma; ILC, innate lymphoid cells; macro., macrophages; i.v., intravenous; MG, microglia; MPP, multipotent progenitor cells; neutro., neutrophils; NK, natural killer; pro-inflam., proinflammatory; TC, T cells. Illustrations in **b** created with BioRender.com.

HSPCs in human fetal brain and childhood brain tumors expressed major histocompatibility complex class II (MHC-II) and regulatory genes including *CITTA*, *HLA-DPA1*, *HLA-PB1*, *HLA-DRB1*, *HLA-DRB5*, *HLA-DQA1*, *HLA-DQA2* and antigen-loading chaperone *CD74* (Fig. 1g,h). Similarly, >90% of HSPCs in EP^*ZFTA-RELA*^ tumors, but not LSK^−^ committed progenitors, expressed MHC-II at levels similar to those of professional antigen-presenting cells (APCs; Fig. 1i,j, Extended Data Fig. 1a and Supplementary Table 4). MHC-II expressing HSPCs were also observed in tumor parenchyma, skull bone marrow and dura mater resected from a child with human choroid plexus papilloma (Supplementary Fig. 4a). HSPCs with antigen presentation capacity have been described previously in the peripheral bone marrow, where they can eliminate premalignant hematopoietic stem cells^25^; however, whether HSPCs with antigen presentation capacity exist in solid tissues and malignancies, including the brain, remained unknown.

To better understand the characteristics of brain-tumor-resident MHC-II^+^ HSPCs, we first tested their long-term self-renewal capacity. Lineage-depleted CD45.1^+^MHC-II^+^ but not CD45.1^+^MHC-II^−^ cells isolated by fluorescence-activated cell sorting (FACS) from EP^*ZFTA-RELA*^ tumors reconstituted hematopoiesis for up to 16 weeks in nonmyeloablative busulfan-conditioned mice carrying the CD45.2 allele, confirming the stem cell credentials of brain-tumor-resident MHC-II^+^ HSPCs (Extended Data Fig. 1b–e).

Given the anatomical proximity of EP^*ZFTA-RELA*^ tumors to the skull bone marrow, we considered whether local hematopoiesis might contribute immune cells to the tumor niche. Skull marrow is increasingly recognized as a source of immune cells to the central nervous system (CNS) in nonmalignant brain pathologies^26,27^, prompting us to examine its involvement here. In EP^*ZFTA-RELA*^-bearing mice, 5-ethynyl-2′-deoxyuridine (EdU) pulse labeling revealed a marked increase in proliferating HSPCs as well as total CD45^+^ cells in the skull but not tibial (peripheral) bone marrow of postnatal EP^*ZFTA-RELA*^-bearing mice relative to controls (Supplementary Fig. 5a,b). Monocytes, macrophages and immature B cells showed similar skull-restricted expansion (Supplementary Fig. 5c,d). This response extended to two additional childhood brain tumor models, choroid plexus carcinoma and group 3 medulloblastoma^28,29^, each of which displayed increased levels of EdU^+^ HSPCs relative to controls (Supplementary Fig. 5e,f). Thus, the presence of EP^*ZFTA-RELA*^ tumors appeared to selectively engage the skull bone marrow niche, activating local hematopoiesis.

To characterize transcriptional changes within hematopoietic lineages in the presence of an EP^*ZFTA-RELA*^ tumor, we generated scRNA-seq profiles of extravascular CD45^+^ cells isolated from the skull, dura, deep cervical lymph nodes, tumor/brain and peripheral bone marrow of EP^*ZFTA-RELA*^-bearing mice (*n* = 52,140 cells) and compared these with those of controls (*n* = 72,935 cells; Supplementary Fig. 6a–i). scRNA-seq profiles of skull bone marrow HSPCs, macrophages, neutrophils, monocytes and T_reg_ cells isolated from EP^*ZFTA-RELA*^*-*bearing mice were enriched for chemotaxis, cytokine signaling and myelopoiesis gene programs relative to controls (Supplementary Fig. 6h,i and Supplementary Tables 5–20). These changes were absent from peripheral bone marrow and deep cervical lymph nodes, indicating spatially confined reprogramming of immune activity within CNS proximal niches. Thus, the presence of an EP^*ZFTA-RELA*^ tumor appeared to activate HSPCs in the skull bone marrow, potentially biasing hematopoiesis toward myelopoiesis and promoting chemotaxis.

## Brain-tumor-derived CSF cues inform skull hematopoiesis

CSF-borne proteins have been shown to educate the skull bone marrow to regulate CNS immune responses^7,30–33^. Therefore, we asked whether EP^*ZFTA-RELA*^-derived cues might similarly modulate local hematopoiesis through the CSF.

In keeping with this notion, two independent proteomic profiling approaches detected significantly higher levels of myelopoietic (for example, G-CSF, GM-CSF), chemotactic (MIP-1a/b) and T cell activation/polarization (IL-12/23, IL-4) cytokines in the CSF of EP^*ZFTA-RELA*^-bearing mice relative to controls (Fig. 2a and Extended Data Fig. 2a). Integration of these CSF profiles with scRNA-seq profiles of skull bone marrow CD45^+^ cells identified potential CSF cytokine cross-talk with receptors on HSPCs, monocytes, neutrophils and B cells that could direct leukocyte migration, adhesion, integrin signaling and phagocytosis (Extended Data Fig. 2b–e and Supplementary Tables 21–24).

**Fig. 2:**
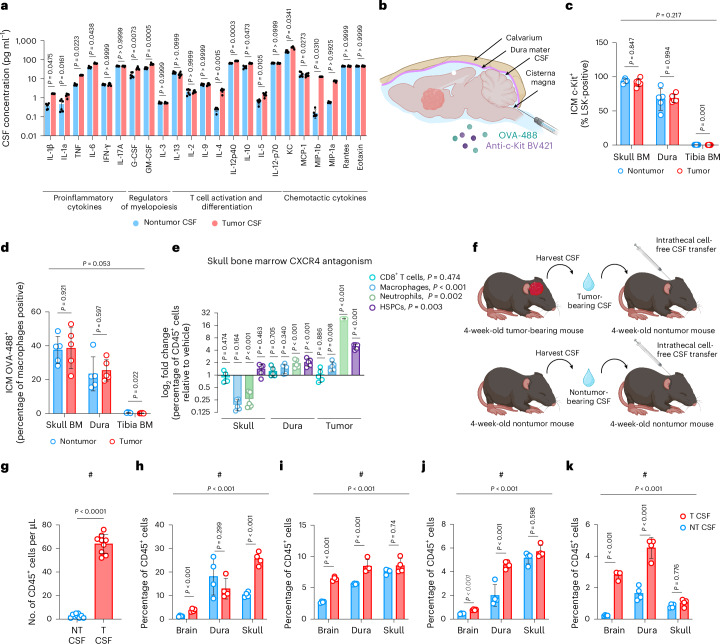
Skull bone marrow cells access brain-derived solutes via the CSF and supply CNS tumors with HSPCs and myeloid cells. **a**, Multiplexed measurement of cytokines and chemokines in CSF of EP^*ZFTA-RELA*^-bearing and control mice using Luminex; *n* = 6 per group; data are mean ± s.e.m. *P* values represent two-sided *t*-tests with Holm–Šídák multiplicity adjustment. **b**, Experimental design of intracisterna magna (ICM) injections of anti-c-Kit BV421 and OVA-488 into the CSF of tumor- and nontumor-bearing mice (*n* = 5 per group). **c**,**d**, Quantification of ICM-injected c-Kit^+^Lin^−^ Sca-1^+^c-Kit^+^ cells (**c**) and OVA^+^ macrophages (**d**) in skull, tibia and dura (*n* = 5; mean ± s.e.m.; linear mixed-effects model with Wald *z*-tests and Bonferroni correction, two-sided). **e**, log_2_ fold change of the proportion of intratumoral macrophages, CD8 T cells, HSPCs and neutrophils following intracalvarial AMD3100 (2 mg kg^−1^, 6 h) or aCSF treatment (*n* = 5 per group; mean ± s.e.m.; linear mixed-effects model with Wald *z*-tests and Bonferroni correction) relative to aCSF. **f**, Design for **g**–**k**: CSF transfer from tumor or nontumor mice (*n* = 4 per group). **g**, Quantification of CD45^+^ cells in the CSF (mean ± s.e.m.; two-sided Student’s *t*-test). **h**–**k**, Quantification of CD45^+^ neutrophils (**h**), Ly6C^−^ monocytes (**i**), HSPCs (**j**) and B cells (**k**) in dura, tibia and skull (mean ± s.e.m; linear mixed-effects model with Wald *z*-tests and Bonferroni correction, two-sided). BM, bone marrow; T, tumor; NT, nontumor. Illustrations in **b** and **f** created with BioRender.com.

To test more directly whether CSF-borne signals could be carried to skull bone marrow HSPCs in our mice, we injected an anti-c-Kit antibody into the intrathecal space and looked for labeling of HSPCs (Fig. 2b,c and Supplementary Fig. 7a–d). Within 2 h of intrathecal injection, 85% and 60% of skull bone marrow and dural HSPCs, respectively, were labeled with anti-c-Kit regardless of tumor presence (Fig. 2c). Using a separate approach, we also showed that fluorescence-tagged ovalbumin (OVA), injected intrathecally, labeled F4/80^+^CD64^+^ skull bone marrow and dural macrophages (Fig. 2d and Supplementary Fig. 7e). HSPCs and macrophages in the tibial bone marrow were unlabeled.

We next considered whether tumor-derived cues in the CSF would direct skull bone marrow hematopoiesis and drive the migration of skull progeny into the tumor. To test this, we disrupted CXCR4-dependent mobilization by delivering AMD3100 either into the skull bone marrow or intrathecally in EP^*ZFTA-RELA*^ -bearing mice, followed by flow cytometric profiling of the brain, dura and skull bone marrow (Fig. 2e and Supplementary Fig. 7f). AMD3100, but not the control, significantly increased populations of macrophages, neutrophils and HSPCs in EP^*ZFTA-RELA*^ tumors and dura mater, whereas these populations decreased in the skull bone marrow. Again, no such changes were seen in the blood or peripheral bone marrow. Numbers of intratumoral and dural CD8^+^ T cells were unaffected by AMD3100, consistent with a blood-trafficked origin or CXCR4-independent migratory pathway for these cells^34,35^ (Fig. 2e).

To test whether signals present specifically in the CSF of EP^*ZFTA-RELA*^-bearing mice could educate the skull bone marrow, we transferred cell-free CSF from EP^*ZFTA-RELA*^-bearing or control mice into the intrathecal space of naive age- and sex-matched C57BL/6 recipients and quantified changes in immune cell populations using flow cytometry (Fig. 2f). Six hours after CSF transfer, total numbers of CD45^+^ cells in the CSF of mice receiving EP^*ZFTA-RELA*^-donor CSF were significantly increased relative to those in controls, suggesting that the CSF is a likely route for tumor-driven skull-brain trafficking (Fig. 2g). This was associated with increased numbers of neutrophils, Ly6C^−^ monocytes, HSPCs and B cells in the brains of mice receiving CSF from EP^*ZFTA-RELA*^-bearing donors relative to controls (Fig. 2h–k).

Together, these data support the hypothesis that EP^*ZFTA-RELA*^-derived signals are carried in the CSF to the skull bone marrow, promoting mobilization of HSPCs and myeloid cells to the dura and tumor.

## Dural sinuses are hubs of antitumor immunosurveillance

During normal brain homeostasis and neuroinflammation, the dura is a key site of CNS immune surveillance^27,30,36,37^, where CSF-derived antigens are drained via meningeal lymphatics to facilitate presentation to T cells in the dura mater and draining lymph nodes^13,30^. Therefore, we investigated whether the dura might be a site of immune activation in EP^*ZFTA-RELA*^-bearing mice. These mice exhibited striking lymphoid aggregates around the confluence of sinuses, bridging veins and the rostral–rhinal hub, regions of known CSF–lymphatic interface^36^. These aggregates contained dense infiltrates of CD4^+^ and CD8^+^ T cells, IBA1^+^ macrophages and MHC-II^+^ APCs, the populations of which were significantly expanded relative to those of control mice (Fig. 3a–h). Dural aggregates also showed elevated levels of IFNγ-expressing CD4^+^ T cells, T helper 1 (T_H_1) cells and T_reg_ cells, and increased IFNγ secretion was confirmed in fresh dural explants (Fig. 3i–k). Single-cell T cell receptor (TCR) analysis identified expanded CD4^+^ and CD8^+^ T cell clones shared between skull marrow and dura, suggesting coordinated antitumor responses (Extended Data Fig. 3a–i).

**Fig. 3:**
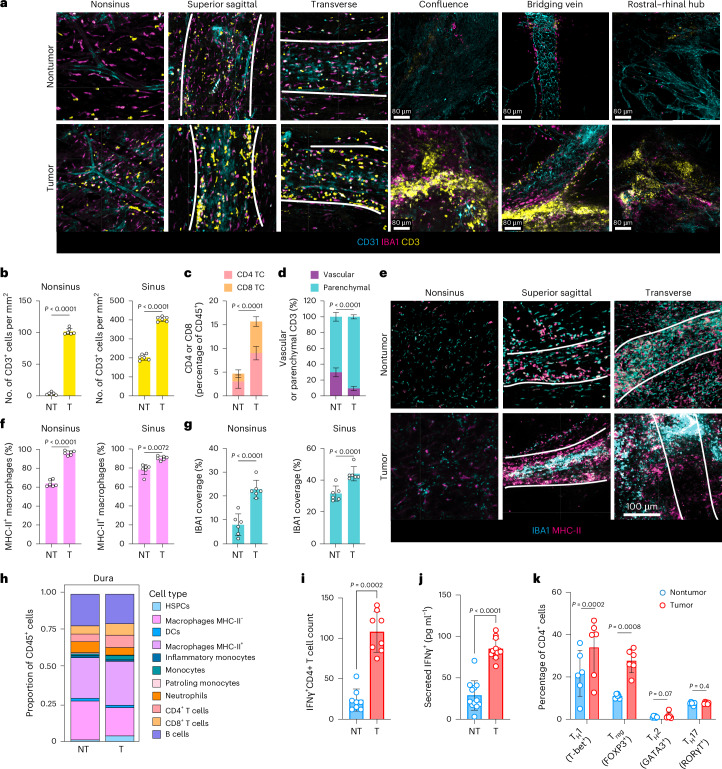
Dural sinuses are regional hubs for meningeal antitumor immunosurveillance. **a**, Immunohistochemistry of CD3^+^ T cells, IBA1^+^ macrophages and CD31^+^ endothelium at key regions of immunosurveillance in the dura mater in tumor-bearing and control mice. **b**,**c**, Quantification of numbers (**b**) and proportions (**c**) of CD3^+^, CD4^+^ and CD8^+^ T cells at dural sinus and nonsinus in EP^*ZFTA-RELA*^-bearing and control mice. **d**, Flow cytometry quantification of the proportion of vascular (CD45 i.v.^+^) or parenchymal (CD45 i.v.^−^) CD3^+^ T cells in EP^*ZFTA-RELA*^-bearing and control mice; *n* = 6. **e**, Immunohistochemistry of MHC-II^+^IBA1^+^ macrophages in sagittal sinus, transverse sinus and nonsinus regions of the dura mater. **f**,**g**, Quantification of proportions of IBA1^+^ cells that coexpressed MHC-II (**f**) and the percentage area coverage of IBA1 immunoreactivity (**g**) in the nonsinus and perisinus regions in EP^*ZFTA-RELA*^-bearing mice (*n* = 6 per group; mean ± s.e.m.; unpaired two-tailed Student’s *t*-test). **h**, Flow cytometry analysis and quantification of proportions of immune cell types in the dura (*n* indicates the average of 12 mice per group). **i**, Quantification of meningeal CD4^+^IFNγ^+^ T cells in tumor-bearing and control mice (*n* = 8 mice per group, 3 independent experiments). **j**, Quantification of IFNγ in culture supernatants following ex vivo stimulation of dural whole mounts (*n* = 10 mice per group, 2 independent experiments). **k**, Flow cytometry analysis and quantification of T cell phenotypes; T_H_1, T_reg_, T_H_2 and T_H_17 cells in the meningeal dura mater of EP^*ZFTA-RELA*^-bearing and control mice (*n* = 6; mean ± s.e.m.; one-way ANOVA with Šídák’s test).

HSPCs (Sca-1^+^Kit^+^CD150^+^) were similarly enriched in the dura (Extended Data Fig. 4a,b). In contrast to lymphoid aggregates, which formed around venous sinuses, HSPCs were located adjacent to nonsinus blood vessels, suggesting that unlike skull HSPCs, dural HSPCs might monitor peripheral signals. Direct contact between APCs and CD3^+^ T cells was significantly more frequent in the dura of EP^*ZFTA-RELA*^-bearing mice than in that of control mice, and scRNA-seq profiles of CD45^+^ cells isolated from the dura of EP^*ZFTA-RELA*^-bearing mice were significantly more enriched for regulators of antigen receptor signaling and T cell differentiation pathways relative to those from control mice (Extended Data Fig. 4c,d and Supplementary Tables 7 and 8).

Thus, consistent with observations in skull bone marrow, the immune composition and landscape of the dura were markedly altered by the presence of an EP^*ZFTA-RELA*^ tumor, supporting the notion that the dura serves as a site of tumor antigen engagement.

## Brain tumors drive T_reg_ cell polarization in the skull bone marrow

Having established that MHC-II^+^ HSPCs in EP^*ZFTA-RELA*^-bearing mice were pluripotent, skull-derived and responsive to CSF cues, we next asked whether they possessed antigen-presenting capacity. We used the Y-Ae monoclonal antibody, which recognizes presentation of the exogenous Eα_52__–68_ peptide on I-A^b^ (ref. ^38^; Fig. 4a). EP^*ZFTA-RELA*^-bearing and control mice received intrathecal Eα-peptide, and peptide presentation in the skull bone marrow, dura and tumor was quantified by Y-Ae flow cytometry. As expected, CD11c^+^ dendritic cells but not CD4^+^ T cells in EP^*ZFTA-RELA*^ tumors efficiently presented the Eα-peptide via MHC-II (Fig. 4b). Notably, HSPCs in the tumor and skull marrow also robustly presented the MHC-II-restricted peptide, mirroring the APC-like HSPCs described in peripheral marrow^25^, as further demonstrated in a DQ-OVA assay (Fig. 4b–d). This antigen presentation was blocked in vitro by preincubation of HSPCs isolated from EP^*ZFTA-RELA*^ tumors with anti-MHC-II antibody before treatment with Eα-peptide, confirming that these cells present exogenous peptides via MHC-II (Extended Data Fig. 5a–c).

**Fig. 4:**
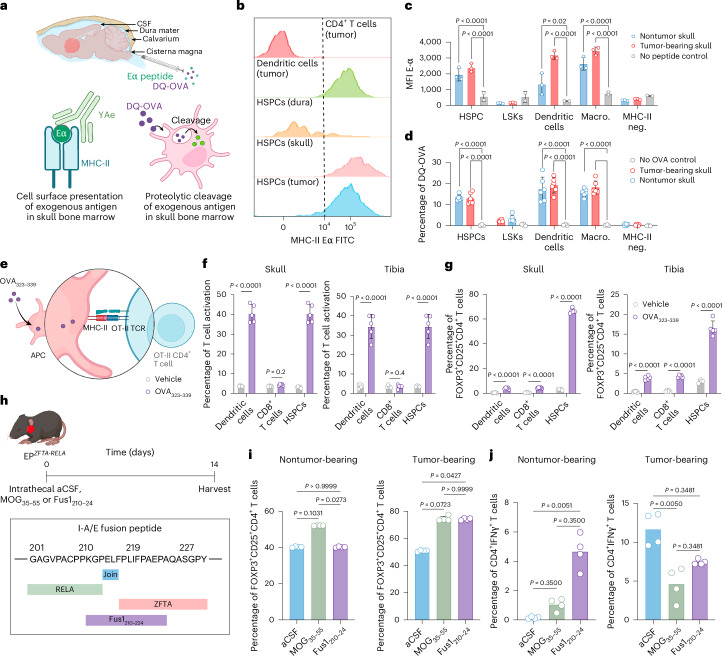
Antigen presentation of CNS and tumor neoantigen drives T_reg_ cell polarization in the skull bone marrow. **a**, Experimental design for profiling of antigen uptake and processing via ICM injections of exogenous peptides. **b**, Flow cytometry histograms of MHC-II Eα immunoreactivity in FACS-isolated CD4^+^ T cells, B cells, dendritic cells and HSPCs from tibia and skull bone marrow after Eα peptide immunization (500 µg ml^−1^ i.v., 5 h). **c**, Quantification of MHC-Eα^+^ cells by genotype with or without anti-MHC-II antibody (*n* = 3, 10 mice per replicate; mean ± s.e.m.; one-way ANOVA with Šídák’s test). **d**, Proportions of DQ-OVA^+^ cells in tumor and nontumor mice following ICM injection of DQ-OVA for 2 h (*n* = 5, 10 mice per replicate; mean ± s.e.m.; one-way ANOVA with Šídák’s test). **e**, Experimental design for ex vivo peptide pulsing with vehicle or OVA_323__–339_. **f**, T cell activation (CD44^+^ cells) after coculture of skull- or tibia-derived dendritic cells, CD8^+^ T cells and HSPCs with OT-II CD4^+^ T cells (*n* = 5, 10 pooled mice per replicate; mean ± s.e.m.; one-way ANOVA with Šídák’s test). **g**, FOXP3 expression in vehicle or OVA-immunized dendritic cells, CD8^+^ T cells and HSPCs after OT-II CD4^+^ T cell coculture (*n* = 5). **h**, Experimental design for intrathecal injection of aCSF, MOG_35__–55_ or Fus1_210__–24_. **i**, FOXP3 expression in skull CD4 T cells in immunized mice 14 days after injection with aCSF, MOG_35__–55_ or Fus1_210__–24_. **j**, Quantification of skull CD4^+^IFNγ^+^ T cells following intrathecal injection in tumor-bearing or control mice (*n* = 4 per group, 2 independent experiments). MFI, mean fluorescence intensity. Illustrations in **a**, **e** and **h** created with BioRender.com.

A defining feature of APCs is their capacity to activate CD4^+^ T cells in an antigen-specific manner; therefore, we investigated whether HSPCs in EP^*ZFTA-RELA*^-bearing mice might present antigens to CD4^+^ T cells. To do this, we made use of CD4^+^ T cells isolated from OT-II mice that specifically recognize the OVA peptide (OVA_323–339_) in the context of MHC-II^25^ (Fig. 4e). Skull bone marrow HSPCs, dendritic cells and CD8^+^ T cells were isolated by FACS from EP^*ZFTA-RELA*^-bearing and control mice and incubated ex vivo with OVA_323–339_. HSPCs and dendritic cells, but not CD8^+^ T cells, robustly activated OT-II CD4^+^ T cells in vitro, regardless of tumor presence, at levels similar to those achieved with these cells isolated from tibial bone marrow (Fig. 4f and Extended Data Fig. 5d). T cell activation was correlated with increasing T cell/HSPC ratios and could be abrogated by preincubation of HSPCs with anti-MHC-II antibody, confirming the MHC-II dependency of this interaction (Extended Data Fig. 5e–g). Direct HSPC–CD4^+^ T cell interaction was required for HSPCs to activate T cells (Extended Data Fig. 5h). To ensure that skull antigen presentation by HSPCs was not restricted to OVA-OT-II interactions, we confirmed activation of CD4^+^ T cells in an MHC-II-dependent manner using FACS-isolated HSPCs inoculated with a different CNS antigen (myelin oligodendrocyte glycoprotein [MOG]_35__–55_; Extended Data Fig. 5i,j). Thus, similar to those previously identified in long bones^25^, HSPCs with APC capacity exist in postnatal skull bone marrow; however, these cells appear to exist in the postnatal brain only in the presence of a brain tumor.

To determine how antigen presentation by HSPCs might affect tumor surveillance, we investigated whether this resulted in polarization of naive CD4^+^ T cells into proinflammatory or immunosuppressive T helper subsets. OVA_323–339_ and MOG_35__–55_ HSPCs primed ex vivo, which we isolated from skull bone marrow and tumors, potently upregulated FOXP3 expression in OT-II and 2D2 T cells, indicating T_reg_ cell polarization (Fig. 4g and Extended Data Fig. 5k–m). Furthermore, scRNA-seq profiles of CD45^+^ cells isolated from the skull and dura of EP^*ZFTA-RELA*^-bearing mice were significantly enriched for genes associated with T_reg_ cell polarization relative to those from control mice (Supplementary Fig. 6h and Supplementary Tables 19 and 20). HSPCs exhibited low-to-moderate expression of conventional costimulatory molecules but markedly elevated levels of coinhibitory receptor PD-L1 (Supplementary Fig. 6i). Furthermore, comprehensive flow cytometry profiling of central and peripheral bone marrow sites in EP^*ZFTA-RELA*^-bearing and control mice revealed selective enrichment of FOXP3^+^CD4^+^ T cells in the skull bone marrow of EP^*ZFTA-RELA*^-bearing mice (Extended Data Fig. 5n,o). These data suggest that HSPCs derived from skull bone marrow function as APCs, but expression of coinhibitory molecules such as PD-L1 modulate T cell responses towards immunosuppression.

To test directly whether CD4^+^ T cells in the skull bone marrow were polarized toward T_reg_ cells in response to brain-derived peptides in vivo, we used an adoptive transfer model in RAG2-knockout mice that lacked mature B and T cells (Extended Data Fig. 6). CD90.1^+^CD4^+^FOXP3^−^ cells were adoptively transferred into RAG2-knockout mice, which were then injected intrathecally at days 14 and 17 posttransfusion with either artificial CSF (aCSF; vehicle) or 10 μg of MOG_35__–55_. Donor cells isolated 38 days postinfusion from the dura and skull of MOG-injected mice demonstrated a marked increase in CD4^+^ T cell polarization toward FOXP3^+^ T_reg_ cells relative to those from aCSF-treated mice (Extended Data Fig. 6b–e). No such polarization was observed among cells harvested from the spleen, blood or brain. We were able to corroborate this effect in wild-type mice, demonstrating that CNS-derived peptides could also drive the polarization of conventional CD4^+^ T cells into T_reg_ cells within the skull (Extended Data Fig. 6f–i).

Given the response of naive CD4^+^ T cells to CNS antigens in the skull bone marrow, we reasoned that CNS tumor neoantigens might favor the same immunosuppressive response. To test this, we identified a MHC-II (I-A/E) predicted neoantigen unique to the ZFTA–RELA fusion protein in our EP^*ZFTA-RELA*^ mouse model and inoculated EP^*ZFTA-RELA*^-bearing and control mice with this peptide (Fus1_360__–71_), MOG_35__–55_ or aCSF intrathecally (Fig. 4h and Supplementary Table 25). Consistent with a classical response to a foreign antigen in control mice, Fus1_210__–24_ failed to promote T_reg_ cell polarization in the skull bone marrow and favored a T_H_1 response, as indicated by elevated levels of IFNγ^+^CD4^+^ T cells (Fig. 4i,j). Notably, mice harboring EP^*ZFTA-RELA*^ tumors inoculated with Fus1_210__–24_ mirrored the response of mice inoculated with CNS self-peptide MOG_35__–55_, including T_reg_ cell polarization and a lack of IFNγ^+^CD4^+^ T cell induction. Hence, in the context of EP^*ZFTA-RELA*^, the fusion neoantigen is recognized as a self-antigen by the developing skull bone marrow. In further support of this, only 4.8% of EP^*ZFTA-RELA*^ tumor cells engrafted in the brains of syngeneic adult C57BL/6 mice, compared to an engraftment rate of 98.5% in perinatal pups (*χ*^2^ = 96.685, *P* < 0.00001, and data not shown), strongly supporting the notion that local and early immunotolerance is important in tumorigenesis. Thus, skull HSPCs and other APCs take up, process and present CSF antigens via MHC-II, activating and polarizing T cells to provide a local supply of immunosuppressive T_reg_ cells.

## Ependymoma drives aberrant myelopoiesis in the skull bone marrow

We hypothesized that the presence of a brain tumor, in addition to subverting HSPC–T cell interactions, would reshape lineage commitment of skull bone marrow HSPCs. As a first step to test this, we interrogated the regulatory mechanisms underpinning hematopoiesis using single-nuclear assay for transposase-accessible chromatin with sequencing (snATAC-seq) and transcriptomic analysis of CD34^+^LSK^+^ cells that we had FACS-isolated from the skull and peripheral bone marrow of EP^*ZFTA-RELA*^-bearing and control mice. Uniform manifold approximation and projection (UMAP) of chromatin accessibility landscapes revealed discrete clustering of hematopoietic subpopulations, with skull HSPCs from EP^*ZFTA-RELA*^-bearing mice displaying a marked shift toward myeloid fate commitment relative to controls (Fig. 5a,b and Supplementary Fig. 8a–f). Pseudotime analysis further supported a trajectory marked by reduced lymphoid output and dominance of myeloid programs (Fig. 5c,d). Motif enrichment analysis across pseudotime revealed a myeloid-specification program that included genes downstream of GM-CSFRα—for example, *Fos*, *Bach1/2* and *Smarcc1*—consistent with the elevated GM-CSF levels we had observed in the CSF (Figs. 2a and 5e,f and Extended Data Fig. 2a), whereas gene ontology analysis demonstrated concomitant suppression of lymphoid-associated program in skull relative to peripheral bone marrow (Fig. 5g,h). Together, these data suggest that tumor-derived signals in the CSF reprogram local HSPCs toward a myeloid-skewed state at the expense of lymphopoiesis.

**Fig. 5:**
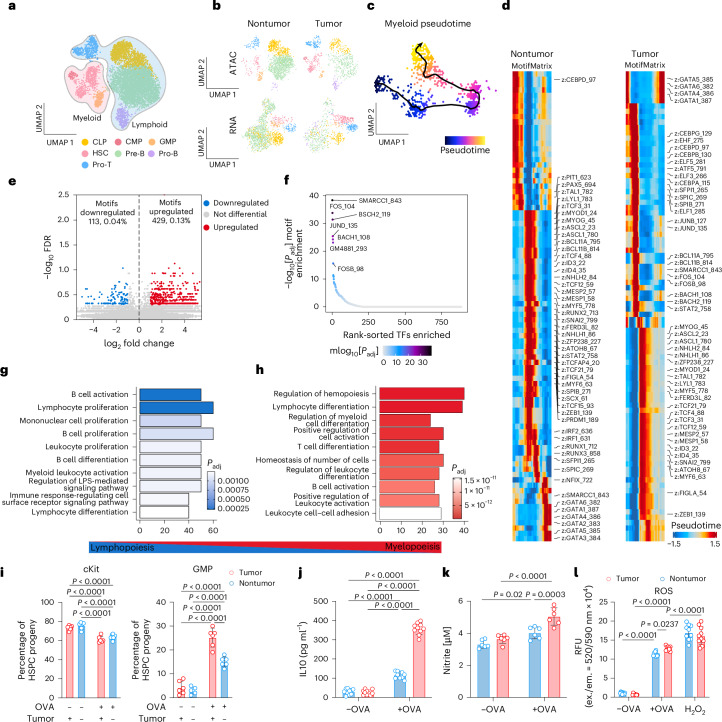
Combined analysis of chromatin accessibility and gene expression in HSCs from skull and tibia of EP^ZFTA-RELA^-bearing and control mice reveals myelopoiesis bias in skull HSCs. **a**, UMAP visualization of the snATAC dataset (1,623 nuclei from LSK^+^CD34^+^ HSCs sorted from the skull and tibia of EP^ZFTA-RELA^-bearing and control mice), colored by cluster: CLP, CMP, GMP, HSC, pre-B cell, pro-B cell and pro-T cell. **b**, UMAP separated by genotype and modality. **c**, ArchR pseudotime visualization of the differentiation trajectory of hematopoietic cells from the skull of EP^ZFTA-RELA^-bearing mice. **d**, Heatmap of motifs identified across the myeloid cell trajectory, with ArchR split between control skull and tumor skull. **e**, Motif enrichment in differential peaks upregulated in skull of tumor-bearing relative to control mice, visualized by volcano plot. **f**, Significant rank-sorted transcription factor motifs enriched in skull HSCs of tumor-bearing mice. **g**,**h**, Top downregulated (**g**) and upregulated (**h**) genes from gene ontology pathway analysis in skull-derived HSCs relative to those from tibia. **i**, Indicated populations derived from ex vivo OVA-primed HSPCs following coculture with OT-II CD4^+^ T cells (*n* = 6; mean ± s.e.m.; one-way ANOVA with Šídák’s test). **j**–**l**, Cytometric bead array measurements of IL-10 production (**j**), nitrite production (**k**) and ROS production (**l**) in OVA-primed HSPC-derived populations following coculture with OT-II CD4^+^ T cells (*n* = 10; mean ± s.e.m.; one-way ANOVA with Šídák’s test). ex., excitation; em., emission.

To validate the myeloid bias observed in tumor-associated skull HSPCs, we employed two complementary approaches. First, colony-forming unit assays confirmed that HSPCs isolated from the skull bone marrow of EP^*ZFTA-RELA*^-bearing mice produced significantly more granulocyte–macrophage colonies than those from controls, consistent with a myeloid bias fate (Supplementary Fig. 8g). Second, OVA-primed skull HSPCs that we cocultured with OT-II CD4^+^ T cells ex vivo differentiated toward granulocyte–monocyte progenitor and myeloid-lineage cells (Fig. 5i). This cellular reprogramming was accompanied by increased production of IL-10, nitrite (NO_2_^−^) and reactive oxygen species (ROS), consistent with a myeloid-derived suppressor cell (MDSC)-like phenotype^39^ (Fig. 5j–l).

Finally, we further tested the contribution of HSPC antigen presentation to tumor progression by generating an inducible MHC-II knockout mouse in which H2-Ab1^tm1Koni/J^ mice were bred to SLC-CreER^T2^ mice (Extended Data Fig. 7a). Tamoxifen induction at P0 and P1 achieved 60% knockdown of MHC-II expression on LSK^+^ cells within the skull bone marrow, which was partially restored by P21 (Extended Data Fig. 7a,b). The growth of orthotopic EP^*ZFTA-RELA*^ tumor allografts in these mice was significantly delayed relative to those in mice with intact MHC-II, resulting in prolonged survival (median survival: 67 days versus 37.5 days, *P* = 0.0025; Extended Data Fig. 7c–e).

Together, these findings indicate that EP^*ZFTA-RELA*^ tumors reprogram local HSPC chromatin and transcriptional landscapes in favor of myeloid lineages, linking skull marrow hematopoiesis to tumor-induced immune remodeling. Sustained antigen presentation by skull HSPCs promotes myelopoiesis and immune suppression in the context of EP^*ZFTA-RELA*^ tumors, indicating that this axis is a driver of local immunotolerance.

## Targeting CNS immunosurveillance in childhood brain tumors

Given the profound relationship between local immunotolerance and brain tumorigenesis, we considered whether this might represent a therapeutic vulnerability of childhood brain tumors. We reasoned that elevated GM-CSF in the CSF, which is likely to be produced by cells across the tumor, dura and skull, would participate in a circuit in which tumor-derived signals drive aberrant hematopoiesis in adjacent marrow (Supplementary Fig. 9a,b). Indeed, analysis of our transcriptomic data identified high-level expression of key myelopoiesis regulator *CSF2RA* (encoding GM-CSFRα) in the skull bone marrow (Supplementary Fig. 9c,d). Although not exclusive to HSPCs, this receptor is well positioned to convert local GM-CSF signals into a myelopoietic program^40,41^. Therefore, we randomized mice bearing EP^*ZFTA-RELA*^ tumors (confirmed by bioluminescence exploiting the *Nestin*^*Cre-ZFTA-RELA*^–IRES–luciferase allele; Supplementary Fig. 1) to receive a single intrathecal injection of anti-GM-CSF antibody (5 mg kg^−1^), mavrilimumab (5 mg kg^−1^; an anti-GM-CSFRα antibody) or control antibody (Fig. 6a). Remarkably, single-dose antibody blockade of either GM-CSF or its receptor induced near-complete regression of EP^*ZFTA-RELA*^ tumors that was sustained for around 6 weeks and associated with a greater than threefold increase in survival time (Fig. 6b,c and Supplementary Table 28). GM-CSF targeted therapy also decreased CSF GM-CSF levels, skull HSPC proliferation and tumor-associated myeloid cells, whereas tumor CD8^+^ T cell infiltration increased within 21 days (Extended Data Fig. 8a–h).

**Fig. 6:**
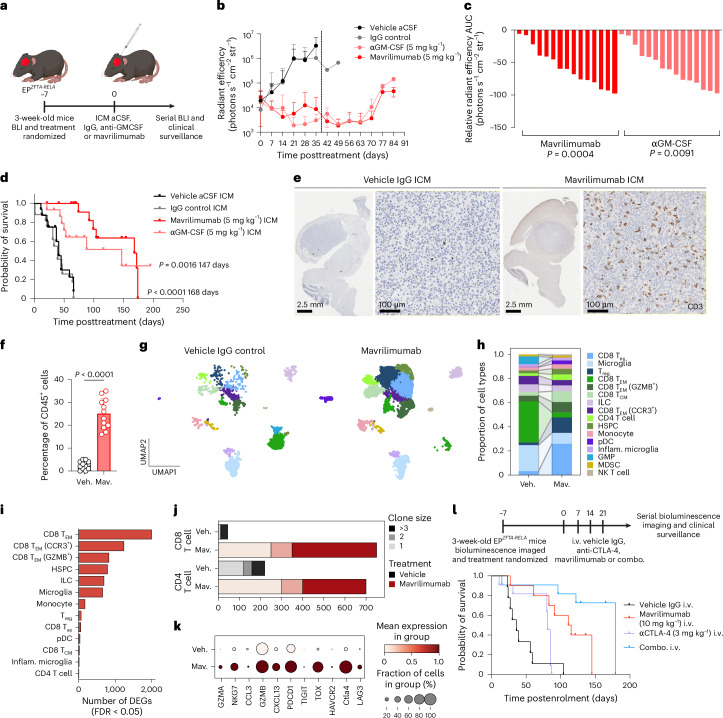
Normalizing skull hematopoiesis improves survival of *ZFTA–RELA*-fusion-driven ependymoma-bearing mice. **a**, Experimental design for the treatment of 3-week-old *ZFTA–RELA* EP^*ZFTA-RELA*^-bearing mice with a single ICM injection of 10 μl of vehicle aCSF (*n* = 17), IgG isotype control (5 mg kg^−1^, *n* = 16), anti-GM-CSF (5 mg kg^−1^, *n* = 14) or mavrilimumab (5 mg kg^−1^, *n* = 17). **b**, Weekly bioluminescence tracking of treated mice; data represent the mean ± s.d. **c**, Waterfall plots of the area under the curve for anti-GM-CSF (*P* = 0.0004, *n* = 15) and mavrilimumab-treated mice (*P* = 0.0091, *n* = 16) up to 42 days; Welch’s *t*-test. **d**, Kaplan–Meier survival plot of EP^*ZFTA-RELA*^-treated mice; log-rank Mantel Cox test. **e**, Representative immunohistochemical images of brains from mice treated with vehicle or mavrilimumab at recurrence. **f**, Flow cytometry quantification of CD8 T cells as a proportion of CD45^+^ cells; *n* = 12 mice per group; data represent the mean ± s.d. **g**, UMAP visualization of scRNA-seq of extravascular CD45^+^ cells isolated from the tumor parenchyma of vehicle or mavrilimumab-treated mice at recurrence, colored by cell type: exhausted CD8 T cell, microglia, CD8 tissue effector memory, CD8 T_EM_ GZMB^+^, CD8 T_CM_, CD4 T cell, HSPC, monocyte, plasmacytoid, inflammatory microglia, GMP, MDSC and natural killer T cell. **h**, Quantification of proportions of cell types in each group. **i**, Quantification of numbers of differentially expressed genes in each cell type in vehicle-treated relative to mavrilimumab-treated mice. **j**, Single-cell TCR sequencing clonotype analysis of numbers of expanded clones in CD4^+^ and CD8^+^ T cells in vehicle-treated and mavrilimumab-treated mice (*n* = 6 to 10 tumors pooled per group). **k**, Dot plot of average and percentage expression of exhaustion markers in CD8 exhausted T cell population in vehicle-treated and mavrilimumab-treated mice. **l**, Protocol and Kaplan–Meier survival plot for EP^*ZFTA-RELA*^-treated mice, with four weekly intravenous injections of IgG control (*n* = 9), mavrilimumab (10 mg kg^−1^, *n* = 10), anti-CTLA-4 (3 mg kg^−1^, *n* = 11) or combination treatment (mavrilimumab + anti-CTLA-4, *n* = 11); log-rank Mantel Cox test. AUC, area under the curve; combo., combination treatment; DEGs, differentially expressed genes; mav., mavrilimumab; pDC, plasmacytoid dendritic cell; T_ex_, exhausted T cell; veh., vehicle. Illustrations in **a** created with BioRender.com.

Given the evidence of aberrant skull marrow proliferation in multiple childhood brain tumor models (Supplementary Fig. 5e,f), we considered whether the GM-CSF signaling axis might represent a shared therapeutic vulnerability. Remarkably, mavrilimumab therapy in choroid plexus carcinoma (CPC) and group 3 medulloblastoma^28,29^ models elicited profound tumor suppression, reduced CSF GM-CSF, decreased skull HSPC and tumor myeloid cells, and increased CD8^+^ T cells (Extended Data Fig. 8i–t). These data position GM-CSF as a central driver of skull marrow myelopoiesis and tumor tolerance across diverse pediatric brain tumors and indicate the potential of skull-directed therapy for intracranial malignancy.

The rapid tumor regression and influx of CD8^+^ T cells following GM-CSF blockade suggested that skull-derived myeloid suppressor cells constrain cytotoxic immunity. In line with this, immunohistochemistry and flow cytometry showed increased intratumoral CD8^+^ T cells that persisted at relapse (Fig. 6e,f). Furthermore, TCR profiling revealed clonal expansion of CD8^+^ and CD4^+^ T cells, and gene ontology analysis of CD8^+^ T cell populations revealed upregulation of type 1 interferon response, regulation of cell killing and T cell activation (Fig. 6g–j, Supplementary Fig. 10a–h and Supplementary Tables 29–34). CD8^+^ T cells with high clonal expansion displayed elevated cytotoxicity (GZMK, GXMB), activation (NKG7, CCL5), inflammation and chemotaxis (CCR5, XCL1, S100A6) and exhaustion (LILRB4a, PDCD1; Extended Data Fig. 9) of their intratumoral immune populations—including monocytes, innate lymphoid cells and microglia—as well as upregulation of antigen presentation, myeloid activation and interferon-responsive pathways, consistent with broad microenvironmental reprogramming (Supplementary Tables 35–44). Consistent with an on-target effect, intratumoral HSPCs downregulated hematopoiesis, lymphocyte differentiation and immune system development programs following mavrilimumab treatment (Supplementary Tables 35 and 36). Together, these findings reveal that skull-marrow-directed GM-CSF blockade diminishes the supply of MDSCs and promotes clonal expansion and activation of tumor-infiltrating T cells.

Relapsed tumors showed increased expression of exhaustion markers (*Ctla4*, *Lag3*, *Pdcd1*, *Tigit*), suggesting that immune exhaustion contributes to therapeutic failure (Fig. 6k, Supplementary Fig. 10i and Supplementary Tables 29–46). We therefore tested whether anti-CTLA-4 could augment GM-CSF blockade. Intravenous mavrilimumab (10 mg kg^−1^) alone markedly prolonged survival (*P* < 0.0001, *n* = 11), and combining it with anti-CTLA-4 (3 mg kg^−1^) further improved efficacy (*P* < 0.0223, *n* = 11) (Fig. 6l and Supplementary Table 47), whereas anti-CTLA-4 alone conferred no benefit (*P* < 0.4379, *n* = 11).

Despite systemic administration, peripheral immune compartments remained unchanged (Extended Data Fig. 10). By contrast, mavrilimumab, alone or in combination, significantly reduced intratumoral monocytes, B cells, neutrophils and CD4^+^ T cells (all *P* < 0.001), while increasing CD8^+^ T cells in tumor parenchyma (*P* < 0.001) and dura (*P* = 0.037). Skull marrow macrophages, monocytes, neutrophils and T cell subsets were diminished, with compartmental interactions indicating redistribution of immune cells from skull marrow toward tumor and dura. These data show that normalizing skull marrow hematopoiesis remodels local immune niches to favor antitumor immunity and demonstrate on-target activity of intravenous mavrilimumab in combination with checkpoint blockade, underscoring its translational potential.

Together, these data identify the skull marrow as a druggable immunological niche in children with a brain tumor and potentiate clinical exploration of mavrilimumab in combination with immune checkpoint blockade therapies such as anti-CTLA-4 for childhood brain tumors.

## Discussion

Skull bone marrow, once viewed as a hematopoietic niche, is now recognized as an active immunological interface within the CNS^7,13,27^. We show that tumor-borne CSF cues instruct role skull bone marrow hematopoiesis, revealing a population of HSPCs with antigen-presentation capacity that mirrors counterparts previously noted in the peripheral bone marrow^25^. In EP^*ZFTA-RELA*^, tumor-derived antigens and cytokines drive these HSPCs to engage CD4^+^ T cells, promoting myeloid-biased differentiation and T_reg_ cell polarization and contributing to tumor immunotolerance. This circuit, likely adapted to limit neuroinflammation and self-reactivity, is subverted by childhood brain tumors to maintain immune privilege.

Tumor exposure remodels the chromatin and transcriptional landscape of local HSPCs and expands an MDSC-like lineage, integrating cues across the CSF, dura and skull bone marrow. These findings extend emerging evidence that the CNS border tissues are major hubs of immune education^13,42^. In line with recent observations that FOXP3^+^CD4^+^ T_reg_ cells are readily detectable in the dura mater of homeostatic mice and that their ablation leads to enrichment of IFNγ-producing cells, we demonstrate that polarization of CD4 T cells towards T_reg_ cells can occur in the skull bone marrow and dura in response to endogenous CNS and neoantigens^43^. We extend our observations from studies of exogenous peptides to endogenous CNS peptides, with tumor-derived neoantigens, to demonstrate that tumor neoantigens are recognized as self and drive these processes in brain tumors. Together, these data extend the notion that the dura mater serves as a critical site for immunotolerance, favoring immunosuppression, which is subverted in the context of childhood brain tumors. Further work will be required to define precisely which peptides are active in tolerance of patients with childhood EP^*ZFTA-RELA*^ and how these findings may be implicated in vaccine- and peptide-based immunotherapeutics.

Targeting this axis through intrathecal or intravenous blockade of GM-CSF or GM-CSFRα disrupted HSPC-driven myelopoiesis, reduced intratumoral MDSCs and induced profound tumor suppression, consistent with CD8 T cell expansion, with synergy observed alongside CTLA-4 blockade. These data suggest that cytokine-directed modulation of skull bone marrow hematopoiesis could reveal a therapeutic vulnerability in childhood brain tumors, while avoiding the toxicities of current treatments.

In summary, we identify a new therapeutic vulnerability in childhood brain tumors, in which the tumor educates the local immune supply from the skull bone marrow at the apex of hematopoiesis. Our findings demonstrate that CNS-derived signals can regulate skull hematopoiesis to enforce a locally tolerant immune repertoire, fostering an immunosuppressive environment conducive to tumor development.

## Methods

### Experimental model and participant and subject details

#### Human participants

Human brain tissue was obtained from patients undergoing neurosurgical procedures at Cambridge University Hospitals NHS Foundation Trust. Tissue collection and use for research were approved by the East of England–Cambridge Central Research Ethics Committee (REC reference: 23/EE/0241). Written informed consent was obtained from all participants before inclusion, in accordance with the Declaration of Helsinki.

#### Mice

All animal work was carried out under the Animals (Scientific Procedures) Act 1986 in accordance with the UK Home Office license (project license PP9742216) and approved by the Cancer Research UK Cambridge Institute Animal Welfare and Ethical Review Board. Mice were housed in individually ventilated cages with wood chip bedding plus cardboard fun tunnels and chew blocks under a 12 h light/dark cycle at 21 ± 2 °C and 55% ± 10% humidity. A standard diet was provided with ad libitum water. Mice were allowed to acclimate for at least 1 week in the animal facility before the beginning of any experiment. Adult males and females between 4 and 6 weeks of age were primarily used for our studies unless stated otherwise. Sample sizes were determined on the basis of a power analysis in accordance with previously published experiments. Experimenters, where necessary, were blinded to experimental groups during both scoring and quantification. Mouse strains used are listed in Supplementary Table 1.

### Method details

#### Generation of *Rosa26*-locus-targeted conditional, Nestin-driven, *C11orf95*–*RelA* fusion expressing mice

A conditional *C11orf95:RelA* fusion (*Nestin-(lsl)-C11orf95:RelA*) construct with homology to the *Rosa26* locus was generated by conventional molecular techniques. The targeting plasmid was linearized and gel purified before being nucleofected into C57BL/6J embryonic stem cells. After G418 sulfate selection, clones were isolated and subjected to genotyping and karyotyping. Four correctly targeted clones were injected into wild-type CD1 eight-cell-stage embryos. The microinjected embryos were cultured in KSOM-AA (KCl, enriched simplex optimization medium with amino acid supplement, Zenith Biotech) at 37 °C with 95% humidity and 5% CO_2_ until the blastocyst stage and then transferred into pseudopregnant recipients. The resulting F_0_ mice were bred to C57BL/6J mice, proving germline transmission and establishing the colony (see Supplementary Table 1 for details of animals and Supplementary Table 4 for oligonucleotide sequences).

#### Orthotopic allotransplantation models

CPC and group 3 medulloblastoma orthotopic allotransplantation models were generated from in vitro cultures of cells generated from genetically engineered mouse models of each of these tumors. Briefly, as an extension of our previous work^28^, CPC cell lines were derived from *Pten*^−/−^*Rb*^−/−^*Tp53*^−/−^ mice donated by S. J. Baker^44^ crossed with TTR *CreEsr1;TdT* mice (MGI: 3046546)^45^. Cell lines derived from these tumors were expanded in neurobasal medium with B27 without vitamin A, N2 supplement, and rEGF, FGFb and IGF-2 (20 ng ml^−1^) on extracellular-matrix-coated flasks. Group 3 medulloblastoma lines were donated by F.J.S.^29^ and were cultured in neurobasal medium with B27 without vitamin A, N2 supplement, and rEGF, FGFb and IGF-2 (20 ng ml^−1^). Both lines were transfected with luciferase (pLenti CMV Puro LUC (w168-1)) before implantation. P1 C57B/L6 mice were orthotopically implanted with 400 cells (G3 medulloblastoma) or 4,000 cells (CPC) on the right temporal lobe, or lateral ventricle, respectively, under anesthesia.

#### In vivo preclinical studies

EP^*ZFTA-RELA*^, CPC and Gr3 medulloblastoma tumor-bearing mice were randomized at 3 weeks old, confirmed by bioluminescence exploiting the endogenous *Nestin*^*Cre-*^^*ZFTA-RELA*^*–IRES–*luciferase allele in EP^*ZFTA-RELA*^ or lentiviral introduction of luciferase in vitro in CPC and Gr3 medulloblastoma as described above. Mice received a single intrathecal injection of mavrilimumab (5 mg kg^−1^; an anti-GM-CSF receptor alpha antibody) or control antibody and were monitored with biweekly bioluminescence imaging to monitor tumor burden until mice reached a humane endpoint based on accumulation of clinical signs. For intravenous administration, EP^*ZFTA-RELA*^ bearing mice were randomized at 5 weeks old to receive mavrilimumab (10 mg kg^−1^), alone or with anti-CTLA-4 (3 mg kg^−1^) or control antibody, once weekly for 4 weeks.

#### Tissue processing and immunohistochemistry

Meningeal whole mounts were prepared as previously described^36^. Briefly, mice were given a lethal dose of anesthesia via intraperitoneal injection (Dolethal 10% v/v) and transcardially perfused with 0.025% heparin phosphate-buffered saline (PBS). Mice were decapitated posterior to the occipital bone and, following removal of overlying skin and muscle from the skull, the skull cap was removed and drop-fixed in paraformaldehyde (4% w/v in PBS) for 1 h at 4 °C, and the dura mater was carefully peeled and washed. Whole mounts were blocked and permeabilized in buffer containing 10% Tris, 1% bovine serum albumin (BSA), 1% serum, 1% saponin and 0.5% Triton X-100 for 1 h at room temperature. Samples were incubated with primary antibodies in blocking buffer overnight at 4 °C, washed and, if required, incubated with secondary antibodies for 2 h at room temperature. Prepared dura were mounted using Fluoromount-G for imaging.

#### Confocal microscopy and image analysis

Whole-mount meninges were imaged using a Leica Stellaris SP8 or STELLARIS 8 confocal microscope with multiple laser lines and objectives (×4–60). Tile scans were imported into Imaris v.9.5 (Bitplane) for three-dimensional analysis. Regions of interest, including perisinus and cortical areas, were manually segmented using the surface function. Absolute cell numbers were quantified by thresholding of positively stained cells within each surface using the spot-detection function, and statistics were exported for analysis. For histocytometry, surfaces encompassing the whole meningeal mount were generated for quantification of fluorescence intensity, cell frequency and spatial distribution. Channel statistics were exported to Excel and converted to FCS format for visualization in FlowJo (TreeStar).

#### Sample processing for scRNA-seq

Age-matched 6- to 8-week-old EP^*ZFTA-RELA*^ and Nestin^*CreERT2*^ mice were intravenously injected with CD45-PE 3 min before schedule 1. Blood was collected via retro-orbital sampling, and red blood cell lysis was performed by resuspension in 1 ml of ACK lysis buffer (Quality Biological). The pellet was resuspended in FACS buffer (0.1 M, pH 7.4 PBS with 1% BSA and 1 mM EDTA) until use. Meningeal dura was carefully collected under a dissection microscope. Meninges and calvaria were then digested for 15 min at 37 °C with constant agitation using 1 ml of prewarmed digestion buffer (Dulbecco’s modified Eagle medium (DMEM) with 2% fetal bovine serum (FBS), 1 mg ml^−1^ collagenase D (Sigma Aldrich) and 0.5 mg ml^−1^ DNase I (Sigma Aldrich)) and filtered through a 70-μm cell strainer, and enzymes were neutralized with 1 ml of complete medium (DMEM with 10% FBS). For peripheral bone marrow, both tibia were flushed with 0.05% BSA PBS with 0.05% EDTA; the resulting samples were filtered through 100-µm filters, washed with 2% FBS in RPMI and resuspended in 0.05% BSA PBS solution. Whole intact deep cervical lymph nodes were mashed through a 70-μm cell strainer using a sterile syringe plunger and washed with 5 ml of FACS buffer. Tumor and brain samples were macrodissected, with removal of choroid, and dissociated using a mouse tumor dissociation kit (Miltenyi Biotec) with a gentleMACS Octo Dissociator (Miltenyi Biotec). Samples were resuspended in 40% Percoll and centrifuged at 600*g* for 10 min. Supernatant was removed, washed with 2% FBS in RPMI, and resuspended in 0.05% BSA PBS solution. Samples were stained with DAPI (0.2 µg ml^−1^). Samples then were centrifuged, resuspended in FACS buffer with anti-CD16/32 (F_c_ block, BioLegend; diluted 1:50 in the FACS buffer), and incubated with fluorescently conjugated antibodies (anti-CD45 APC and anti-Ter 119 FITC) at 4 °C for 20 min. Cells were sorted using an Influx Cell Sorter (BD Biosciences) or FACsAria II (BD Biosciences) into 1% BSA-coated 1.5-ml Eppendorf tubes with 500 μl of DMEM.

#### Sample processing for single-nucleus RNA-seq

Single-cell suspensions of skull and tibial bone marrow cells were obtained as described above. Cells were sorted for live CD45 i.v.^−^Ter119^−^CD45^+^Lin^−^CD34^+^ using an Influx Cell Sorter (BD Biosciences) or FACsAria II (BD Biosciences) into 1% BSA-coated 1.5-ml Eppendorf tubes with 500 μl of DMEM.

FACS-isolated cells were centrifuged at 500*g* for 5 min at 4 °C before removal of the supernatant and resuspension in 500 μl lysis buffer (10 mM Tris-HCl, 3 mM MgCl_2_, 2 mM NaCl, 0.005% NP-40 substitute, 0.1 mM DTT, SUPERase RNase inhibitor 0.25 U ml^−1^ and protease inhibitor (A32965)) for 2 min. Nuclei were pelleted at 500*g* for 5 min at 4 °C, washed in PBS with 1% BSA and counted using Trypan Blue exclusion. Single-nucleus multiome libraries (RNA + ATAC) were prepared using a Chromium Next GEM Single Cell Multiome ATAC + Gene Expression kit (10x Genomics) according to the manufacturer’s protocol. Libraries were sequenced on an Illumina NovaSeq 6000.

#### Sample processing of human neurosurgical tissue

To obtain flow cytometry of skull, dura and tumor shown in Supplementary Fig. 4, discard neurosurgical material from skull fragments, dura and tumor was collected from a 6-month-old male patient undergoing routine tumor debulking for an atypical choroid plexus papilloma (WHO grade 2). Skull fragments and dura obtained during craniotomy were placed in RPMI-1640 supplemented with 10% FBS and kept on ice before being dissociated as described for mouse tissues. Debris was removed using MACS debris removal solution (130-109-398) before flow cytometry.

Freshly resected human brain tumor tissue was dissected to remove cauterized regions, cut into ~3–8 mm^3^ pieces and rinsed in HBSS. Tissue was enzymatically and mechanically dissociated using a gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec) according to the manufacturer’s instructions. Cell suspensions were filtered through 40-μm strainers and pelleted, and myelin was removed via a 40% Percoll gradient. Resulting cell pellets were resuspended in PBS for downstream flow cytometry. Tissue collection was performed under Cambridge University Hospital REC approval (23/EE/024).

#### Flow cytometry

Cell suspensions were prepared as described above and transferred into a V-bottomed plate. Viability staining was performed using Zombie NIR (1:500 in PBS, 10 min, room temperature; BioLegend). Suspensions were then pelleted (450*g* for 5 min) and resuspended in anti-CD16/32 antibody (1:100, BioLegend) diluted in FACS buffer to block F_c_ receptor binding. Antibodies against cell surface epitopes were then added for 10 min at room temperature. For a full list of antibodies, see Supplementary Table 3. Flow cytometry was performed using an Aurora spectral flow cytometer (Cytek Biosciences), and data were analyzed with FlowJo (v. 10, BD Biosciences).

#### CSF collection and intracisterna magna injections

Mice were anesthetized via intraperitoneal injection of ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^) in saline and placed on a stereotactic frame. The fur over the incision site was clipped, and the skin was disinfected with three alternating washes of alcohol and Betadine. For intracisterna magna injections, a midline incision was made, and the posterior nuchal musculature was divided, exposing the inferior, dorsal aspect of the occipital bone and the posterior dura overlying the cisterna magna. A glass capillary attached to a microinjector (World Precision Instruments) was used. A 5-µl volume was infused, and injection rates were adjusted to achieve a 5-min injection, followed by a 5-min wait period to prevent backflow. For CSF collection, a glass capillary was inserted through the dorsal dura mater into the superficial cisterna magna, and approximately 50 µl of CSF was drawn by capillary action. For CSF transfer experiments, 10 µl of CSF was transferred at a rate of 400 nl min^−1^.

#### CSF collection and multiplex analyte analysis

Mice were anesthetized via intraperitoneal administration of ketamine and xylazine and placed on a stereotactic frame. CSF was collected from the cisterna magna with a 30-gauge needle. CSF (12.5 μl) was obtained from each mouse, and analytes were quantified using Luminex magnetic beads according to the Bio-Plex Pro Mouse Cytokine Panel 23-plex instructions (Bio-Rad). Data were acquired with a Luminex FLEXMAP 3D and analyzed with xPONENT software (v.4.2, Luminex).

#### Sample dissolution, TMT labeling and reverse-phase fractionation

Thirty-milliliter aliquots of CSF were lysed in 100 mM TEAB, 10% isopropanol, 50 mM NaCl and 1% sodium deoxycholate with nuclease and protease/phosphatase inhibitors, incubated for 15 min at room temperature and sonicated. Samples were reduced with TCEP and alkylated with iodoacetamide (1 h each), then digested overnight at 37 °C with trypsin (1:30). Dried peptides were resuspended in 0.1 M TEAB and labeled with TMTpro reagents for 1 h. A premix was analyzed to normalize sample inputs before quenching with hydroxylamine. Combined samples were acidified to remove sodium deoxycholate and fractionated at high pH on reverse-phase cartridges into nine fractions (5–50% acetonitrile), then dried and reconstituted in 0.1% formic acid.

#### Liquid chromatography–tandem mass spectrometry

Peptide fractions were analyzed on a Vanquish Neo UHPLC system coupled with an Orbitrap Ascend (Thermo Scientific) mass spectrometer. Peptides were trapped on a 100 μm ID × 2 cm microcapillary C18 column (5 µm, 100 A), followed by 90 min elution using a 75 μm ID × 25 cm C18 RP column (3 µm, 100 A) at a flow rate of 300 nl min^−1^. A real time search (RTS)–MS3 method was used for the analysis; MS1 spectra were acquired in the Orbitrap (*R* = 120 K; scan range: 400–1,600 *m*/*z*; AGC target = 400,000; maximum IT = 251 ms) and MS2 spectra in the ion trap (isolation window: 0.7 Th; collision energy = 30%; maximum IT = 35 ms; centroid data). For RTS, trypsin/P digestion was selected using static cysteine carbamidomethylation and TMTpro modification on lysine and peptide amino terminus. The search was conducted for a maximum of 35 ms with the following thresholds: Xcorr = 1.4, dCn = 0.1, precursor ppm 10, charge state = 2. MS3 spectra were collected in the Orbitrap (R = 45 K; scan range: 100–500 *m*/*z*; normalized AGC target = 200%; maximum IT = 200 ms; centroid data). Phospho fractions were subjected to MS2 analysis without RTS.

#### Data processing

Spectra were processed in Proteome Discoverer 3.0 using SequestHT against the UniProt mouse database. Static modifications included TMTpro (N termini, lysine) carbamidomethyl at cysteines (+57.021 Da). Methionine oxidation (+15.9949 Da) and deamidation (+0.984) on asparagine were included as dynamic modifications. Searches used 20 ppm precursor and 0.5 Da fragment tolerances. Peptides were filtered to 1% false discovery rate (FDR), and unique peptides were used for quantification.

#### Single-cell library construction and sequencing

For scRNA-seq, gel bead-in-emulsions were prepared by loading up to 10,000 cells per sample onto a Chromium Chip G (10x Genomics, 1000073) and run using a Chromium Controller (10x Genomics). Complementary DNA (cDNA) libraries were generated using a Chromium Single Cell 5′ GEM, Library and Gel Bead Kit V3 (10x Genomics) with V(D)J. Libraries were sequenced using a NovaSeq 6000 Kit (v.2.5, Illumina) on an Illumina NovaSeq 6000 system.

#### scRNA-seq analysis

Cell Ranger (v.7.1.0) outputs were processed using Scanpy (v.1.8.2). Doublets were identified with Scrublet (.v0.2.3) using an iterative subclustering approach as previously described, computing median scrublet scores per subcluster and flagging outliers by one-tailed *t*-test with Benjamini–Hochberg correction (FDR < 0.1). Quality control followed the sc-dandelion preprocessing pipeline (max_genes =6,000; min_genes = 200; GMM-based mitochondrial threshold). Genes expressed in ≥3 cells were retained, and counts were normalized to 10,000 unique molecular identifiers per cell. Highly variable genes were selected using Scanpy defaults (min_mean = 0.0125, max_mean = 3, min_disp = 0.5). Principal component analysis (PCA) was followed by batch correction with harmonypy (v.0.0.5). Clustering used Leiden (v.0.8.2; resolution = 1.0), and UMAP (v.0.5.1; min_dist = 0.3) for visualization. Cell types were annotated by canonical markers and Wilcoxon rank-sum statistics.

#### Differential expression and enrichment analysis

Subsets were defined by cluster identity, retaining genes with ≥4 counts in ≥4 cells. Highly variable genes (*n* = 2,000) were identified using SingleCellExperiment (v.3.20) with modelGeneVar and getTopHVGs (scran, v.1.35.0). Differential expression was determined using limma (v.3.2.0) and edgeR (v.4.0) with lmFit, contrasts.fit and eBayes; genes with FDR < 0.05 were considered to be significantly differentially expressed. Gene ontology overrepresentation analyses were performed using clusterProfiler (v.3.2.0) with enrichGO (gene set size: 10–500; Benjamini–Hochberg-adjusted *P* < 0.05).

#### Ligand–receptor analysis

Proteins detected by CSF liquid chromatography–mass spectrometry (Supplementary Table 16) were mapped to gene IDs using biomaRt (v.3.20). Ligands were filtered using RNAMagnet (v.0.1.0; getLigandsReceptors, cellularCompartment = “secreted”, “ECM” or “both”; version = 3.0.0)^46^. Corresponding receptors (Supplementary Table 17) were visualized as average normalized expression using circlize (v.0.4.16).

#### Cytokine signaling inference

Cytokine activity was assessed using CytoSig, which was applied to log-normalized, scaled and batch-corrected matrices^47^. Activity scores were derived from perturbation-informed cytokine signatures and aggregated across cell types to compare tumor and control tissue microenvironments.

#### TCR sequencing analysis

V(D)J libraries were processed using Cell Ranger (v.7.1.0). Clonotypes were analyzed with Dandelion (v.0.1.5), retaining high-confidence, productive αβ pairs. Clonal expansion, diversity, overlap and integration with transcriptomic metadata were computed using Dandelion’s built-in functions^48^.

#### scRNA-seq integration and analysis of human data

Cell Ranger (v.7.0) outputs were processed with Scanpy (v.1.8.2). Doublets were detected with Scrublet (v.0.2.3) using an iterative subclustering approach, computing median cluster Scrublet scores and flagging outliers by one-tailed *t*-test with Benjamini–Hochberg correction (FDR < 0.1). QC followed the sc-dandelion workflow (max_genes = 6,000; min_genes = 200; GMM-derived mitochondrial threshold). Genes expressed in <3 cells were excluded. Counts were normalized to 10,000 per cell, yielding 125,000 high-quality cells.

Highly variable genes were selected (≤3 mean ≥ 0.0125 and dispersion ≥ 0.5), followed by log-transformation, scaling, PCA and batch correction with harmony (v.0.0.5). Leiden clustering (v.0.8.2; resolution = 1.0; neighborhood size = 10) and UMAP (v.0.5.1; min_dist = 0.3) were used for dimensionality reduction. Cell identities were assigned by canonical markers and Wilcoxon rank-sum testing.

For cross-dataset integration, batch and confounder effects were regressed using Ridge regression (scikit-learn v.1.3.0), and corrected principal components were used as input to BBKNN to generate a batch-balanced graph. UMAP and Leiden clustering on this graph defined shared cell states across scRNA-seq and single-nucleus RNA-seq datasets.

#### snATAC + GEX multiome analysis

Libraries were sequenced on a NovaSeq 6000 to a minimum depth of 25,000 unique fragments per nucleus. Raw data were processed with Cell Ranger ARC (v.2.0). Fragment files were imported into R (v.4.4.0) using Signac and Seurat. QC metrics (total fragments, fraction of reads in peaks, nucleosome signal) were computed; nuclei with <1,000 fragments or nucleosome signal >2 were removed. Doublets were identified with DoubletFinder (v.2.0.4).

Peaks were called on aggregated ATAC data using MACS2 (v.2.2.9.1) and used to construct a peak-by-cell matrix. Dimensionality reduction was performed using latent semantic indexing followed by PCA, and UMAP was used for visualization. For paired RNA–ATAC datasets, multimodal integration was performed in Seurat (v.4.4.0) using FindMultiModalNeighbors to generate a shared UMAP embedding and joint clusters.

Differentially accessible regions were identified using ArchR’s getMarkerFeatures() (Wilcoxon rank-sum). Motif enrichment was performed using chromVAR (v.1.16.0) with cisBP annotations. Pseudotime trajectories were inferred with ArchR’s addTrajectory() to model dynamic chromatin changes. Analyses were performed in R (v.4.3.1) with visualization using ggplot2 (v.3.4.3) and patchwork (v.1.1.3).

#### Quantitative PCR

Cells were sorted directly into RNA lysis buffer (Arcturus PicoPure) and processed for cDNA synthesis using SuperScript VI (Invitrogen). cDNA was diluted 1:10 and amplified in technical triplicates using PowerUP SYBR Green Master Mix (Thermo Fisher) with intron-spanning primers (Supplementary Table 4) on a QuantStudio 7 (Applied Biosystems). Cycling was as follows: 50 °C for 2 min, 95 °C for 10 min, 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Relative gene expression was normalized to that of *Gapdh* and *Actb* and calculated as 2^−Δ^^Ct^, where ΔCt = (geometric mean of housekeeper Ct) − (gene of interest Ct).

#### Bone marrow transplantation

To test the stem cell potential of intratumoral MHC-II populations, equal numbers (5 × 10^4^) of CD45^+^Lin^−^ MHC-II^+^ or MHC-II^−^ intratumoral cells were transplanted intravenously into mice that had undergone nonmyeloablative conditioning with busulfan (25 mg kg^−1^). Sixteen weeks posttransplantation, total bone marrow cells (1 × 10^6^) were transplanted into secondary recipients. Mice were bled every 4 weeks, and cells were stained as described above to assess engraftments.

#### In vitro expansion of naive CD4^+^ T cells

Cryopreserved C57BL/6 or 2D2 splenocytes were thawed using standard protocols and washed in FACS buffer (PBS with 2% FBS and 2 mM EDTA) and isolated using magnetic beads (Miltenyi Biotec). Negative fractions were collected during column loading, and positively selected T cells were eluted by removal of the column from the magnet and flushing with buffer using a plunger.

Viable CD4^+^ T cells were counted and cultured in AIM-V medium supplemented with 5% heat-inactivated FBS, penicillin–streptomycin, L-glutamine, and recombinant mouse IL-2 (40 IU ml^−1^; R&D Systems). Cells were maintained at a density less than 1.5 × 10^6^ cells ml^−1^ and stimulated with Dynabeads Mouse T-Expander CD3/CD28 beads (1 × 10^8^ per ml; Invitrogen, 111.41D) following the manufacturer’s protocol.

#### Adoptive transfer and immunization

To test the ability of endogenous CNS antigens to polarize skull CD4 T cells, we adoptively transferred expanded naive CD4^+^FOXP3^−^CD90.1^+^ T cells into RAG2^−^/^−^ recipient mice. Mice were immunized intrathecally with aCSF, MOG_35__–55_ peptide or a MOG-based fusion peptide at days 21 and 42 posttransfer. At day 49, dura and skull bone marrow tissues were harvested and analyzed for FOXP3 expression within the transferred CD90.1^+^ T cell population by flow cytometry.

To test the ability of endogenous CNS antigens to polarize antigen-specific CD4 T cells, we expanded naive CD4^+^ T cells (5 × 10^4^) from 2D2 TCR transgenic mice in vitro and transferred them into wild-type recipient mice. Mice received intrathecal injections of aCSF or MOG_35__–55_ peptide (2.5 μl of 2 mg ml^−1^) on days 1 and 7. On day 14, dura and skull bone marrow were harvested and analyzed for FOXP3^+^CD4^+^ T cells.

#### In vivo antigen presentation assays

For analysis of presentation of exogenous antigens on HSPCs, DQ-OVA (100 μg ml^−1^, Invitrogen), Eα peptide (52–68) (500 μg ml^−1^, Mimotopes) or a control IgG2b antibody (100 μg ml^−1^, eB149/10H5, Thermo Fisher) were injected intrathecally as described above, and mice were sacrificed after 6 h.

#### Murine ex vivo cultures

Cells were cultured at 37 °C and 5% CO_2_ in U-bottomed plates in a total volume of 200 μl of DMEM GlutaMAX (Gibco) supplemented with 10% heat-inactivated fetal calf serum (Gibco), sodium pyruvate (1.5 mM, Gibco), L-glutamine (2 mM, Gibco), L-arginine (1×, Sigma), L-asparagine (1×, Sigma), penicillin/streptomycin (100 U ml^−1^, Sigma), folic acid (14 μM, Sigma), MEM nonessential amino acids (1×, Thermo Fisher), MEM vitamin solution (1×, Thermo Fisher) and β-mercaptoethanol (57.2 μM, Sigma). Sorted cells were labeled with CellTrace Violet. Naive CD4^+^ T cells (5 × 10^4^) were cocultured with HSPCs, dendritic cells or CD8^+^ T cells (2 × 10^4^) with or without antigenic peptides (OVA _323–339_, DQ-OVA, Eα_52–68_) or blocking/control antibodies. LSK cells were cultured for 12 h with or without OVA_323__–339_ peptide in medium containing TPO and SCF, then cocultured with OT-II CD4^+^ T cells for 72 h.

#### Griess assay and ROS production in LSK progeny

To quantify levels of nitrite and ROS, LSK cells were isolated by FACS and cultured for 12 h in the presence or absence of OVA peptide (50 μg ml^−1^) in culture medium supplemented with TPO (50 ng ml^−1^, PreproTech) and SCF (50 ng ml^−1^, PreproTech) at 37 °C, 5% CO_2_. These cells were then cocultured with OT-II CD4^+^ T cells for 72 h. Cells were washed and incubated with a ROS-specific fluorogenic probe for 30 min at 37 °C in the dark, and fluorescence was measured (excitation/emission: 520/605 nm) using a microplate reader. Cells were subsequently lysed, and NO_2_^−^, as a stable nitric oxide product, was quantified using a Griess Reagent Kit (Abcam, ab234044) according to the manufacturer’s instructions.

#### IL-10 enzyme-linked immunosorbent assay

To quantify secretion of IL-10, LSK cells were isolated by FACS and cultured for 12 h in the presence or absence of OVA peptide (50 μg ml^−1^) in culture medium supplemented with TPO (50 ng ml^−1^, PreproTech) and SCF (50 ng ml^−1^, PreproTech) at 37 °C and 5% CO_2_. These cells were then cocultured with OT-II CD4^+^ T cells for 72 h. IL-10 levels in samples were quantified using a sandwich enzyme-linked immunosorbent assay kit (for example, Abcam Mouse IL-10 ELISA Kit, ab100697), following the manufacturer’s instructions. Optical density was measured at 450 nm using a microplate reader (Clariostar, BMG Labtech).

#### Colony-forming unit assay

To observe hematopoietic colony-forming unit formation, the cell suspension obtained from skull bone marrow was seeded in methylcellulose media: (MethoCult H4230 and MethoCult SF H4236, Stemcell Technologies) according to the manufacturer’s protocol. Both media were supplemented with IL-3 (20 ng ml^−1^), IL-6 (20 ng ml^−1^), G-CSF (20 ng ml^−1^), GM-CSF (20 ng ml^−1^), SCF (50 ng ml^−1^) and erythropoietin (3 units ml^−1^). After incubation for 14–16 days at 37 °C with 5% CO_2_, the colonies were characterized and scored according to their morphology on a ZEISS AX10 inverted microscope (Zeiss).

#### Intracalvarial injection

Skull bone marrow delivery of AMD3100 was performed as previously described^12^. Briefly, mice were anesthetized with a mixture of ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^). The head of each mouse was shaved, a skin midline incision was made, and the skull was exposed. The outer periosteal layer was thinned using an electrical drill at five spots on top of the skull bone marrow near the bregma and lambda, without damaging the bone marrow. One microliter of 1 mg ml^−1^ AMD3100 (ab120718, Abcam) or vehicle was applied on each spot for 5 min. The skin was sutured, and mice were sacrificed 24 h later.

#### EdU and Ki-67 staining for proliferation analysis

Mice received two intraperitoneal injections of 10 mg of EdU per kilogram of body weight 24 h apart and were sacrificed 24 h after the final injection. After generation of single-cell suspensions for flow cytometry and surface staining as described earlier, fixation, permeabilization and EdU staining were performed following the manufacturer’s instructions (Click-iT Plus EdU Alexa Fluor 488 Flow Cytometry Assay Kit, C10632, Thermo Fisher Scientific). Intracellular staining for Ki-67 and additional staining for PE conjugates was performed for 10 min at room temperature after EdU staining.

### Statistics and reproducibility

No statistical methods were used to recalculate or predetermine study sizes, but these sizes were based on those used in similar experiments previously published. Experiments were blinded, where possible, for at least one of the independent experiments. No data were excluded from analyses. For all experiments, animals from different cages were randomly assigned to different experimental groups. All experiments were replicated in at least two independent experiments of at least five mice per group, and all replication was successful. For all representative images shown, images are representative of at least three independent experiments. Statistical tests for each experiment are provided in the respective figure legends. Data distribution was assumed to be normal, but this was not formally tested. In all cases, measurements were taken from distinct samples. Statistical analysis was performed using Prism (v.10.0, GraphPad Software).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-025-02499-2.

## Supplementary information

Supplementary Information Supplementary Figs. 1–10.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–47.

## Data Availability

The GEO accession codes for the FASTQ files and quantified gene counts for single-cell sequencing reported in this paper are GSE28237, GSE82459, GSE300889 and GSE300890. All data are available in the main text or the Supplementary Information. Data were also sourced from the following published accessions: nemo:dat-oii74w and dat-7aycjfr (https://assets.nemoarchive.org/collection/nemo:dat-7aycjfr) (NeMO); and GSE141460, GSE126025, GSE156053, GSE226961 and GSE231860 (GEO). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with dataset identifier PXD058239.

# Supplementary material for: Childhood brain tumors instruct cranial hematopoiesis and immunotolerance
**Source:** Nat Genet. 2026 Feb 3;58(2):317–28. doi: 10.1038/s41588-025-02499-2
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–10.

---

# Childhood brain tumors instruct cranial hematopoiesis and immunotolerance

---

In the format provided by the  
authors and unedited

## **Supplementary Figures:**

**Supplementary Fig. 1 Autochthonous Nestin<sup>CreERT2</sup>;Nestin<sup>Flx-STOP-FlxZFTA-RELA</sup> mouse model of ZFTA-RELA fusion-driven ependymoma**

**Supplementary Fig. 2 Representative flow cytometry gating strategies.**

**Supplementary Fig. 3 Integration of PTPRC<sup>+</sup> cells from human foetal brain and childhood brain tumour single-cell RNA sequencing datasets.**

**Supplementary Fig. 4 Human choroid plexus carcinoma neurosurgical CNS immune tissue reveals HLA-DR-expressing haematopoietic stem progenitor cells (HSPCs) in skull, dura and tumour parenchyma.**

**Supplementary Fig. 5 Local increased proliferation of skull bone marrow cells in EP<sup>ZFTA-RELA</sup>-bearing mice, which is absent in peripheral bone marrow niches.**

**Supplementary Fig. 6 Experimental pipeline and cell type annotation of single-cell RNA-sequencing of mouse neuroimmune tissues in EP<sup>ZFTA-RELA</sup>-bearing and control bearing mice.**

**Supplementary Fig. 7 CSF access and modulate skull bone marrow niche in EP<sup>ZFTA-RELA</sup>-bearing mice.**

**Supplementary Fig. 8 Combined analysis of chromatin accessibility and gene expression in HSCs from skull and tibia of EP<sup>ZFTA-RELA</sup>-bearing and control-bearing mice.**

**Supplementary Fig. 9 Single-cell RNA-sequencing highlights CSFR2A expression on skull and dura in EP<sup>ZFTA-RELA</sup>-bearing mice**

**Supplementary Fig. 10. Increased T cell infiltrate in single-cell RNAseq of intratumoural immune compartment following treatment with mavrilimumab in EP<sup>ZFTA-RELA</sup> mice.**

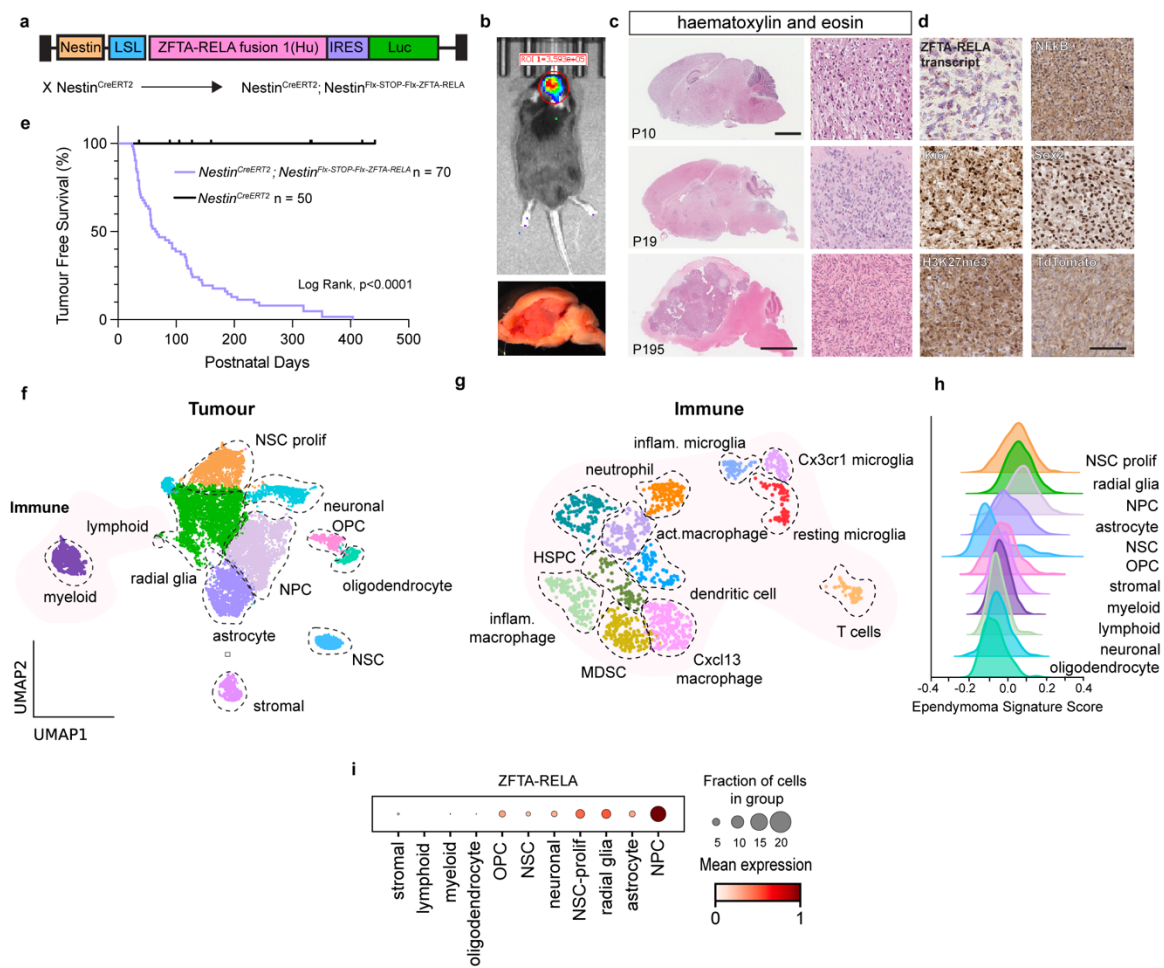

**Supplementary Fig. 1 Autochthonous Nestin<sup>CreERT2</sup>;Nestin<sup>Flx-STOP-FlxZFTA-RELA</sup> mouse model of ZFTA-RELA fusion-driven ependymoma.** **a**, Schematic of lox-stop-lox cassette and breeding strategy for the generation of the Nestin<sup>CreERT2</sup>;Nestin<sup>Flx-STOP-FlxZFTA-RELA</sup> mouse model. **B** Representative bioluminescence and TdTomato signal of 28 day old EP<sup>ZFTA-RELA</sup> mice. **c**, Representative haematoxylin and Eosin staining of endpoint tumour. **d**, Representative immunohistochemical staining of Nestin<sup>CreERT2</sup>;Nestin<sup>Flx-STOP-FlxZFTA-RELA</sup> mouse tumours stained for canonical ZFTA-RELA ependymoma markers. **e**, , Kaplan Meier survival of Nestin<sup>CreERT2</sup>;Nestin<sup>Flx-STOP-FlxZFTA-RELA</sup> mouse model (n = 70), Log-rank MantelCox test relative to Nestin<sup>CreERT2</sup> control mice (n = 50), median survival 92 ± 16 days. **f** uniform manifold approximation and projection (UMAP) visualisation of single-cell RNAseq of tumour parenchyma of EP<sup>ZFTA-RELA</sup> mice (n = 4 mice), coloured by cell-type annotations; neural stem cell (NSC) proliferating (prolif.) radial glia, neural precursor cell (NPC), astrocyte, NSC, oligodendrocyte precursor cell (OPC), stromal, myeloid, lymphoid, neuronal and oligodendrocyte. **g** UMAP visualisation of single-cell RNAseq of tumour parenchyma of EP<sup>ZFTA-RELA</sup> mice (n = 4 mice), coloured by secondary cell-type annotations of immune populations; inflammatory (inflam.) microglia, Cx3cr1 microglia, resting microglia, T cells, Cxcl13 macrophage, dendritic cell, activated (act.) macrophage, neutrophil, haematopoietic stem progenitor cell (HSPC), inflammatory macrophage and myeloid-derived suppressor cell (MDSC) **h**, enrichment plot of ependymoma signature score across cell types. **i**, Dotplot of proportion of and mean expression of ZFTA-RELA gene across cell types.

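The cell types of panel f were rebuilt over the 35313 kept cells of 5 tumors and 4 control brains. Of 30 clusters, 26 could be named from the marker lists. Neuron-like cells took 16.3% ± 18.9 (SD, n = 5) of tumor cells and 78.4% ± 5.48 (SD, n = 4) of control cells. In those of the controls Snap25 had 1085 to 1349 CPM, below the 1465 to 1821 CPM of free RNA, read from the 3000 barcodes with fewest UMIs of each library. Those barcodes held a median of 559 to 1338 UMIs over the 9 libraries, so they were not shown to be empty droplets. Malat1 took 9.53% to 11.5% of the UMIs of neuron-like control cells and 0.871% to 1.22% of free RNA read this way. Proliferating-neural-like cells took 18.9% ± 20.4 and 0.0105% ± 0.0126, endothelial-like cells 7.19% ± 4.30 and 0.504% ± 0.183, and OPC-like cells 4.02% ± 4.65 and 0.0107% ± 0.0215. Each of these 4 shares, and the microglia-like share, had a p of 0.0159 by the two-sided exact permutation test and 0.0413 after adjustment over 13 classes. The proliferating-neural-like difference of 18.9 percentage points depended on how cells were filtered and clustered. It was 9.83 without tumor replicate 5, 2.89 with a mitochondrial limit of 10% (exact p = 0.238), and no cluster had this name at a Leiden resolution of 0.5. The difference of 4.01 percentage points in the OPC-like share of cells was 2.02 without tumor replicate 4 and 7.83 among the cells of named clusters. With each sample clustered on its own it was 3.69 and did not pass the threshold (exact p = 0.143). Astrocyte-like cells took 7.49% ± 6.35 of tumor cells and 2.84% ± 0.638 of control cells (exact p = 0.270), oligodendrocyte-like cells 2.06% ± 1.99 and 0.323% ± 0.0338 (exact p = 0.0794), and neural-progenitor (NPC)-like cells by themselves 1.10% ± 1.41 and 0% (exact p = 0.238), differences that did not pass the threshold. The oligodendrocyte-like difference of 1.74 percentage points was 1.09 without tumor replicate 1, was 2.23 and passed the threshold without tumor replicate 4, and had the opposite sign with no doublets removed, at -8.07, where cluster 0, unnamed otherwise and mostly of control cells, took this name. It was negative at a Leiden resolution of 2.0 too. The astrocyte-like difference of 4.65 percentage points was 2.69 without tumor replicate 1. It was 3.33 and passed the threshold with a mitochondrial limit of 10%, and it was -2.32 among the cells other than neuron-like, a denominator chosen after seeing the data. The NPC-like difference of 1.10 percentage points was 0.518 without tumor replicate 4 and 8.81 at a Leiden resolution of 2.0 (exact p = 0.0159). It also passed the threshold with at least 500 genes per barcode, with a mitochondrial limit of 10% and with no doublets removed. Clusters left unnamed held 20.9% ± 28.1 of tumor cells and 13.0% ± 4.30 of control cells (exact p = 0.571).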

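Immune-like cells, the populations of panel g, made up 11.7%, 20.7%, 22.3%, 7.57% and 8.00% of the cells of tumor replicates 1 to 5, a mean of 14.0% ± 7.01 (SD, n = 5). In control brain they made up 2.70% ± 0.247 (SD, n = 4), below every tumor (two-sided exact permutation test, p = 0.0159; adjusted 0.0238). A mitochondrial limit of 10% raised this difference from 11.3 to 17.2 percentage points. Leaving neuron-like cells out of the denominator, a choice made after seeing the data, moved it most. Immune-like cells then made up 17.8% ± 9.32 (SD, n = 5) of the cells of tumors and 12.9% ± 2.05 (SD, n = 4) of those of controls, a difference of 4.89 percentage points that did not pass the threshold (exact p = 0.302). Microglia-like cells took 10.7% ± 5.95 of tumor cells and 2.31% ± 0.144 of control cells, and with neuron-like cells left out their difference was 2.81 percentage points (exact p = 0.587). They formed different clusters in the 2 groups, and the cluster of the tumors was led by the chemokine genes Ccl4 and Ccl12 beside C1qa, C1qb and C1qc.

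The 1938 immune-like cells of tumors and the 527 of controls were clustered again into 16 sub-clusters. Most stayed unnamed, 79.7% to 92.6% of the immune-like cells of a control and 54.5% to 97.3% of those of a tumor. A sub-cluster of 61 neutrophil- or MDSC-like cells had cells from 4 of 4 controls and 3 of 5 tumors. NK-like cells numbered 33, all from tumors, and the T cell genes Cd3d, Trbc2 and Cd3g were among their leading genes. Dendritic-like cells also numbered 33, all from tumors. A sub-cluster of 39 cells, all from controls and found in 4 of 4, was mixed between B cell and dendritic markers and was led by the MHC-II genes H2-Aa, H2-Eb1, Cd74 and H2-Ab1. Macrophage-like cells made up 3.99%, 41.1%, 25.6%, 39.8% and 1.72% of the immune-like cells of tumor replicates 1 to 5 and 0 of 527 in the controls. They formed 3 sub-clusters, each mostly from 1 tumor. The 285 cells led by Spp1 held 259 from tumor replicate 2, the 85 led by the stress genes Hspa1b and Hspa1a held 84 from tumor replicate 3, and the 150 led by Cxcl13 held 149 from tumor replicate 4. A sub-cluster mostly of 1 tumor can reflect that tumor as well as a cell type.

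No sub-cluster met the markers for hematopoietic stem and progenitor cells (HSPCs), which panel g includes. Single cells with a UMI of Kit and of Ly6a (encoding c-Kit and Sca-1) and none of Cd3e, Cd79a or Itgam numbered 2 of 1938 immune-like cells in tumors and 1 of 527 in controls, 0.103% and 0.190%. As background, 0 of 2144 neuron- or oligodendrocyte-like cells of tumors and 16 of 15451 of controls met the same definition, 0% and 0.104%. Their median depth in controls was 2080 to 4172 UMIs per mouse, against 1914.5 to 3945.5 UMIs for immune-like cells. In tumors it was 1582 to 5626 UMIs for the background cells and 2400 to 6020 UMIs for immune-like cells. The mean share over mice was 0.0833% in tumors and 0.205% in controls (two-sided exact permutation test, p = 0.889). Without control replicate 4, which held the only such control cell, the difference changed sign. At this depth HSPCs could not be told from background by these transcripts, and no difference between the groups was detectable.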

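The fusion transcript of panel i was sparse, so both the share of cells with a UMI and the CPM over summed cells are given. Over the cells of all 5 tumors, 10.6% of 3269 proliferating-neural-like cells had a fusion UMI (exact 95% confidence interval 9.58% to 11.7%), at a median depth of 4362 UMIs per cell. The share was 5.73% of 227 NPC-like cells (3.08% to 9.59%; median depth 6056 UMIs), 4.99% of 801 OPC-like cells (3.59% to 6.74%; 4999 UMIs) and 3.79% of 951 cells mixed between neural progenitor classes (2.67% to 5.20%; 3875 UMIs). Among the 4372 cells of the unnamed clusters 26 and 28 it was 14.5% (13.5% to 15.6%; 6278 UMIs). Microglia-like cells, taken as background, had a share of 0.432% (0.159% to 0.938%; 3771 UMIs), and astrocyte-, endothelial-, oligodendrocyte- and neuron-like cells lay between 0.480% and 0.872%. With each cell thinned to 2000 UMIs, the share was 4.64% in 3147 proliferating-neural-like cells, 4.54% in 4362 cells of clusters 26 and 28, 2.22% in 225 NPC-like cells, 1.30% in 770 OPC-like cells and 0.0805% in 1242 microglia-like cells. Thinning left out 122, 10, 2, 31 and 147 shallower cells of these groups. Intervals cover counting error only and not the spread between mice.

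The tumors differed in fusion level and in cell types, so classes are ranked within a tumor. In tumor replicate 2 the fusion had 24.6 CPM in clusters 26 and 28, 17.1 CPM in proliferating-neural-like cells and 0.670 CPM in microglia-like cells. In tumor replicate 4 these values were 24.1, 15.3 and 2.45 CPM, with 12.8 CPM in OPC-like and 9.89 CPM in NPC-like cells. In tumor replicate 5 proliferating-neural-like cells had 28.6 CPM, mixed neural progenitor cells 12.2 CPM and microglia-like cells 0.787 CPM. Tumor replicates 1 and 3 had 6 fusion UMIs each, and no ranking by the fusion was detectable in them. In tumor replicate 3 proliferating-neural-like cells had 7.70 CPM and mixed neural progenitor cells 2.03 CPM, each from 2 cells with a UMI, and microglia-like cells 0 CPM. In tumor replicate 1 proliferating-neural-like cells had 0 CPM and microglia-like cells 1.50 CPM. Luciferase, which the paper places on the fusion allele, had 81 and 129 UMIs in tumor replicates 1 and 3. Among classes with at least 50 cells it was highest in proliferating-neural-like cells of both, at 57.6 and 69.3 CPM. Microglia-like cells had 6.02 and 1.58 CPM of luciferase there. The difference in ZFTA-RELA fusion CPM, neural-progenitor-like minus other cells within EP tumors, was 3.85 ± 9.98 (SD, n = 5) and was positive in 3 of 5 tumors (two-sided exact sign-flip permutation test, p = 0.625). Without tumor replicate 5 the difference was -0.398 CPM. With clusters 26 and 28 counted as neural-progenitor-like, a choice made after seeing the data, it was 11.8 CPM and positive in 4 of 5 tumors (exact p = 0.125).

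**Figure D2:**
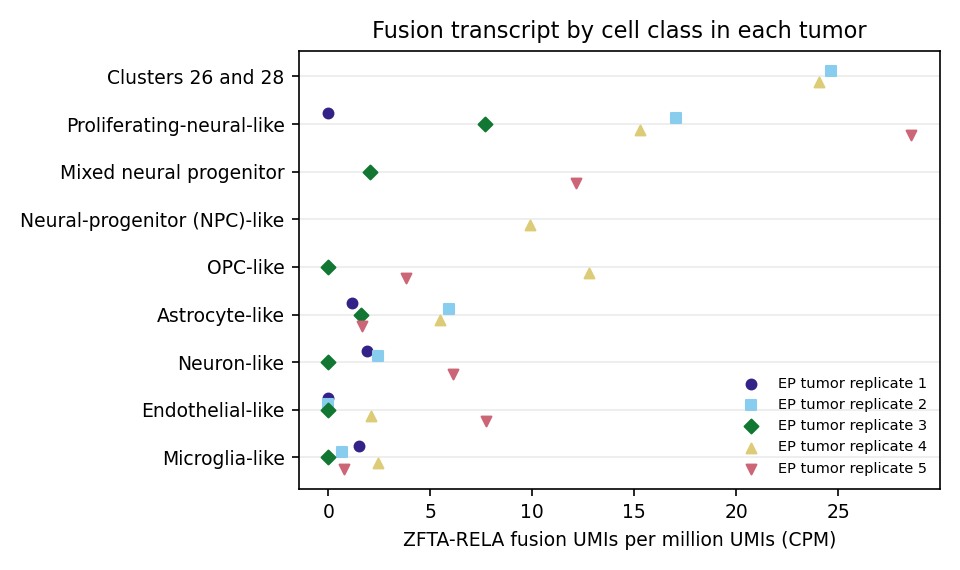
ZFTA-RELA fusion transcript (CPM, horizontal axis) in the summed cells of each class (vertical axis) in each of 5 EP ZFTA-RELA tumors. Each symbol is 1 tumor, drawn where the tumor has at least 50 cells of the class. Clusters 26 and 28 lie at 24.6 and 24.1 CPM in tumor replicates 2 and 4, and microglia-like cells at or below 2.45 CPM in all 5 tumors.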

a

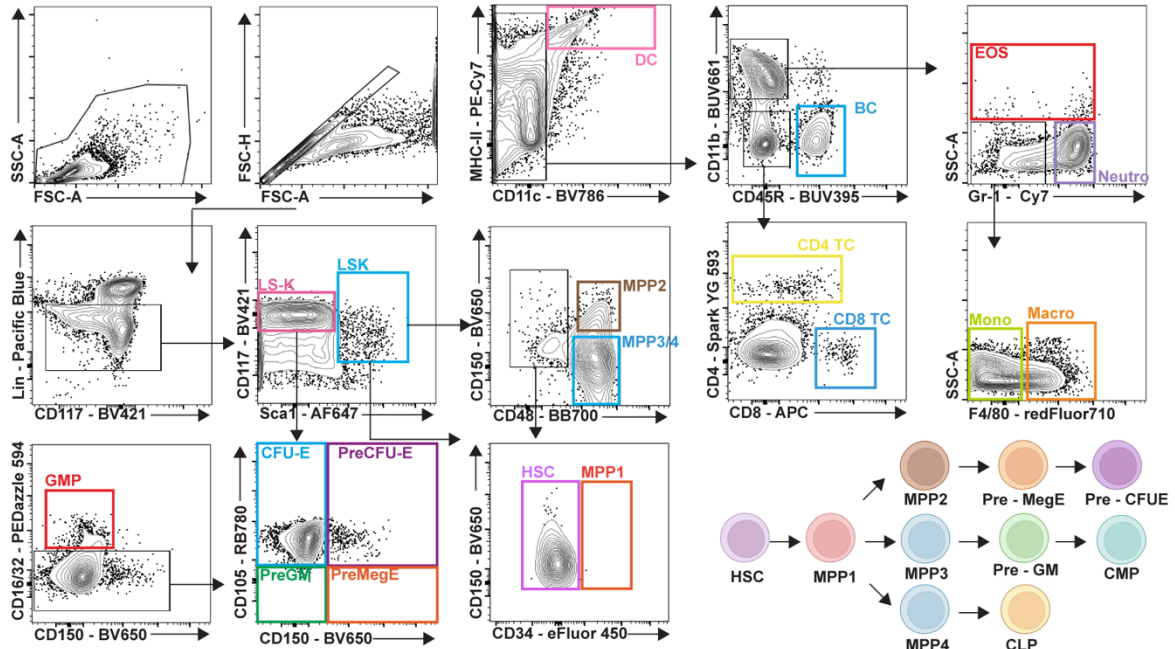

b

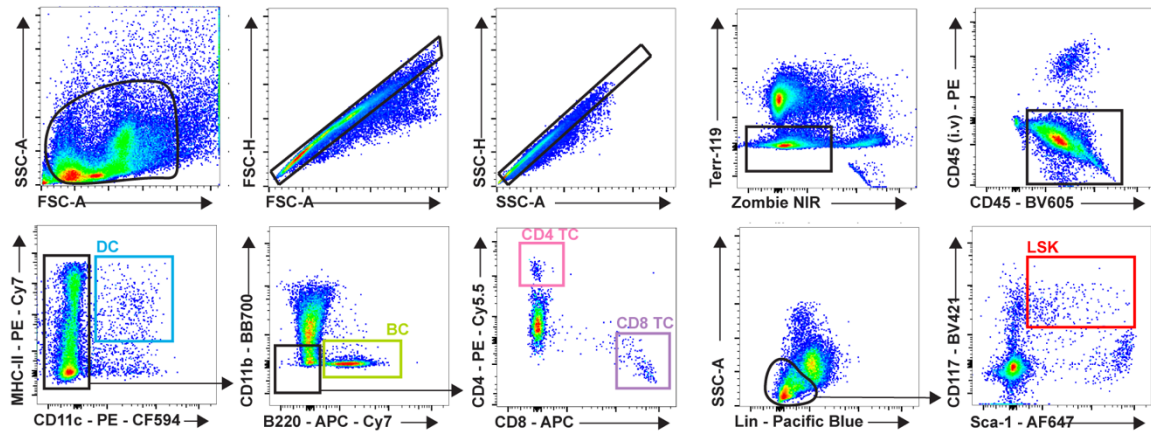

**Supplementary Fig. 2 Representative flow cytometry gating strategies.** **a**, Gating strategy for the annotation of haematopoietic stem progenitor cell (HSPC) populations in murine tissue; multipotent progenitor (MPP)3/4, MPP2, MPP1, haematopoietic stem cell (HSC), granulocyte-monocyte precursor (GMP) pre-megakaryocyte/erythrocyte (PreMegE), pre- granulocyte monocyte (preGM), pre-colony-forming unit-erythroid cell (CFU-E), CFU-E, LSK-, CD8 T cell (TC), CD4 TC, neutrophil (Neutro.), monocyte (Mono.), macrophage (Macro.) eosinophil (EOS), B cell (BC) and dendritic cell (DC). **b**, Gating strategy for fluorescence-activated cell sorting (FACS) of immune cells for antigen presentation assays.

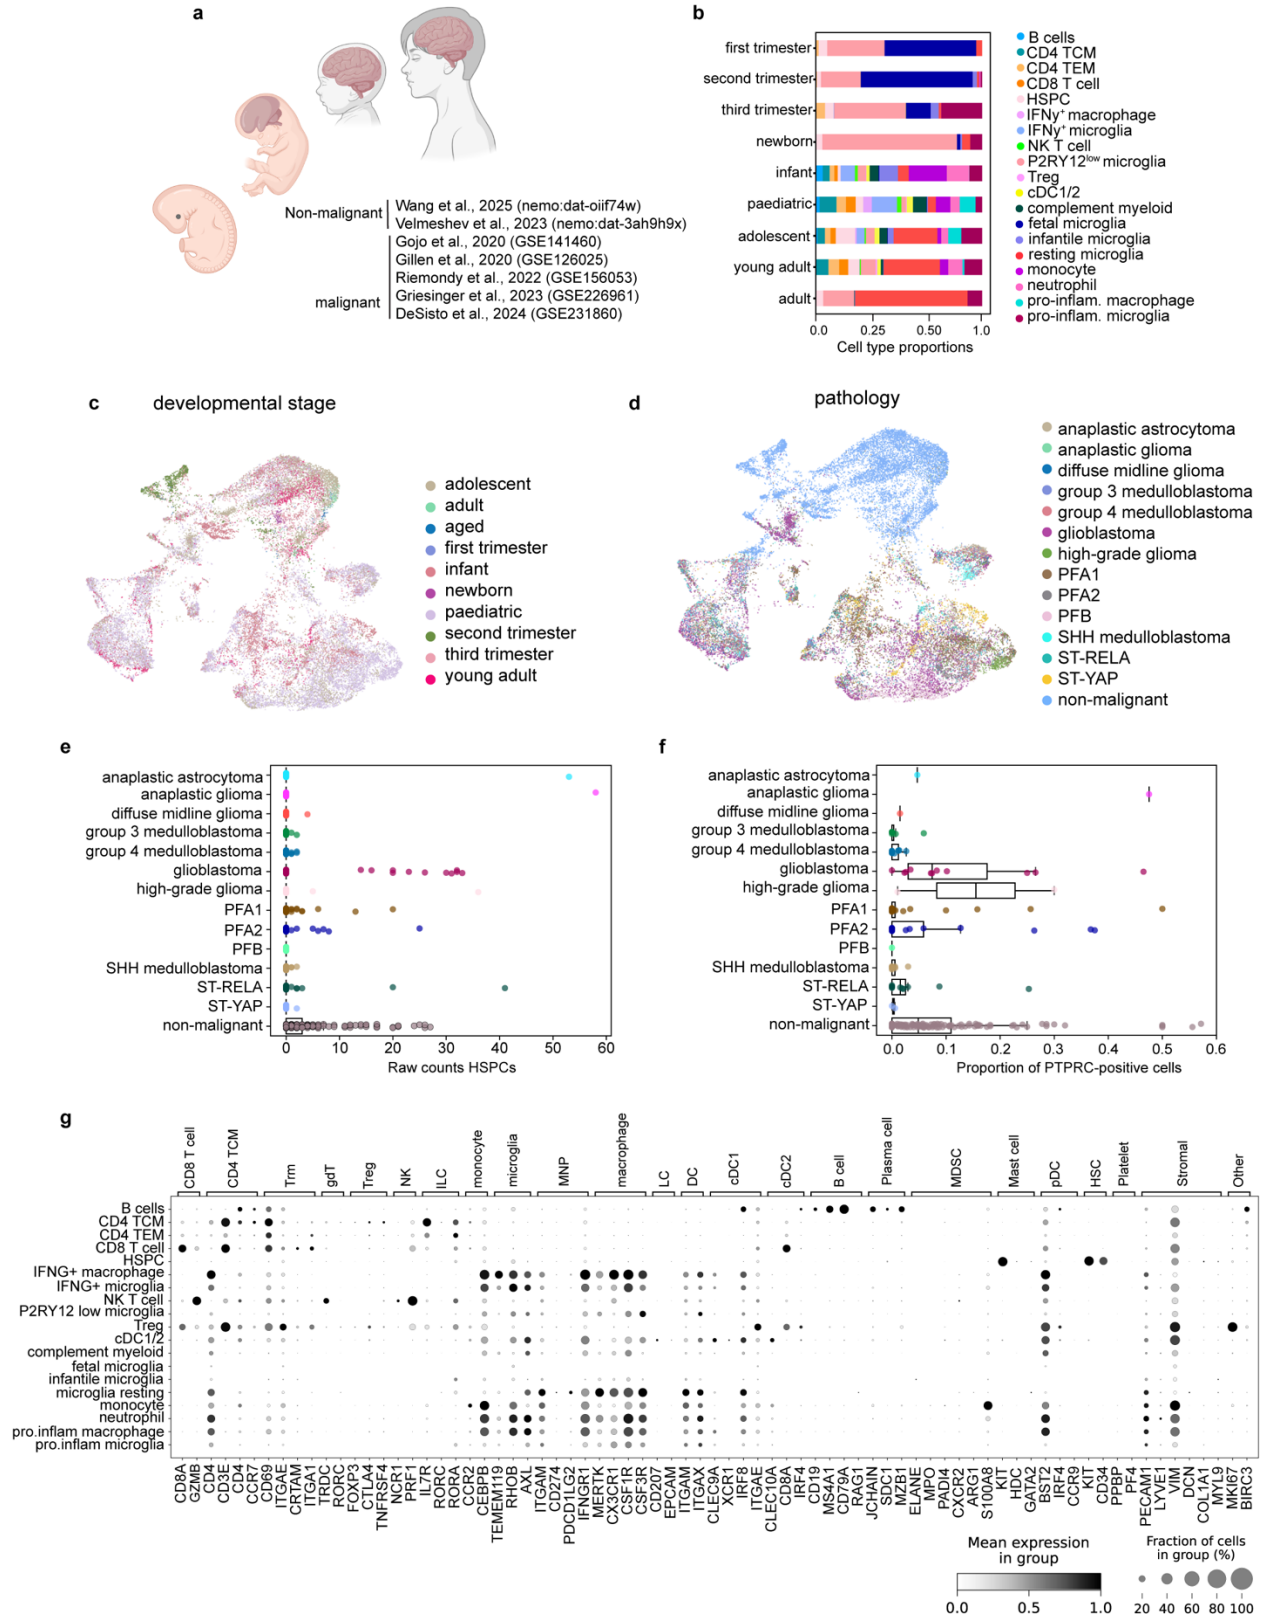

**Supplementary Fig. 3 Integration of PTPRC<sup>+</sup> cells from human foetal brain and childhood brain tumour single-cell RNA sequencing datasets.** **a**, schematic summarising the sourcing of previously published datasets created in biorender.com. **b**, stacked bar plot of the proportion of annotated cell types in single-cell RNAseq of integrated from human fetal brain and childhood brain tumour PTPRC<sup>+</sup> cells, across development stages; B cells CD4 tissue central memory (TCM), CD4 Tissue effector memory (TEM). CD8 T cell, HSPCs, interferon-gamma (IFN- $\gamma$ ) macrophages, IFN- $\gamma$  microglia, natural killer (NK) T cell, Purinergic Receptor P2Y12 (P2RY12) low microglia, Treg, conventional dendritic cell (cDC) 1/2 complement myeloid, foetal, infantile and resting microglia, monocyte, neutrophil and pro-inflammatory (pro-inflam.) macrophage and microglia. **c-d**, UMAP annotated by pathology (anaplastic astrocytoma (a.astrocytoma), anaplastic glioma (a.glioma), diffuse intrinsic pontine glioma (DMG), group 3 (Gr3) and group 4 (Gr4) medulloblastoma (MB), posterior-fossa -type A (PFA) ependymoma type 1 and 2, posterior-fossa -type B (PFB) ependymoma, sonic-hedgehog (SHH) medulloblastoma, Supratentorial-REL-associated protein (ST-RELA) ependymoma (EPN), ST-Yes1 associated transcriptional regulator (YAP) EPN) and development stage. **e-f** quantification of the absolute number (e) and proportion (f) of HSPCs across pathologies. **g**, Dotplot of mean expression and fraction of cells in group expressing cell type annotations genes across annotated cell types.

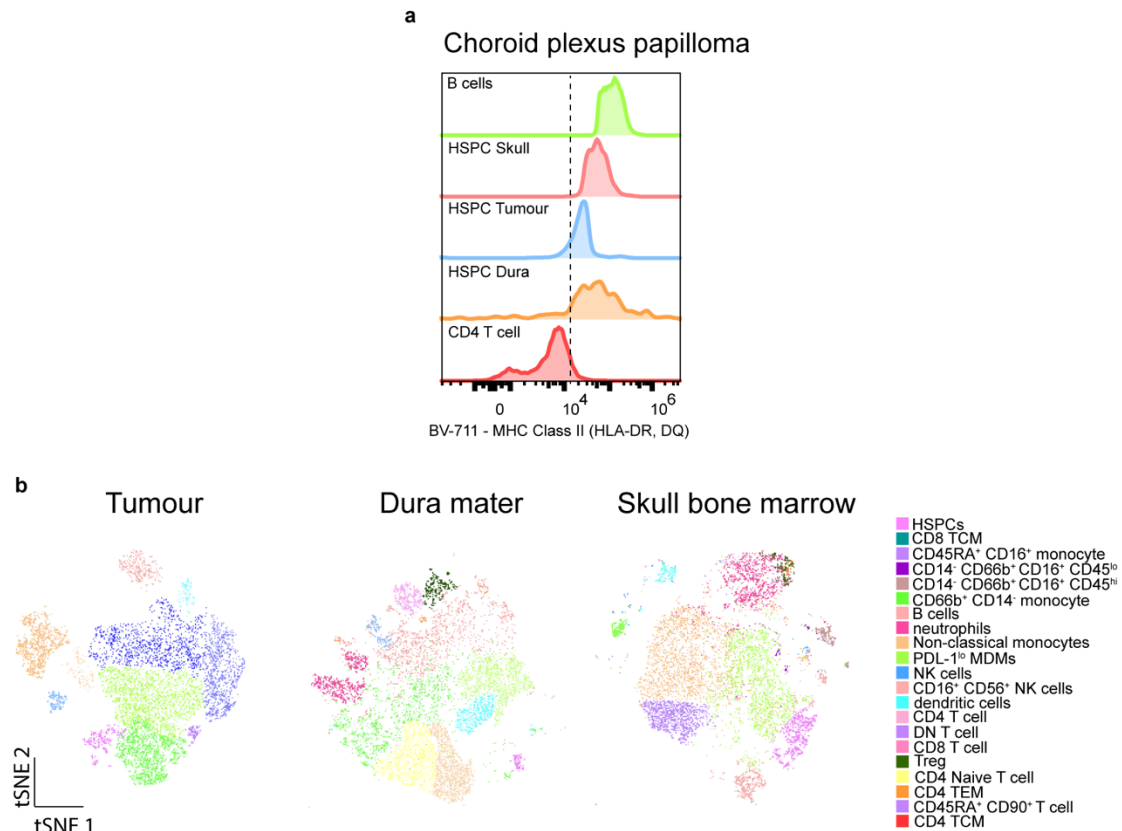

**Supplementary Fig. 4 Human choroid plexus carcinoma neurosurgical CNS immune tissue reveals HLA-DR-expressing haematopoietic stem progenitor cells (HSPCs) in skull, dura and tumour parenchyma.** **a**, Representative histogram showing HLA-DR expression levels in immune cell populations across tissues. **b**, Representative t-SNE of flow cytometry data from tumour parenchyma, dura mater and skull bone marrow with 3000 events concatenated per sample, manually gated; HSPCs, CD8 tissue central memory (TCM), CD45RA<sup>+</sup> CD16<sup>+</sup> monocytes, CD14<sup>+</sup>CD66b<sup>+</sup>CD16<sup>+</sup>CD45<sup>lo</sup>, CD14<sup>+</sup>CD66b<sup>+</sup>CD16<sup>+</sup>CD45<sup>hi</sup>, CD66b<sup>+</sup>CD14<sup>-</sup>, B cells, neutrophils, non-classical monocytes, PDL-1<sup>lo</sup> monocyte-derived macrophages (MDMs), natural killer (NK) cells CD16<sup>+</sup>CD56<sup>+</sup> NK cells, dendritic cells, CD4 T cells, double-negative (DN) T cells, CD8 T cell, regulatory T cell (Treg), CD4 Naïve T cell, CD4 tissue effector memory (TEM), CD45RA<sup>+</sup> CD90<sup>+</sup> T cell, CD4 TCM.

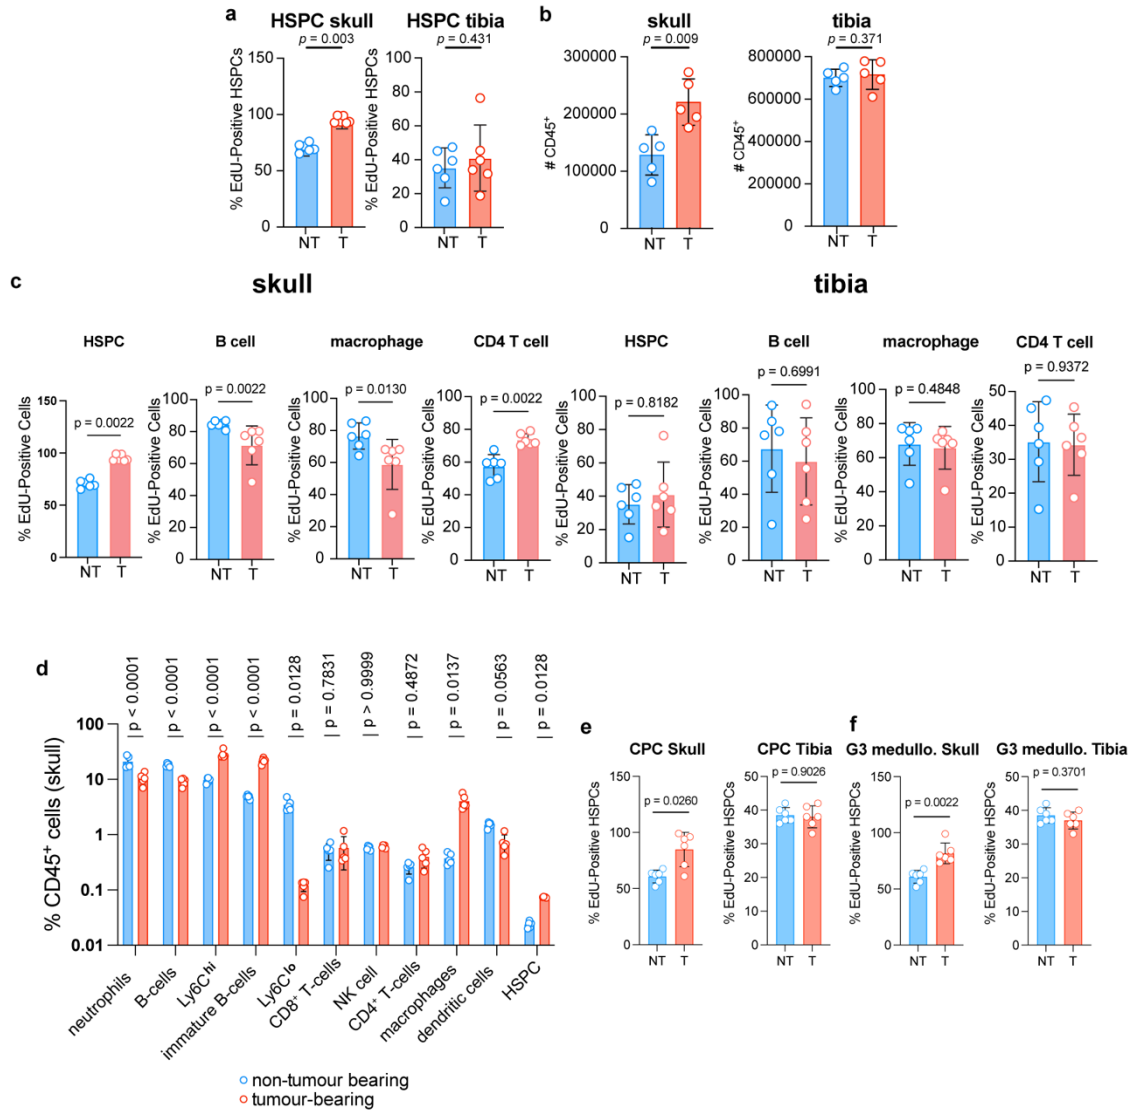

**Supplementary Fig. 5 Local increased proliferation of skull bone marrow cells in *EP<sup>ZFTA-RELA</sup>*-bearing mice, which is absent in peripheral bone marrow niches.** **a**, Quantification of the percentage of 5-Ethynyl-2'-deoxyuridine (EdU)-positive flow cytometry profiled LSK<sup>+</sup> HSPCs from the skull and tibia bone marrow of *EP<sup>ZFTA-RELA</sup>*-bearing and *and Nestin<sup>CreERT2</sup>*, control bearing mice, n = 6 individual mice, average of 3 independent experiments, data are means  $\pm$  s.e.m.; P values represent a two-sided Student's t-test. **b**, Number of CD45<sup>+</sup> cells in skull and tibia of *EP<sup>ZFTA-RELA</sup>*-bearing and control bearing mice, quantified from **a**. **c**, Quantification of the percentage of EdU-positive immune cell subsets, n = 6 individual mice, average of 3 independent experiments, data are means  $\pm$  s.e.m.; P values represent a two-sided Student's t-test. **d**, Quantification of the proportion of subsets of CD45<sup>+</sup> cells within the skull of *EP<sup>ZFTA-RELA</sup>*-bearing and *Nestin<sup>CreERT2</sup>* mice as measured by flow cytometry, (n=6/group, mean  $\pm$  s.e.m, unpaired two-tailed Student's t-test). **e-f**, Quantification of the percentage of EdU-positive flow cytometry profiled LSK<sup>+</sup> HSPCs from the skull and tibia bone marrow of orthotopic allotransplantation models of choroid plexus carcinoma and group 3 medulloblastoma, relative to sham control mice, n = 6 individual mice, average of 3 independent experiments, data are means  $\pm$  s.e.m.; P values represent a two-sided Student's t-test.

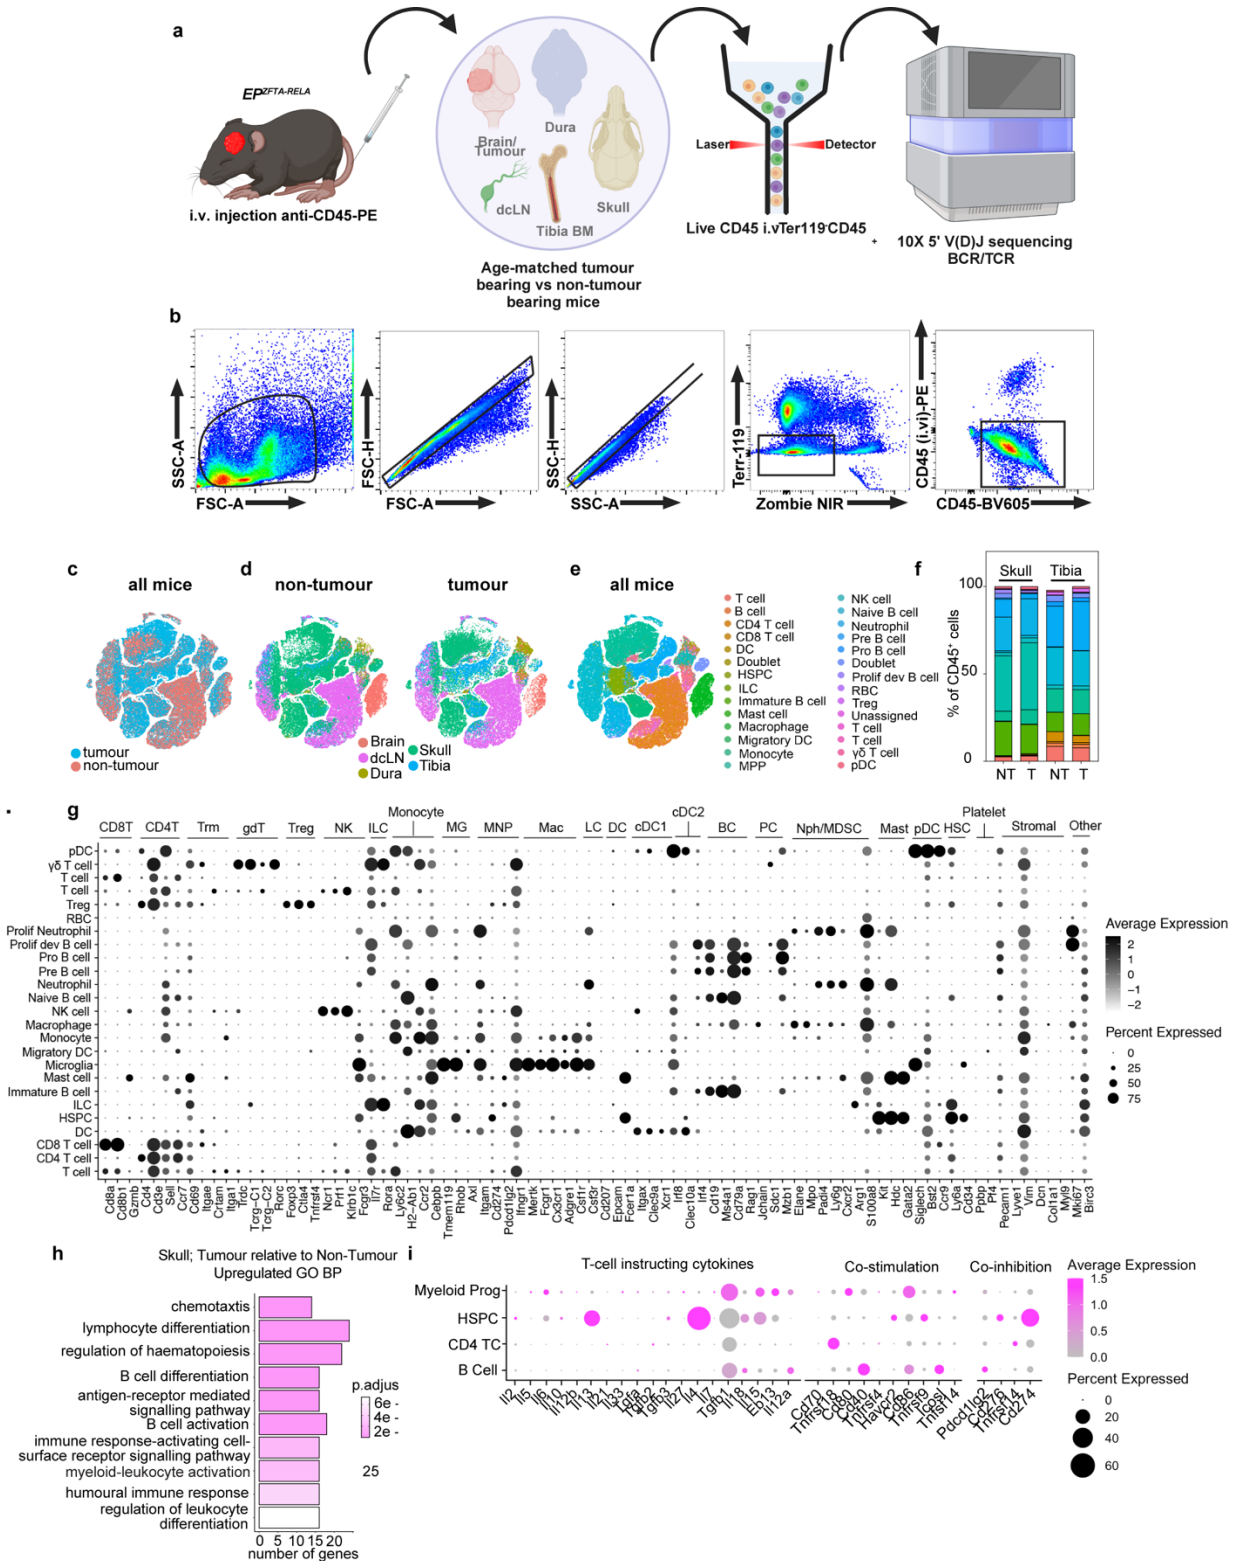

**Supplementary Fig. 6 Experimental pipeline and cell type annotation of single-cell RNA-sequencing of mouse neuroimmune tissues in *EP<sup>ZFTA-RELA</sup>*-bearing and control bearing mice.** **a**, Schematic illustrating the methodology to isolate CD45<sup>+</sup> cells from the tissues listed in *EP<sup>ZFTA-RELA</sup>*-bearing and control bearing mice, created in biorender.com. **b**, Representative gating strategy for the fluorescence-activated cell sorting (FACS) isolation of CD45 i.v- Ter119<sup>-</sup> Live CD45<sup>+</sup> cells. **c-e**, t-distributed stochastic neighbour embedding (t-SNE) visualizations of scRNA-seq from brain, deep-cervical lymph nodes (dcLN), dura, skull and tibial bone marrow from 4-week-old mice coloured by genotype, tissue – split by genotype and cell type. **f**, Stacked bar plot of the relative proportions of annotated scRNA-seq cell types within the skull and tibia bone marrow of *EP<sup>ZFTA-RELA</sup>*-bearing and control bearing mice. **g**, Mean expression dot plot of marker genes used to define cell type annotations in single cell RNAseq data from these tissues in *EP<sup>ZFTA-RELA</sup>*-bearing and control bearing mice. **h**, Volcano plots of differentially expressed genes in neutrophils, monocytes, macrophages, and HSPCs within the skulls of tumour bearing relative to control bearing mice. Magenta dots represent upregulated transcripts, blue dots represent downregulated transcripts in skull populations compared to the tibia. y-axes represent adjusted log<sub>2</sub> p value for cluster changes between tumour and control bearing mice. **i**, Dotplot of average and percentage expression of T cell instructing cytokines, co-inhibition and co-stimulation molecules across HSPC and myeloid progenitor cell clusters.

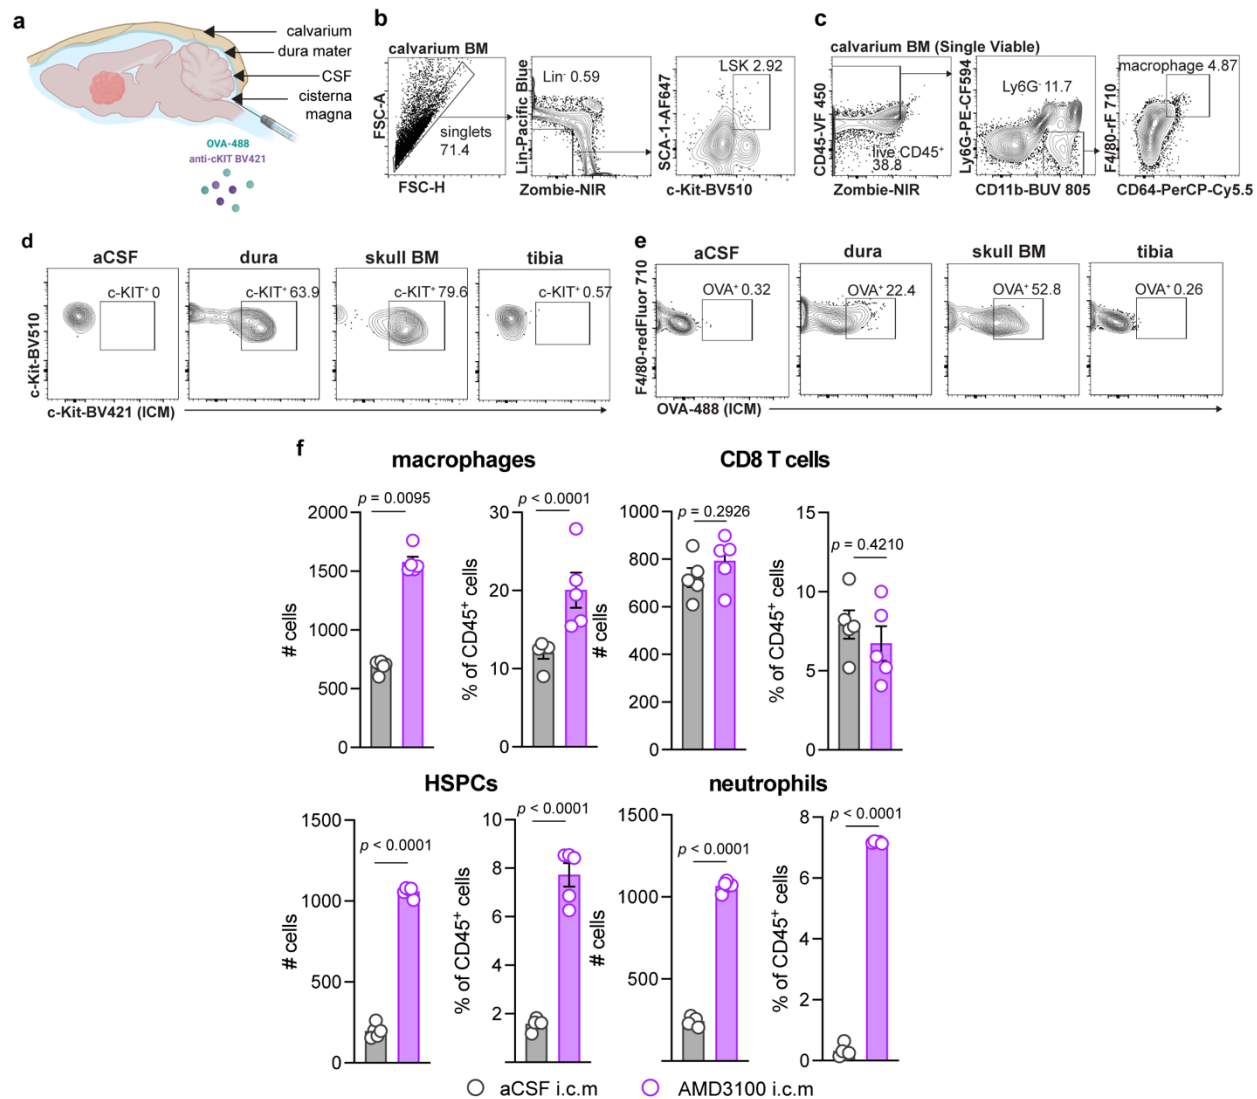

**Supplementary Fig. 7 CSF access and modulate skull bone marrow niche in EP<sup>ZFTA-RELA</sup>-bearing mice.**

**a**, Experimental design of intracisterna magna (ICM) injections of anti-c-Kit BV421 and OVA-488 in tumor and non-tumor-bearing mice (n=5 per group); image created with Biorender.com. **b**, Gating strategy to quantify dual-positive c-Kit<sup>+</sup> cells, summarized in (f). **c**, Gating strategy to quantify OVA-488<sup>+</sup> macrophages in dura, tibia, and skull bone marrow. **d-e**, Representative flow cytometry plots of dual-positive c-Kit cells (**d**) and OVA-positive F4/80<sup>+</sup> macrophages (**e**) across experimental conditions. **f**, Quantification of the proportion and number of intratumoral macrophages, CD8 T cells, haematopoietic stem progenitor cells (HSPCs) and neutrophils following intracisternal magna injection of AMD3100 (2 mg/kg, 6 h) or artificial CSF (aCSF) treatment (n=5/group, mean±s.e.m, unpaired two-tailed Student's t-test) relative to aCSF).

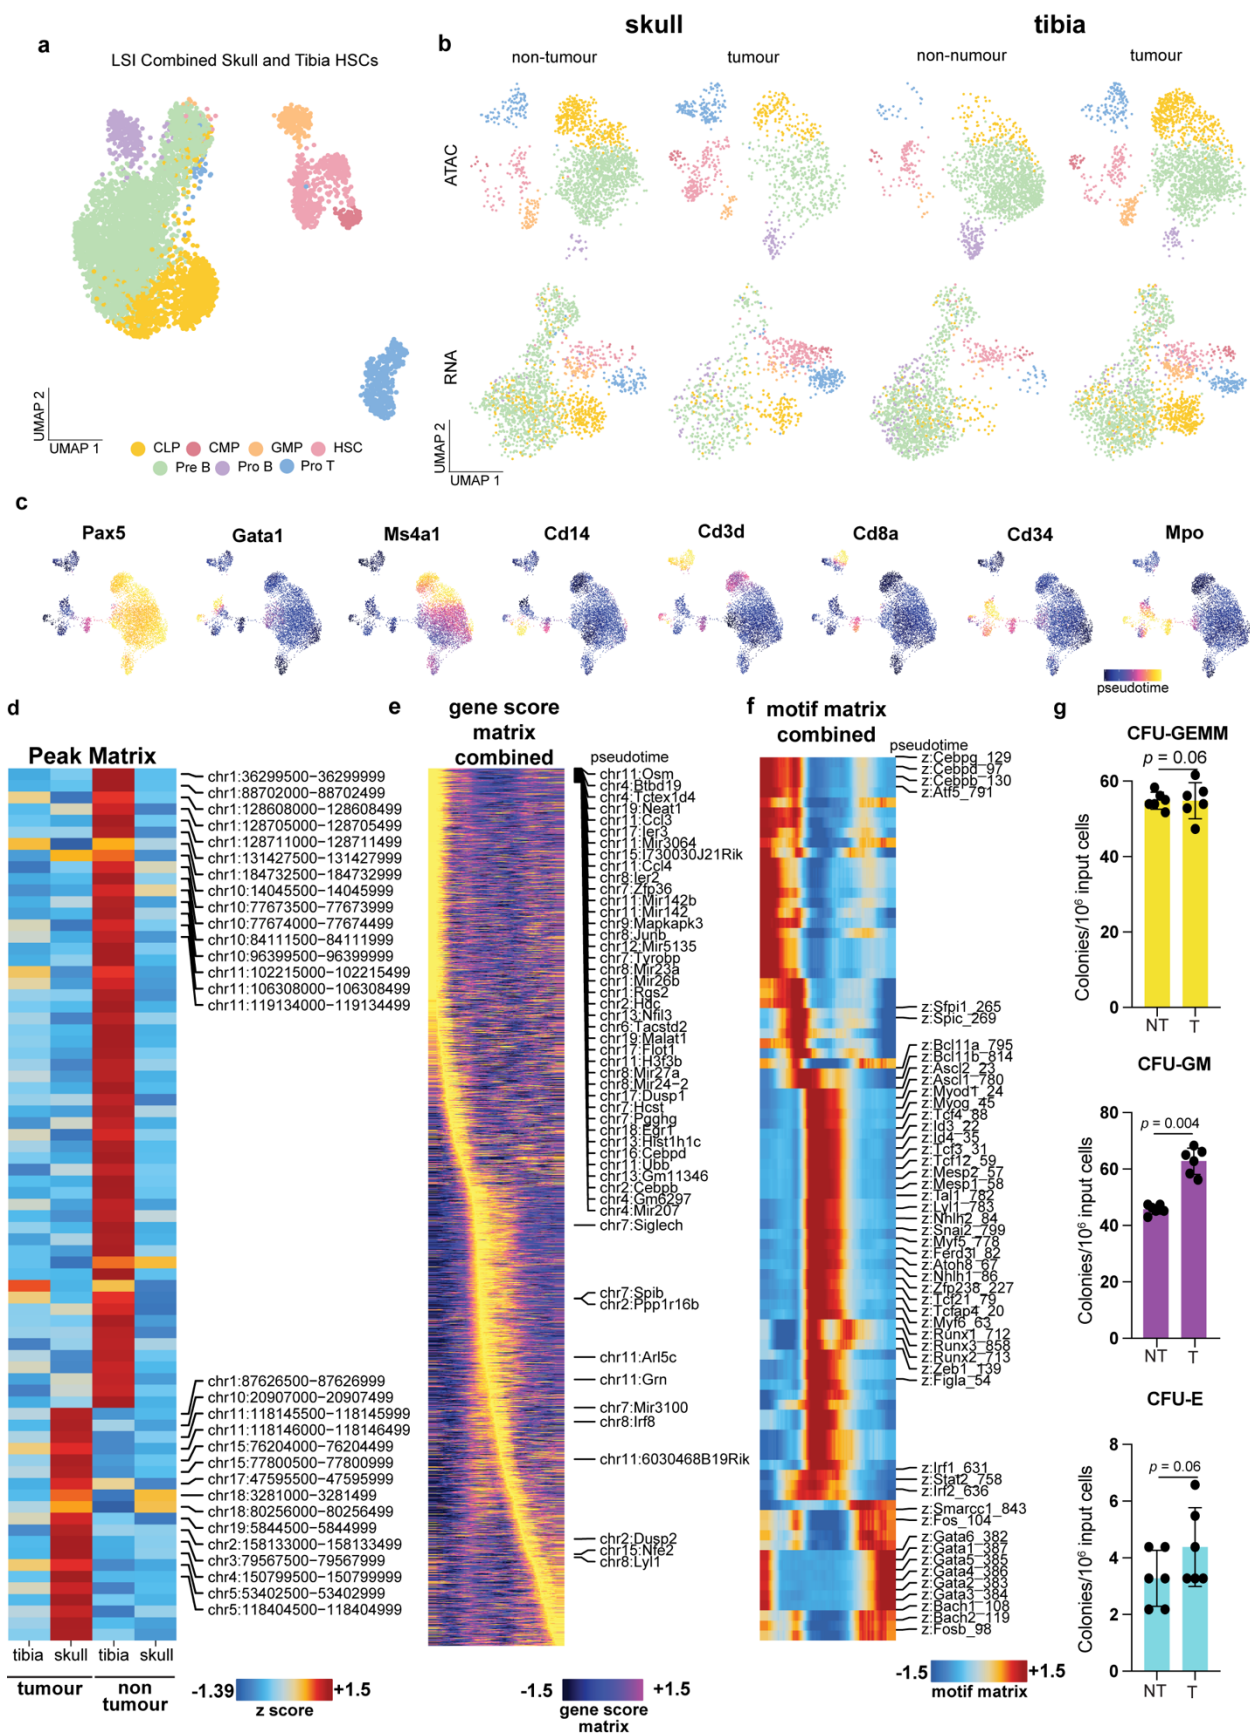

**Supplementary Fig. 8 Combined analysis of chromatin accessibility and gene expression in HSCs from skull and tibia of EP<sup>ZFTA-RELA</sup>-bearing and control-bearing mice.** **a**, Uniform manifold approximation and projection (UMAP) visualization of combined single nucleus assay for transposase-accessible chromatin using sequencing (snATAC-seq) and RNA data using latent semantic indexing (LSI) from fluorescence-activated cell sorting (FACS)-isolated CD34<sup>+</sup> LSK<sup>+</sup> (haematopoietic stem cell (HSC), showing distinct clustering of hematopoietic subpopulations, common myeloid progenitor (CMP), granulocyte monocyte progenitor (GMP), Pro B, and Pro T) across skull and tibia samples. **b**, UMAP plots of snATAC (top) and RNA (bottom) data, stratified by tumour and control conditions, highlighting the distribution of hematopoietic subpopulations in skull and tibia. **c**, Feature plots of key lineage-specific genes (Pax5, Gata1, Ms4a1, Cd14, Cd3d, Cd8a, Cd34, and Mpo), illustrating expression dynamics across hematopoietic differentiation trajectories. **d**, Heatmap of the peak matrix, showing Z-scores for differentially accessible chromatin regions across tumour and control skull and tibia samples. **e**, Heatmap of the combined gene score matrix across pseudo time, highlighting dynamically regulated genes (Spib, Siglech, Ppp1r16b, Arl5c, and Dusp2) associated with differentiation. **f**, Heatmap of the motif matrix, showing activity scores of transcription factor motifs (Cebpb, Cebpg, Zbtb16, Fosb, Bach1, and Smarcc1) across pseudotime, with increased motif activity in EP<sup>ZFTA-RELA</sup>-bearing samples indicative of enhanced regulatory engagement. **g**, Quantification of the number and types of colonies (colony forming unit (CFU)-granulocytes/erythroids/macrophages/megakaryocytes (CFU-GEMM), colony-forming unit-granulocytes/macrophages (CFU-GM) and colony-forming unit-erythroid (CFU-E) in colony forming cell assays derived from skull bone marrow from EP<sup>ZFTA-RELA</sup>-bearing and control bearing mice, (n=6/group, mean±s.e.m, unpaired two-tailed Student's t-test).

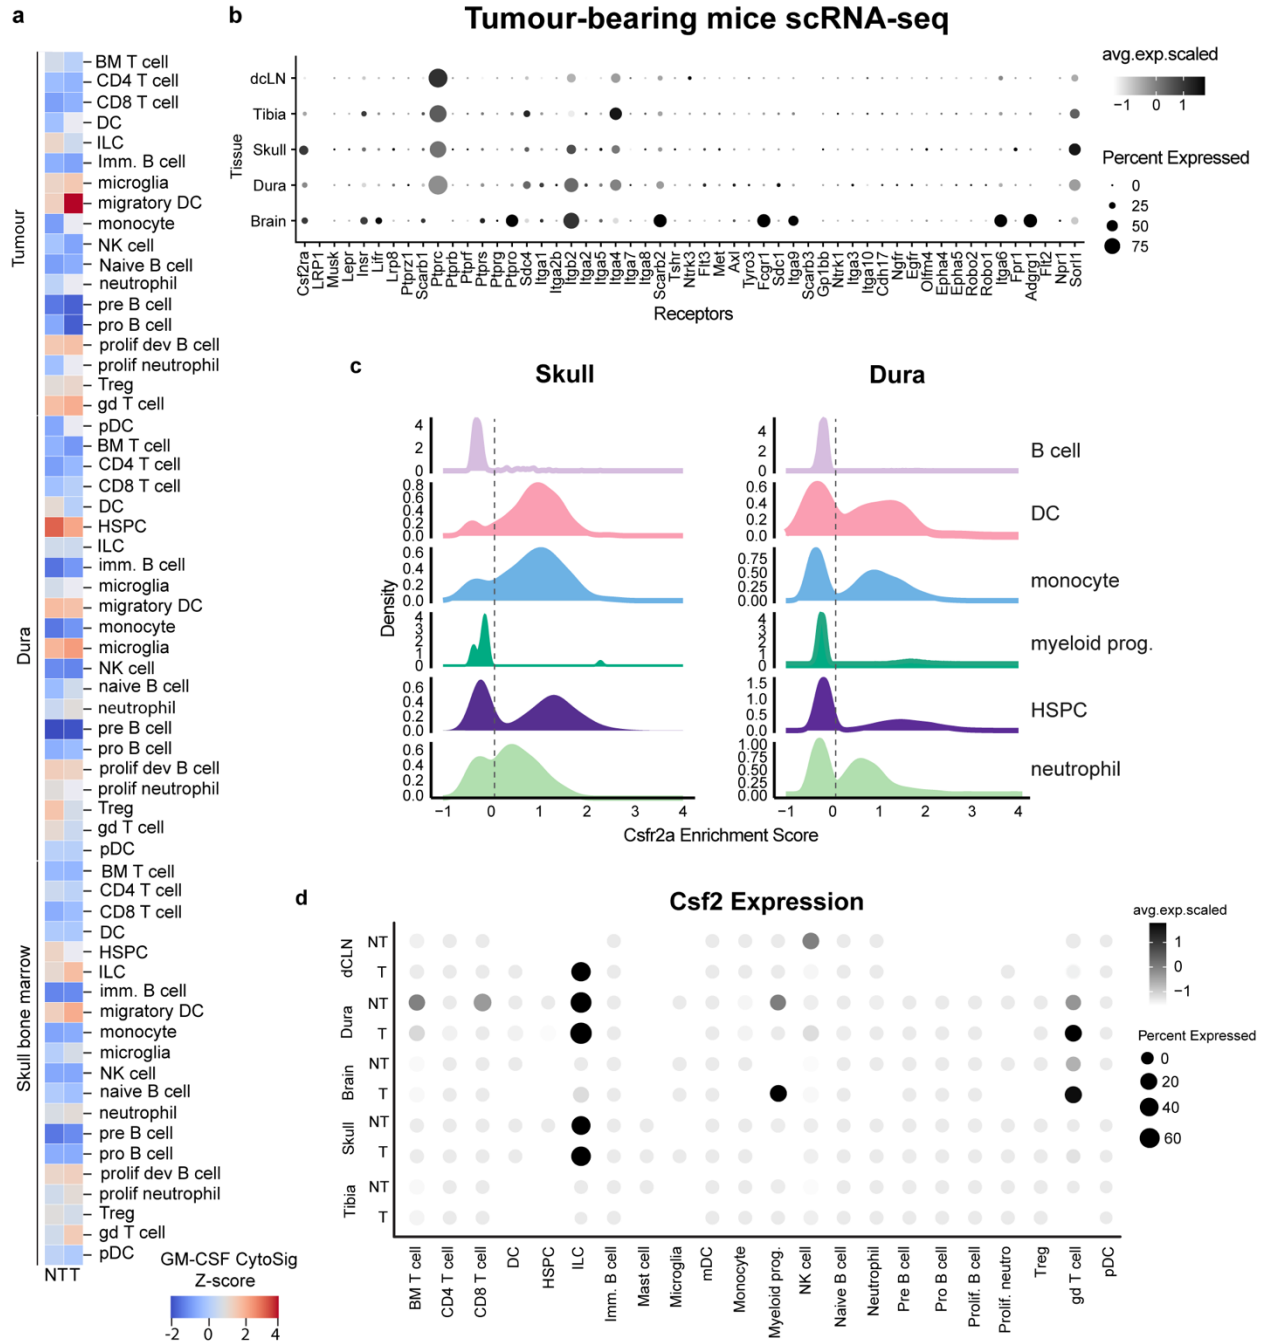

**Supplementary Fig. 9 Single-cell RNA-sequencing highlights CSFR2A expression on skull and dura in *EP<sup>ZFTA-RELA</sup>*-bearing mice.** **a**, Heatmap depicting GM-CSF (Csf2)-associated cytokine enrichment scores generated using CytoSig for annotated cell types across skull, dura, and brain from control and *EP<sup>ZFTA-RELA</sup>*-bearing mice. **b**, Dot plot of receptor expression in skull bone marrow cells of *EP<sup>ZFTA-RELA</sup>*-bearing mice, scaled by gene expression and percentage of cells expressing the gene. **c**, Smooth density plots of CSFR2a enrichment scores across selected immune cell types in the Skull and Dura tissues. **d**, Dot plot of CSF2 expression in across cells and tissues of *EP<sup>ZFTA-RELA</sup>*-bearing and control bearing mice, scaled by gene expression and percentage of cells expressing the gene.

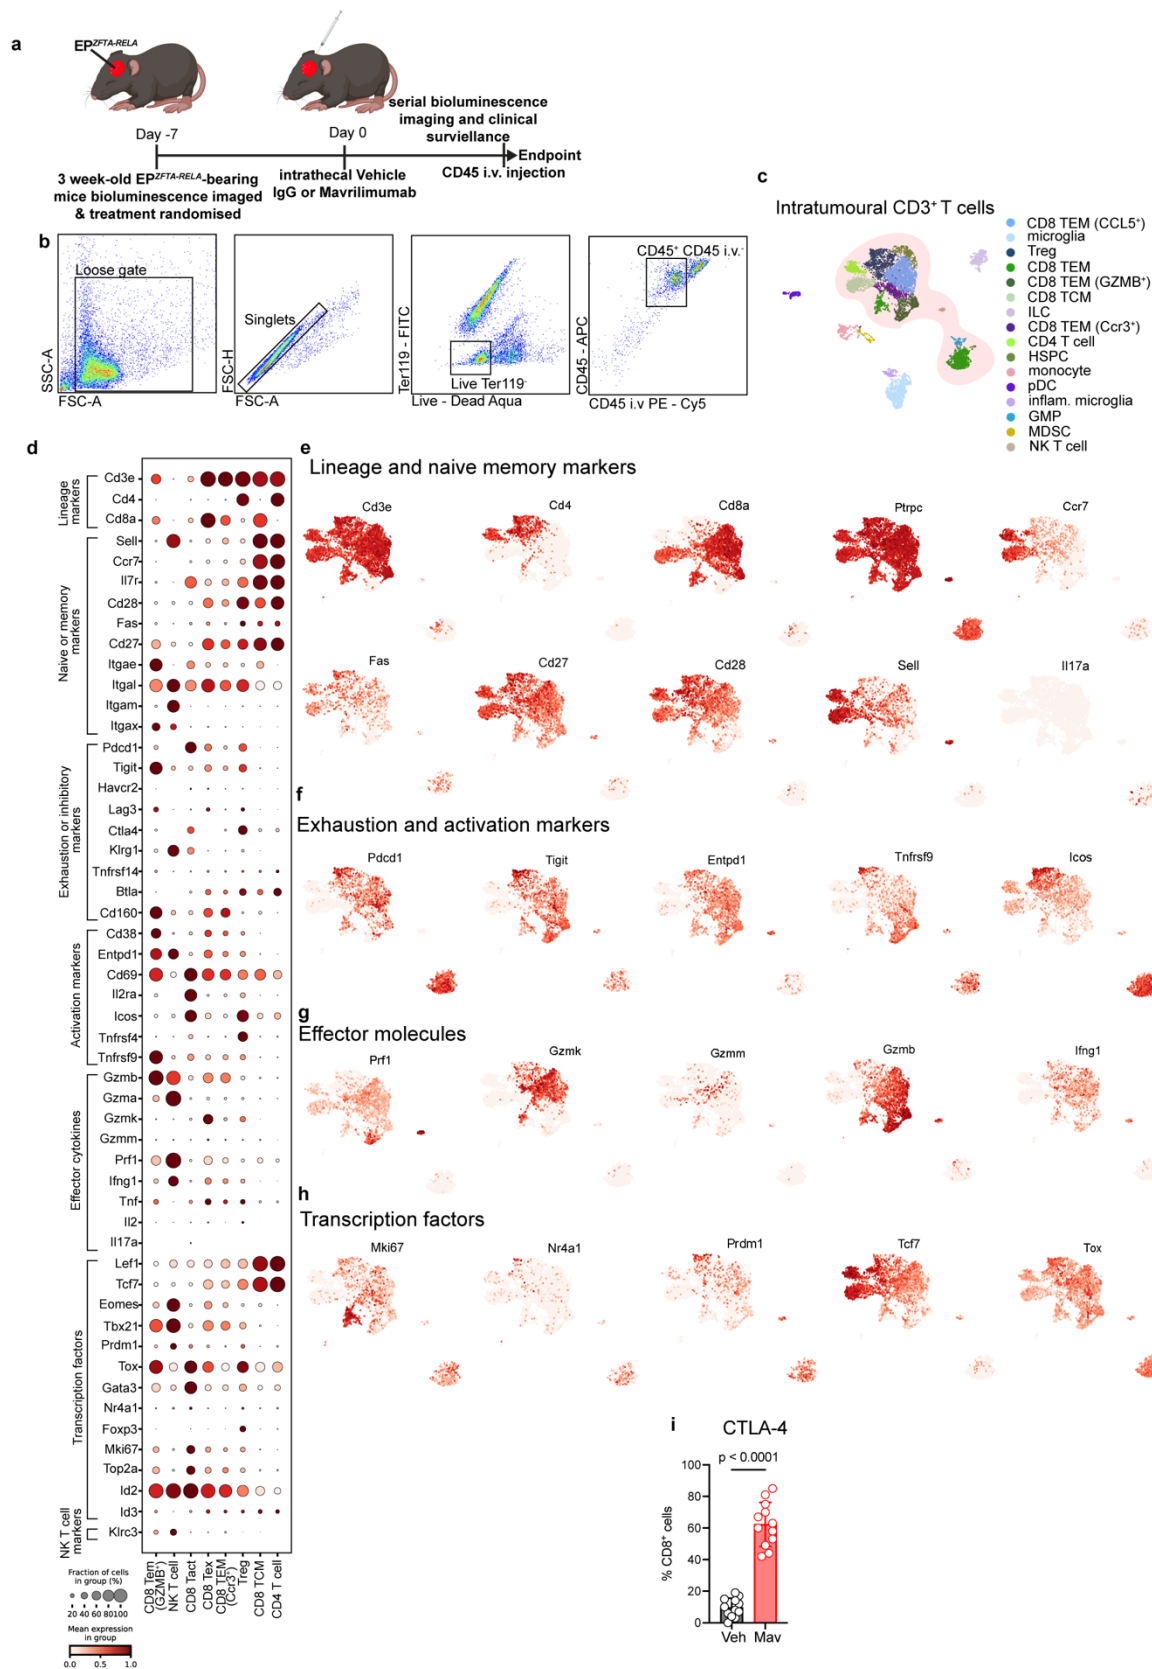

**Supplementary Fig. 10. Increased T cell infiltrate in single-cell RNAseq of intratumoural immune compartment following treatment with mavriliunumab in EP<sup>ZFTA-RELA</sup> mice.** **a**, Experimental design for the treatment of 3 week-old EP<sup>ZFTA-RELA</sup>-bearing mice with a single intracisternal magna (ICM) injection of 10 uL of IgG isotype control (5 mg/kg, n = 6 per group or mavriliunumab (5 mg/kg, n = 6 per group) created with biorender.com. **b**, Representative flow cytometry plots for the enrichment of extravascular CD45<sup>+</sup> cells. **c**, Uniform manifold approximation and projection visualisation of CD45<sup>+</sup> cells in integrated vehicle and mavriliunumab single-cell RNAseq datasets. **d**, Dotplot of expression of T cell lineage and phenotype markers across annotated cell types. **e-g**, Featureplot of key phenotypic marker expression levels including **(e)** lineage and memory, **(f)** exhaustion and activation, **(g)** effector molecule, and **(h)** transcription factors genes. **i**, Flow cytometry quantification of the proportion of CTLA-4<sup>+</sup> CD8 T cells in tumour parenchyma of treated mice at recurrence, n = 12 mice per group.

# Supplementary material for: Childhood brain tumors instruct cranial hematopoiesis and immunotolerance
**Source:** Nat Genet. 2026 Feb 3;58(2):317–28. doi: 10.1038/s41588-025-02499-2
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

SpectroFlo v 2.2.0.3 (Cytek)  
Leica Stellaris 8 - MP  
Luminex FLEXMAP 3D

Data analysis

Detailed analysis methods can be found in the methods section of the manuscript  
Packages and software used include: Cell Ranger ARC Suite (v.2.0.0), MACS2(v2.2.7), Seurat v4.3.0, Seuratv5.0.1, SCTransform v2 (v0.4.1), limma (v3.58.1), chromVAR (v1.16.0), ArchR (v1.0.3), scanpy (v1.11.3), Dandelion (v0.5.5)  
FIJI image processing software (NIH) - v 2.14.0/1.54f  
Prism v 10.2.0 (GraphPad Software, Inc)  
FastQC v 0.11.5 - R v 3.5.0  
RStudio v 1.4.1717  
Bioconductor DESeq2 v3.5  
FlowJo software v 10 (BD Biosciences)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The accession number for the Fastq files and quantified gene counts for single-cell sequencing reported in this paper is GEO: GSE28237, GSE82459, GSE300889 and GSE300890. All data are available in the main text or the Supplementary Information files. Data were also sourced from the following published accessions: NEMO; dat-0ii74w and dat-3ah9h9x, GEO; GSE141460, GSE126025, GSE156053, GSE226961 and GSE231860. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD058239.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Sex and gender were not used in any scenario as criteria for sample collection. Sex of 2nd trimester de-identified samples were determined based on sex-specific gene expression patterns as determined in previously published datasets. Sex information from all other deidentified samples were provided by the relevant brain and tissue banks. Both male and female samples were treated equally.                           |
| Reporting on race, ethnicity, or other socially relevant groupings | No race, ethnicity or socially relevant groupings were performed in this study                                                                                                                                                                                                                                                                                                                                                   |
| Population characteristics                                         | We collected neurosurgical material from a single 6 mo old M, diagnosed with Atypical choroid plexus papilloma (CNS Who Grade 2), no prior treatments                                                                                                                                                                                                                                                                            |
| Recruitment                                                        | De-identified tissue samples were collected with previous patient consent in strict observance of the legal and institutional ethical regulations. This was performed by the clinic and the inclusion criteria was <18 years of age, primary primary tumour diagnosis. Because we have no demographic information about our sample or the patient population we cannot comment on how any bias may or may not have been present. |
| Ethics oversight                                                   | Ethical approval was given through Cambridge central Research Ethics Committee (23/EE/0241), administered through Cambridge University Hospitals NHS Foundation Trust. All subjects provided informed written consent                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size: Statistical methods were not used to recalculate or predetermine study sizes but were based on similar experiments previously published (Cugurra et al., Science (2021); Rustenhoven et al., Cell (2021); Mazzitelli et al. (2022)).                                                                                                                                                                                                                                                                                                         |
| Data exclusions | No data were excluded for analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | All experiments were replicated in at least two independent experiments for a total of at least 3 mice per group, and all replication was successful. All representative images are representative of the same experiment performed in at least 3 animals. For in vitro experiments, cells from the same animal were resuspended and plated with treatments and controls in adjacent wells. Single cell RNA sequencing finding have been validated by microscopy and/or flow cytometry as stated in the text. All attempts at replication were successful |
| Randomization   | For all experiments, animals from different cages were randomly assigned to different experimental groups. Because all variables were controlled for, no covariates were present. For in vitro studies, cells from the same animal were harvested and resuspended. Treatments and controls were plated adjacent to one another.                                                                                                                                                                                                                           |
| Blinding        | For all experiments, the researchers were blinded, where possible, for at least one of the independent experiments. These experiments included dural wholemount analysis, and anti-GM-CSF treatments.                                                                                                                                                                                                                                                                                                                                                     |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

CD11c Armenian Hamster APC N418 117310 BioLegend 1:100CD11c Armenian Hamster BV786 HL3 563735 BD Biosciences 1:250  
 CD161 (NK1.1) Mouse BV480 PK136 108736 BioLegend 1:500 Ly-6C Rat APC-Cy7 HK1.4 128026 BioLegend 1:200  
 Ly-6G Rat PE-CF594 1A8 562700 BD Biosciences 1:400  
 CD163 Rat BUV661 Mac-2-158 156704 BioLegend 1:200  
 CD45R (B220) Rat BV750 RA3-6B2 747469 BD Biosciences 1:500  
 CD45R (B220) Rat eFluor 615 RA3-6B2 42-0452-82 Invitrogen 1:200  
 MHC Class II (I-Ad) Rat Pe-Cy7 M5/114.14.2 60-5321 Cytok Biosciences 1:1000  
 MHC Class II (I-AI/I-E) Rat BV650 M5/114.14.2 107641 BioLegend 1:1000  
 CD45 Rat violetFluor450 30-F11 75-0451-U100 Tonbo Biosciences 1:500  
 CX3CR1 Rat BB515 Z80-50 567809 BD Biosciences 1:400  
 CD11b Rat BUV805 M1/70 566416 BD Biosciences 1:1200  
 CD206 Rat BV711 C068C2 141727 BioLegend 1:200  
 CD3 Rat Spark NIR 685 17A2 100262 BioLegend  
 CD172a Rat RY586 P84 753227 BD Biosciences 1:100  
 CD8 Rat PE-Cy7 2.43 60-1886-U100 Tonbo Biosciences 1:400  
 F4-80 Rat redfluor710 BM8.1 80-4801-U100 Tonbo Biosciences 1:100  
 CD127 (IL-7Ra) Rat BV786 SB/199 563748 BD Biosciences 1:100  
 CD49b Rat eFluor 506 Dx5 69-5971-82 Invitrogen 1:200  
 CD47 Rat BB700 miap301 742181 BD Biosciences 1:100  
 CD4 Rat BV421 GK1.5 100443 BioLegend 1:5000  
 CD4 Rat PE GK1.5 100408 BioLegend 1:200  
 CD86 Rat SuperBright 436 B7-2 62-0862-82 Invitrogen 1:200  
 P2RY12 Rat APC-Fire 810 S16007D 848013 BioLegend 1:200  
 CD69 Armenian Hamster PerCP H1.2F3 104520 BD Biosciences 1:100  
 CD62L (L-Selectin) Rat APC-Cy7 MEL-14 25-0621-U100 Tonbo Biosciences 1:800  
 CD44 Rat AlexaFluor 700 IM7 560567 BD Biosciences 1:200  
 TCRyδ Armenian Hamster BUV737 GL3 748991 BioLegend 1:200  
 CD25 Rat BV711 PC61 102049 BioLegend 1:400  
 CD366 (TIM3) Rat BV605 RMT3-23 119721 119721 1:100  
 CD223 (LAG-3) Rat BV650 C9B7W 740560 BD Biosciences 1:100  
 CD19 Rat Super Bright 780 1D3 78-0193-82 Invitrogen 1:400  
 CD11a Rat BUV 496 2D7 741056 BD Biosciences 1:200  
 CD49d Rat PerCP-Cyanine 5.5 R1-2 65-0492-U100 Tonbo Biosciences 1:400  
 MHC Class I (HLA-G) Rat BUV 563 M1/42 749703 BD Biosciences 1:400  
 CD152 (CTLA-4) Armenian Hamster PE UC10-4F10-11 553720 BD Biosciences 1:100  
 CD274 Rat BUV615 MIH5 752339 BD Biosciences 1:200  
 Lineage Rat Pacific Blue 17A2; RB6-8C5; RA3-6B2; Ter-119; M1/70; 133310 BioLegend 1:500  
 CD117 Rat BV421 2B8 105828 BioLegend 1:500  
 CD117 Rat BV605 2B8 105847 BioLegend 1:300  
 Sca-1 Rat Super Bright 660 D7 64-5981-82 Cytok Biosciences 1:500  
 Sca-1 Rat AlexaFluor 647 D7 108118 BioLegend 1:200  
 FOXP3 Rat AlexaFluor 647 MF23 560401 BioLegend 1:200  
 GATA3 Mouse AlexaFluor 488 16E10A23 653807 BioLegend 1:200  
 Ki67 Mouse BV605 B56 567122 BD Biosciences 1:100  
 RORyt Mouse BV650 Q31-378 564722 BD Biosciences 1:200  
 T-bet Mouse PerCP-Cy5.5 4B10 644806 BioLegend 1:50  
 TCRVb Armenian Hamster BUV805 H57-597 748405 BD Biosciences 1:200  
 TCRvB11 Rat Pe-Cy7 KT-11 125916 BioLegend 1:200  
 CD64 Mouse BV421 X54-5/7.1 139309 BioLegend 1:200  
 CD115 Rat BUV737 AFS98 750948 BD Biosciences 1:200

XCR1 Mouse BV510 ZET 148220 BioLegend 1:200  
 TCR $\gamma\delta$  Human REA633 REA633 130117111 MiltenyiBiotec 1:50  
 RFP Rabbit FITC - ab34764 Abcam 1:200  
 CD150 Rat BV650 TC15-12F12.2 115932 BioLegend 1:400  
 CD41 Rat FITC MWReg30 133904 BioLegend 1:250  
 CD16/32 Rat PeDazzle S17011E 156616 BioLegend 1:200  
 CD105 Rat RB780 MJ7/18 755709 BD Biosciences 1:100  
 CD48 Rat BB700 HM48-1 742119 BD Biosciences 1:200  
 CD34 Rat eFluor450 Ram34 48-0341-82 Invitrogen 1:200  
 CD184 Rat BUV805 2B11/CXCR4 741979 BD Biosciences 1:800  
 CD201 Rat PerCP-eFluor 710 eBio1560 (1560) 46-2012-80 Invitrogen 1:400  
 CD43 Rat PerCP 1B11 121222 BioLegend 1:200

Human  
 BD Horizon™ BUV737 Mouse Anti-Human CD16 BUV737 564434 BD Biosciences 1:200  
 BD OptiBuild™ BUV496 Mouse Anti-Human CD44 BUV496 750519 BD Biosciences 1:500  
 Alexa Fluor® 700 anti-human CD45 Antibody AF700 304024 Biolegend 1:500  
 PE/Cyanine7 anti-human CD66b Antibody - G10F5 Pe Cy7 305116 Biolegend 1:500  
 PerCP anti-human CD14 Antibody PerCP 325632 Biolegend 1:500  
 Brilliant Violet 510™ anti-human CD49d Antibody BV510 304318 Biolegend 1:500  
 Brilliant Violet 711™ anti-human HLA-DR Antibody BV711 307644 Biolegend 1:500  
 PE/Dazzle™ 594 anti-human CD56 (NCAM) Antibody PeDazzle 318348 Biolegend 1:500  
 Brilliant Violet 605™ anti-human CD25 Antibody BV605 302632 Biolegend 1:200  
 PE/Cyanine5 anti-human CD127 (IL-7R $\alpha$ ) Antibody PeCyanine 5 351324 Biolegend 1:200  
 PE/Fire™ 810 anti-human CD274 (B7-H1, PD-L1) Antibody PDL-1 329755 Biolegend 1:500  
 FITC anti-human CD34 Antibody FITC 343604 Biolegend 1:500  
 PE anti-human CD90 (Thy1) Antibody PE 328110 Biolegend 1:500  
 Pacific Blue™ anti-human/mouse CD49f Antibody Pac Blue 313620 Biolegend 1:200  
 Brilliant Violet 650™ anti-human CD4 Antibody BV650 317436 Biolegend 1:1000  
 Alexa Fluor® 647 anti-human CD8a Antibody AF647 300918 Biolegend 1:500  
 Brilliant Violet 421™ anti-human CD11c Antibody BV421 301628 Biolegend 1:1000  
 PerCP/Cyanine5.5 anti-human CD3 Antibody PerCP/Cy5.5 300328 Biolegend 1:2000  
 BD Horizon™ BUV661 Rat Anti-CD11b BUV661 612977 BD Biosciences 1:500  
 BD Horizon™ BUV563 Mouse Anti-Human CD19 BUV563 612916 BD Biosciences 1:500  
 BD OptiBuild™ BUV395 Mouse Anti-Human CD279 (PD-1) BUV395 745619 BD Biosciences 1:200  
 APC/Cyanine7 anti-human CD45RA Antibody APC-Cy7 304128 Biolegend 1:500  
 Spark NIR™ 685 anti-human CD62L Antibody Spark nir 685 304862 Biolegend 1:1000  
 APC anti-human CD38 Antibody APC 356606 Biolegend 1:2000  
 CD61 Armenian Hamster APC 2C9.G2 (HM $\beta$ 3-1) 104316 BioLegend 1:200

#### Validation

Each antibody was validated for the species (mouse or human) and application (immunohistochemistry, flow cytometry) by the correspondent manufacturer. The usage was described in full detail the methods section of the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Mice were housed in individually ventilated cages with wood chip bedding plus cardboard fun tunnels and chew blocks under a 12 hour light/dark cycle at  $21 \pm 2^\circ\text{C}$  and  $55\% \pm 10\%$  humidity. Standard diet was provided with ad libitum water. Mice were allowed to acclimate for at least one week in the animal facility prior to the beginning of any experiment. Adult males and females between 4-6 weeks of age were primarily used for our studies unless stated otherwise. Sample sizes were determined on the basis of a power analysis in accordance with previously published experiments. Experimenters, where necessary, were blinded to experimental groups during both scoring and quantification. The following strains were used: Rosa-Cre-ERT2 (JAX:008463), Nes-Cre-ERT2 (JAX:003771), C57BL/6 (JAX:000664), C57BL/6-Tg(Tcra2D2,Tcrb2D2)1Kuch/J (JAX:006912), B6.Cg-Tg(TcraTcrb)425Cbn/J (JAX:004194), B6.Cg-Rag2tm1.1Cgn/J (JAX:008449), B6.SJL-Ptprca Pepcb/BoyJ (JAX:002014), C57BL/6-Tg(CAG-OVAL)916Jen/J (JAX:005145), B6.Cg-Rag2tm1.1Cgn/J (JAX:008449)

#### Wild animals

No wild animals were used

#### Reporting on sex

Sex was not considered in study design, however experiments were performed on both sexes and we did not observe sex-specific effects.

#### Field-collected samples

This study did not involve field-collected samples

#### Ethics oversight

All animal work was carried out under the Animals (Scientific Procedures) Act 1986 in accordance with the UK Home office license (Project License PP9742216) and approved by the Cancer Research UK Cambridge Institute Animal Welfare and Ethical Review Board.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Age-matched 6-8 week-old EPZFTA-RELA and NestinCreERT2 mice were intravenously injected with CD45-PE 3 minutes prior to schedule 1. For blood, a single eye was removed using fine curved forceps, rupturing the retro-orbital sinus. Three drops of blood were collected into 1 mL of PBS with 0.025% heparin to prevent coagulation. Samples were kept on ice, for the entirety of collection. Blood was centrifuged at 400 x g for five minutes, and red blood cell (RBC) lysis was performed by resuspension in 1 mL of ACK lysis buffer (Quality Biological) for one minute, then 2 mL of ice-cold PBS was added, samples were centrifuged, and lysed red blood cells were aspirated from the leucocyte-containing pellet. The pellet was resuspended in fluorescence activated cell sorting (FACS) buffer (0.1 M, pH 7.4 PBS with 1% BSA and 1 mM EDTA) until use. Meningeal dura was carefully collected under a dissection microscope. Meninges and calvaria were then digested for 15 minutes at 37°C with constant agitation using 1 mL of pre-warmed digestion buffer (DMEM, with 2% FBS, 1 mg/mL collagenase D (Sigma Aldrich), and 0.5 mg/mL DNase I (Sigma Aldrich)), filtered through a 70 µm cell strainer, and enzymes neutralized with 1 mL of complete medium (DMEM with 10% FBS). An additional 2 mL of FACS buffer was added, samples were centrifuged at 400 x g for five minutes, and samples were resuspended in FACS buffer and kept on ice until use. For peripheral bone marrow, both tibia were flushed with 0.05% BSA PBS with 0.05% EDTA, filtered through 100 µm meshes and washed with 2% fetal bovine serum in RPMI and resuspended on 0.05% BSA PBS solution. The whole intact deep cervical lymph nodes were mashed through a 70 µm cell strainer, using a sterile syringe plunger, and washed with 5 mL of FACS buffer. Deep cervical lymph node samples were then filtered through 100 µm meshes and washed with 2% fetal bovine serum in RPMI and resuspended on 0.05% BSA PBS solution. Brains were macrodissected based on TdTomato fluorescent signal to harvest the tumour and region-matched brain in non-tumour bearing animals. Tumour/brain samples were mechanically dissociated using sterile surgical scalpels into ~1 mm <sup>3</sup> cubes, and dissociated using the mouse tumour dissociation kit (Miltenyi Biotec) using the gentleMACS Octo Dissociator (Miltenyi Biotec). After dissociation, the samples were then filtered through 100 µm meshes and washed with 2% fetal bovine serum in RPMI, spun down 420 g for 5 minutes. Samples were resuspended in 40% percoll and centrifuged at 600 x g for 10 minutes. Supernatant was removed and washed with 2% fetal bovine serum in RPMI and resuspended on 0.05% BSA PBS solution. Samples were stained with DAPI (0.2 µg/ml). Samples were centrifuged, resuspended in FACS buffer with anti-CD16/32 (FC block; Biolegend) diluted 1:50 in FACS buffer. Cell surface stains, diluted appropriately in FACS buffer, were then added for 30 minutes on ice. For intracellular staining, suspensions were fixed and permeabilized using the Transcription Factor Fixation/Permeabilization Kit (eBioscience) per the manufacturer's instructions. Antibodies against intracellular proteins, diluted in permeabilization buffer, were added for 30 minutes on ice. |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Flow cytometry was performed using an Aurora spectral flow cytometer (Cytek Biosciences, CA, USA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | Data were collected on SpectroFlo (v2.2.0.3; Cytek) and analyzed with FlowJo (v10; BD Biosciences, NJ, USA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance | For each individual experiment, single-cell suspensions were incubated with viability dyes. Positive populations were gated based on negative control staining. In general, populations are given as a percentage of live, CD45+ cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Gating strategy           | <p>CD45- cells Zombie NIR-, CD45-</p> <p>Myeloid cells Zombie NIR-, CD45+, CD11b+</p> <p>Lymphoid cells Zombie NIR-, CD45+, CD11b-</p> <p>Ly6Chi monocytes: Live/CD45+/CD11b-/Ly6G-/CD19-/TCR-b+/CD4+/GATA3+</p> <p>Neutrophils Zombie NIR-, CD45+, CD11b+, Ly6G+</p> <p>Monocyte-derived macrophages (MDMs) Zombie NIR-, CD45+, CD11b+, Ly6G- CD49Dhigh</p> <p>Microglia (MG) Zombie NIR-, CD45+, CD11b+, CD49Dlow P2RY12+, CX3CR1+</p> <p>Dendritic cells (DCs) Zombie NIR-, CD45+, CD11b+, CD49Dmed, MHC-II+, CD11c+</p> <p>B cells Zombie NIR-, CD45+, CD11b-, CD19-, CD3-</p> <p>- Zombie NIR-, CD45+, CD11b-, CD19-, CD3-</p> <p>CD3+ T cells Zombie NIR-, CD45+, CD11b-, CD19-, CD3+</p> <p>gd T cells Zombie NIR-, CD45+, CD11b-, CD19-, CD3+, gdTCR</p> <p>NK cells Zombie NIR-, CD45+, CD11b-, CD19-, CD3-, CD161+</p> <p>- Zombie NIR-, CD45+, CD11b-, CD19-, CD3+, CD4+, CD8-</p> <p>Double-negative T cells (DNTs) Zombie NIR-, CD45+, CD11b-, CD19-, CD3+, CD4-, CD8-</p> <p>CD8+ T cells Zombie NIR-, CD45+, CD11b-, CD19-, CD3+, CD4-, CD8+</p> <p>CD4+ T cells Zombie NIR-, CD45+, CD11b-, CD19-, CD3+, CD4+, CD8-, CD25-</p> <p>Regulatory T cells (Tregs) Zombie NIR-, CD45+, CD11b-, CD19-, CD3+, CD4+, CD8-, CD127low, CD25+ Foxp3+</p> <p>Haematopoietic stem progenitor cells (HSPCs) Zombie NIR-, CD45+, Lineage-, Sca1+, C-Kit+</p> <p>LS-K cells: Zombie NIR-, CD45+, Lineage-, Sca1-, C-Kit+</p> <p>MPP2 cells: Zombie NIR-, CD45+, Lineage-, Sca1+, C-Kit+, CD150+, CD48+</p> <p>MPP3/4 cells: Zombie NIR-, CD45+, Lineage-, Sca1+, C-Kit+, CD150-, CD48+</p> <p>HSCs: Zombie NIR-, CD45+, Lineage-, Sca1+, C-Kit+, CD150+, CD48-, CD34+</p> <p>GMP: Zombie NIR-, CD45+, Lineage-, Sca1-, C-Kit+, CD16/23+, CD150-</p> <p>CFU-E: Zombie NIR-, CD45+, Lineage-, Sca1-, C-Kit+, CD16/23-, CD150-, CD105+</p> <p>PreCFU-E: Zombie NIR-, CD45+, Lineage-, Sca1-, C-Kit+, CD16/23-, CD150+, CD105+</p> <p>Pre-GM: Zombie NIR-, CD45+, Lineage-, Sca1-, C-Kit+, CD16/23-, CD150-, CD105-</p> <p>PreMegEZombie NIR-, CD45+, Lineage-, Sca1-, C-Kit+, CD16/23-, CD150+ CD105-</p> <p>Th17: Live/CD45+/CD11b-/Ly6G-/CD19-/TCR-b+/CD4+/Ror-gt+/Foxp3-</p> <p>Treg: Live/CD45+/CD11b-/Ly6G-/CD19-/TCR-b+/CD4+/Foxp3+</p> <p>Th1 : Live/CD45+/CD11b-/Ly6G-/CD19-/TCR-b+/CD4+/T-bet+</p> <p>Th2: Live/CD45+/CD11b-/Ly6G-/CD19-/TCR-b+/CD4+/GATA3+</p> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

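Droplet-based single-cell RNA-seq of 5 EP ZFTA-RELA tumors and 4 control brains was analysed. Conditions and replicate numbers came from the sample records, and each mouse was 1 sample. The authors made the deposited files with Cell Ranger (version 6.1.2 in the matrix headers; the methods name a later version), and the deposited values are whole UMI counts per gene and barcode without normalization. No deposited cell annotation was used here, and other data of the paper were not analysed here. Mouse genes stood in the same order in all 9 samples. In control replicate 4 the feature list and the barcode list are shorter than the matrix (80865 barcodes for 80887 columns), so its added sequences were read by the list of the other samples and its barcodes were used by column.

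In each library the 10000 barcodes with most UMIs were considered. The smallest deposited barcodes held 468 to 517 UMIs in the 9 libraries. Barcodes with 200 to 6000 genes were kept. A Gaussian mixture of 2 components per sample (scikit-learn 1.9.0) was fitted to mitochondrial share and number of genes together. Its component with the higher mean mitochondrial share was removed. Doublets were removed by Scrublet score in Scanpy 1.11.5 at 0.8% per 1000 kept barcodes. This gave 19568 control cells and 15745 tumor cells. Counts were normalized per cell, 2126 variable genes were selected without the genes of the fusion list, mitochondrial genes and added sequences, and 50 principal components with 15 neighbours were clustered by the Leiden algorithm at a resolution of 1.0 (igraph 0.11.9) without batch correction. Clusters were named from 23 marker lists. The best class of a cluster is the list with the highest mean log2 ratio to the median of the other clusters. A cluster stayed unnamed if fewer than 3 markers, or fewer than 0.5 of them, were 2-fold up, if the mean ratio was under 1, or if a class outside its group had more markers among its 10 leading genes. It was called mixed where another class of its group, immune or neural progenitor, had more. This rule was set after seeing the data, and the marker lists before. Immune-like cells were clustered again.

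UMI counts were summed per mouse over all kept cells and over microglia-like cells of samples with at least 50 of them. The sums were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) after TMM normalization and filtering of low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation. A list of 10 markers or targets of the fusion and a list of 10 NF-kB targets were written from general knowledge. The fusion list is not the study's signature. Shares of cells and CPM values were compared by two-sided exact permutation tests over the 126 splits of 5 against 4 mice, and values within tumors by sign flips, whose smallest p for 5 mice is 2 of 32 sign patterns. Floors for 0 UMIs are 3 counts of the total, and intervals are exact Clopper-Pearson intervals at 95%. The tests were tried on counts simulated for these samples, with 200 genes changed by 1.5 on the log2 scale. For all cells edgeR recovered 23.5% of them over 16934 genes, with 6% false calls. For microglia-like cells it recovered 50% over 7630 genes, with 0.990% false calls. DESeq2, one of the alternatives, recovered 60% for all cells, with 28.1% false calls, and 63.5% for microglia-like cells, with 5.22% false calls. Few genes were changed in these simulations, whereas 10858 of 17576 were called in the real data over all cells. The simulated rates of false calls therefore do not carry over to that comparison.

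The named genes are those of the lists, the list of MHC-II genes with Cd274, the Csf2 and transgene features, Mki67, Sox2 and Nes, and for each comparison the 5 genes with the smallest p that rose and the 5 that fell among genes with a symbol that passed the threshold and kept their direction with each sample left out. The tests, marker lists, gene lists and alternatives were chosen before the data were examined, apart from those said to be chosen afterwards. The alternatives were DESeq2 1.42.0, limma voom, no filter on low counts, the replicate number as a block, each sample left out, at least 500 genes per barcode, a mitochondrial limit of 10%, no doublets removed, no limit or a limit of 5000 barcodes, Leiden resolutions of 0.5 and 2.0, each sample clustered on its own, a denominator of named clusters, a pseudocount of 1 in place of 10 in the list score, that list without Sox2 and Ccnd1, Kit with Cd34 to define HSPCs and thinning to 1000 UMIs. Chosen after seeing the data were the subtraction of free RNA, the counting of clusters 26 and 28, shares among the cells other than neuron-like, the test of the IRES sequence, the comparison of fusion CPM within tumors and both lists in microglia-like cells. All pairs of samples of a group differed by more than sampling noise (chi-square per degree of freedom of at least 4.20), so none was counted as a repeat of another. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.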

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

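Apart from the permutation test of luciferase, the tests in this part were chosen only after the result was seen. A sample was singled out where its gap to the nearest sample of its group, divided by the group's range, exceeded Dixon's 95% critical value. Of 46 groups of values, 8 had such a sample, and chance alone gives about 1 in 20.

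The reporter sequence mCherrytd_Tom had 20.1, 17.1, 19.6 and 41.7 CPM in control replicates 1 to 4, so replicate 4, at 41.7, stands apart. The value of this replicate rests on the assumed order of its added sequences. The choice of barcodes as cells did not make it stand apart, since over all barcodes replicate 4 had 67.2 CPM and the others 30.1, 27.7 and 32.8. A different level of the reporter in that mouse stays open and was not tested.

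The same sequence had 0 UMIs in every tumor, even over all barcodes, where the highest level that 0 UMIs allow in any tumor is 0.200 CPM. Low depth in the tumors is therefore excluded as the reason. The sample records list the TdTomato allele for the control mice and not for the tumor-bearing mice, so a difference in genotype stays open as the biological explanation. The supplement, however, describes tumors being dissected by their TdTomato signal, which the records and the transcripts of these 5 tumors leave unexplained. Whether the added sequence captures the reporter of that strain was not tested. In the controls, erythroid-like cells had 24.0 CPM (95% interval 14.8 to 36.6) and neuron-like cells 22.5 CPM, which is consistent with free RNA carrying the reporter over all cells. Astrocyte-like cells, at 50.8 CPM (41.0 to 62.3), and oligodendrocyte-like cells, at 60.1 CPM (35.6 to 95.0), lay above the neuron-like level.

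Luciferase and IRES sequences, whose transcripts the paper does not report, were present in every tumor. Luciferase averaged 92.7 CPM ± 111 (SD, n = 5) in tumors against 0 UMIs in 4 of 4 controls, and IRES 15.6 CPM ± 13.7 against 0.172 ± 0.201 (two-sided exact permutation test, p = 0.0159 for each; adjusted 0.0159). The paper's text and methods describe a fusion allele followed by an IRES and luciferase, so signal in tumors has a biological explanation in the genotype. Tumor replicate 4 stands apart in luciferase at 285 CPM, against 13.9, 74.0, 18.9 and 71.9 CPM in the others, and without it the mean is 44.7 CPM. More tumor cells in that sample cannot be the whole cause, since its proliferating-neural-like cells alone had 305 CPM, against 57.6, 100.0, 69.3 and 95.5 CPM in the same class of the other tumors. The fusion itself, at 18.6 CPM, did not stand apart there. A higher level per cell in that tumor stays open.

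The neural-progenitor-like share stands apart in tumor replicate 5, at 74.8% of cells. Clustering all samples together did not create it, since replicate 5 clustered on its own gave 79.5%. With clusters 26 and 28 counted, the shares of replicates 1 to 5 were 10.7%, 55.1%, 22.3%, 74.5% and 74.9%, and the largest gap at an end fell to 0.180 of the range. The single high sample may thus come from the decision to leave clusters 26 and 28 unnamed. The proliferating-neural-like share also stands apart in replicate 5, at 55.3%. Clustered on its own this sample gave 12.9%, against 1.86%, 8.23%, 3.49% and 12.0% in the others, so this value is consistent with an effect of clustering the samples together.

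Cluster 26 held 35.5% of the cells of tumor replicate 4 and few cells elsewhere. Splitting of 1 cell group between clusters 26 and 28 is argued against, since only 0.764% of its cells joined cluster 28 at a Leiden resolution of 0.5. Cells particular to that tumor and a difference of that library cannot be separated with 1 tumor, and no biological explanation was tested.

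Choroid-plexus-like cells made up 1.82% of tumor replicate 1 and 0% of the other 4 tumors. Free RNA without such cells is excluded, since Ttr had 272148 CPM in them, against 6675 CPM over all kept cells of that tumor. The region that was dissected stays open and was not tested.

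OPC-like cells made up 0.0429% of control replicate 4, which is 2 cells, and 0% of the other controls. The probability that both fall in this sample is 0.0567, so counting error may explain it. HSPC-marker cells made up 0.820% of immune-like cells in control replicate 4 and 0% in the other controls. With 1 such cell in all controls, counting error cannot be told apart from a difference between mice.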

How the results depend on the processing

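The tests that subtract free RNA, count clusters 26 and 28, compare fusion CPM within tumors, read the lists in microglia-like cells, leave out neuron-like cells or refit the samples of the block without it were chosen only after the data were seen.

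Over all cells, 10858 genes were called, between 9114 and 12023 with each sample left out and between 7817 (no limit on barcodes) and 13071 (DESeq2) otherwise. The median log2 fold change of all genes was 0.07 with edgeR and -0.14 with DESeq2, which tested 26435 genes in place of 17576. In microglia-like cells 3332 genes were called, 2900 to 3802 with each sample left out. Subtracting free RNA lowered this to 1985 of 6359 tested genes, 1218 higher and 767 lower, against 1520 higher and 1812 lower without it. No other alternative moved a count of genes by more than 1.5 times, up to 4246 without a filter. The mean log2 fold change of the fusion list over all cells was 2.51 to 2.70 with each sample left out and 2.31 to 2.68 otherwise, and that of the NF-kB list 2.56 to 2.92 and 2.65 to 2.85, all past the threshold by camera. In microglia-like cells the mean of the fusion list, -0.19 and not called, reversed to 0.97 with DESeq2 and 1.36 without a filter, which took in 10 genes in place of 5 and did not call it either.

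Of the list of 7 MHC-II genes and Cd274, which encodes PD-L1, 4 genes were called in microglia-like cells, 3 to 5 with each sample left out. The count was 5 with DESeq2 and 6 without a filter on low counts, which both tested all 8 genes of the list, Cd274 included, and 2 with at least 500 genes per barcode, with each sample clustered on its own and with free RNA subtracted. With at least 500 genes, the log2 fold change of Cd74 reversed to -0.10 and that of H2-Ab1 to -0.14. The naming of cells changed there. The microglia-like cells then took in 76 control and 530 tumor cells that were mixed immune otherwise, and these control cells had 3958 CPM of Cd74 and 1493 CPM of H2-Ab1, against 42.7 and 12.7 CPM in the 451 control cells that were microglia-like either way. With each sample clustered on its own, 30 control and 211 tumor cells of the mixed immune class joined in the same way, and neither gene was called. Of the Csf2 and receptor genes 2 were called, 2 to 3 with each sample left out and under every other alternative run. For each comparison 10 of the named genes were chosen for keeping their direction with each sample left out, which says nothing about its stability, so they are not counted here. Of 456 values for the 24 other genes named over all cells, 450 kept their direction and side of the threshold. The other 6 were of Csf2ra, of which 5 became stronger and 1 reversed, to 0.037 with no limit on barcodes, and the cause was not tested. Of 84 values for the 4 other genes in microglia-like cells, 69 did so, and the 13 weaker and 2 reversed ones were all of Cd74 or H2-Ab1.

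The neural-progenitor-like difference was 14.6 to 30.6 percentage points with each sample left out, where 14.6 is without tumor replicate 5. At a Leiden resolution of 0.5 it was 20.8 and did not pass the threshold, and the cause was not tested. The immune-like difference was 9.30 to 13.0 percentage points with each sample left out and 10.0 to 17.2 under the alternatives set before the data were seen. Among the cells other than neuron-like it was 4.89 and did not pass the threshold (exact p = 0.302), since that denominator leaves out 78.4% of control cells on average. There neural-progenitor-like cells made up 30.9% in tumors and 1.09% in controls (exact p = 0.0159), and the astrocyte-like difference reversed to -2.32 (exact p = 0.714). The list score within tumors was 0.35 to 0.60 with each tumor left out and 0.20 to 0.71 otherwise, positive in 5 of 5 tumors under each alternative clustering and scoring. The fusion difference was 8.59 to 13.3 CPM with each sample left out. The difference in fusion CPM, neural-progenitor-like minus other cells within EP tumors, was -0.398 to 6.09 with each tumor left out, reversed without tumor replicate 5. The HSPC-marker difference of -0.122 percentage points ranged from -0.190 to 0.0833 with each sample left out. It reversed to 0.0833 without control replicate 4, which held the only such control cell, and stayed between -0.358 and 0 otherwise. With no doublets removed the difference in the oligodendrocyte-like share of cells reversed to -8.07 percentage points (exact p = 0.0159), and at a Leiden resolution of 2.0 to -0.268. The naming of cluster 0 changed in both. Of its 2058 cells, unnamed otherwise, 2038 were named oligodendrocyte-like with no doublets removed, 2011 of them from controls, and 441 at that resolution, 436 of them from controls.

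The replicate numbers do not pair the samples. Deviations from the group means of same-numbered samples correlated at 0.0715, 0.0444, 0.0193 and 0.0371 for numbers 1 to 4. With the replicate block, which leaves out tumor replicate 5, 8698 genes were called over all cells (10234 in the same samples without it), 2856 in microglia-like cells (2936 without it), and 3 genes of the list of MHC-II genes with Cd274 and 2 Csf2 genes. The fusion list was at 2.31 and the NF-kB list at 2.65. The neural-progenitor-like difference was 14.6, the immune-like difference 12.9 and the fusion difference 8.59, each with an exact p of 0.125, the smallest that 4 pairs allow, so these say nothing about stability.

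Depth limits what the low transcripts can show. Tumor replicates 1 and 3 had 6 fusion UMIs each, Csf2 had 6 UMIs over all tumors, and no HSPC-marker cell was left at 1000 UMIs per cell. At a Leiden resolution of 0.5 no cluster was named proliferating-neural-like or NPC-like, so those classes gave no fusion value there.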

Differences from the paper's values

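The tests of class fusion shares in this part were read against the paper's figure only after both were seen.

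In Supplementary Fig. 1i the paper's value for neural precursor cells is about 14% of cells with the ZFTA-RELA transcript, read by eye. Over NPC-like cells of all 5 tumors the share was 5.73%, on clusters whose names are rebuilt and differ from the study's, so the denominators are 227 cells here and the study's own annotated cells there. None of the alternatives set before the data were examined that gave such cells brings the value within the paper's. It was 4.13% with at least 500 genes per barcode, 9.30% with a mitochondrial limit of 10%, 4.36% with no doublets removed, 3.92% at a Leiden resolution of 2.0, 6.34% with each sample clustered on its own and 3.85% to 6.05% with each tumor left out. At a Leiden resolution of 0.5 no cluster had this name.

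The paper's figure places neural precursor cells highest for this transcript in Supplementary Fig. 1i. Here proliferating-neural-like cells had 10.6% and the unnamed clusters 26 and 28 had 14.5%, above the NPC-like share, and within tumor replicate 4, the tumor with most NPC-like cells, CPM was 15.3 in proliferating-neural-like, 24.1 in clusters 26 and 28 and 9.89 in NPC-like cells. Luciferase CPM in that tumor lay close together, at 305, 343 and 315 in the same order. By eye the figure gives about 6% for proliferating neural cells and 4% for OPCs. The shares here, 10.6% and 4.99%, lay closer to these than the NPC-like share to its value.

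The paper's Supplementary Fig. 1g includes HSPCs among the immune cells of the tumors. Here no sub-cluster of immune-like cells met the HSPC markers, and 2 of 1938 immune-like cells of tumors had the transcripts used to define them. The supplement describes tumors dissected by TdTomato signal. Here the reporter sequence had 0 UMIs in 5 of 5 tumors, and the sample records list no reporter allele for these mice.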

Other observations

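The tests of free RNA, of neuron-like cells, of reads on Rela, of shared differences, of handling stress, of both lists in microglia-like cells and of other splits of the samples were chosen only after the result was seen. The comparisons of genes and lists over all cells were planned.

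Over all kept cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 10858 of 17576 genes between tumors and control brain, 5794 higher and 5064 lower in tumors. Only 2 of 100 splits of the 9 mice, the real one included, gave as many. The other split set the controls and 1 tumor against the other tumors and called 10993 genes. Every split but the real one mixes the tissues within a group, which widens the spread there. The splits thus argue only weakly against chance. Tumor and control brain are different tissues with different cell types, and the count includes that difference. The excess of higher over lower genes depended on the fit. It reversed with DESeq2 (6229 higher, 6842 lower), with limma voom (5527 and 5984) and without a filter on low counts (5917 and 6296). It kept its sign under the other alternatives. Among the genes with the smallest p, Tspo (log2 fold change 3.46, SE 0.20, adjusted p = 4.27e-05) and Mfsd2a (3.92, SE 0.23, adjusted p = 4.27e-05) were higher, and so were Nfkbia at 4.05, Nde1 at 2.86 and Smox at 2.85. Leng9 (-3.02, SE 0.15, adjusted p = 2.99e-05), Chn1os1 (-7.87), Prox2 (-4.26), Slc6a20b (-3.64) and Nme7 (-3.83) were lower. Of the genes whose proteins Supplementary Fig. 1d stains, or whose promoter drives the fusion, Mki67 was higher by 4.35 (adjusted p = 9.24e-04), Sox2 by 2.96 (adjusted p = 1.63e-04) and Nes by 5.23 (adjusted p = 2.44e-04).

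The list of 10 markers or targets of the fusion had a mean log2 fold change of 2.60 (median 2.56) over all cells, with 9 of 10 genes higher and 10 of 10 called, both over all genes and adjusted over the list alone (camera at a preset correlation, p = 7.57e-05). L1cam was the exception at -2.46. The NF-kB list had a mean of 2.78 (median 2.98), with 9 of 10 genes higher and Nfkb2 at -1.81, and 10 of 10 called both over all genes and adjusted over the list alone (camera at a preset correlation, p = 3.89e-04). With fry, which allows for correlation between genes, both calls held (p = 3.57e-05 and 0.00115). With an estimated correlation that of the fusion list held (p = 0.0140) and that of the NF-kB list did not (p = 0.191). For each list 1 of 100 splits, the real one, gave a mean as large, which argues against chance. More immune-like cells in tumors cannot be the whole cause of the NF-kB difference, since within microglia-like cells the list was higher too, by a mean of 1.72 over 7 tested genes, 6 of which were called both over all genes and adjusted over the list alone (camera, p = 6.78e-04; fry, p = 0.00288; estimated correlation, p = 0.157; 1 of 100 splits). In these cells Fos rose by 4.32 (SE 0.93, adjusted p = 0.00292 from edgeR). It had 421 to 1651 CPM in tumor replicates 1 to 4 and 24.8 to 47.7 CPM in controls, but 12.6 CPM in tumor replicate 5, below every control. In that tumor the NF-kB list lay 0.99 above the control mean on the log2(CPM + 10) scale, against 0.35 to 1.24 in the others, and without it the mean was 1.79. A stress response during handling cannot be told apart from a response to the tumor, since Fos rose in 4 of 5 tumors and the list in 5 of 5. The fusion list in microglia-like cells had a mean of -0.19 but a median of 0.55 over 5 tested genes, 3 of which were called both over all genes and adjusted over the list alone, and camera pointed up and fry down with no call (p = 0.890 at the preset correlation, and 0.741). With DESeq2 and without a filter on low counts the mean was 0.97 and 1.36 over 10 genes, with no call. Rela had 31.4 CPM ± 7.49 (SD, n = 5) in tumors and 16.6 ± 1.32 (SD, n = 4) in controls, and the gene listed as 2700081O15Rik 113 ± 49.5 and 24.9 ± 1.21 (two-sided exact permutation test, p = 0.0159 for each). Tumor replicates 1 and 3, with 6 fusion UMIs each, had 32.4 and 43.8 CPM of Rela, above every other tumor and every control. Fusion UMIs alone cannot decide whether fusion reads were counted on Rela, since such reads would be missing from the fusion. Luciferase, from the same allele, was also lowest in these 2 tumors, at 13.9 and 18.9 CPM. That argues against such reads as the whole cause. A part of the difference from such reads stays open.

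In microglia-like cells 3332 of 8505 genes were called, 1520 higher and 1812 lower in tumors, and 1 of 100 splits, the real one, gave as many. A split that put 1 tumor with the controls called 3034. The other splits mix the tissues within a group, so they argue only weakly against chance. Ucp2 (2.90), Ier2 (4.19), Ccl2 (7.09), Ccl3 (6.74) and Eif4ebp1 (2.44) were the 5 higher genes with the smallest p, and Nme7 (-4.72), Sept4 (-3.18), Ppp1r14a (-4.69), Enpp2 (-3.84) and Car2 (-3.12) the 5 lower ones, all with an adjusted p from edgeR of at most 3.19e-05. Free RNA was estimated from neuron markers to make up 63.7%, 59.1%, 53.3% and 61.1% of the UMIs of these cells in control replicates 1 to 4, and 27.8%, 18.5%, 5.68%, 9.81% and 22.9% in tumor replicates 1 to 5. Of the genes lower in tumors, 79.4% were at or above their microglia-like level in the free RNA of the controls, against 41.5% of all tested genes and 26.1% of the higher ones. A part of the lower set may therefore be free RNA of control brain, and of the 5 lower genes named here only Enpp2 could be tested, and was still called, after free RNA was subtracted. Free RNA, as estimated in this way, is excluded as the whole cause for either set. After its subtraction 388 of the 699 lower genes that could be tested and 845 of the 1460 higher ones were still called in the same direction. Of the higher genes, 90.9% were also higher in endothelial-like cells of tumors, 91.7% in astrocyte-like and 70.8% in neuron-like cells, each relative to the median of all tested genes. A difference that all cells of the tumor and control libraries share cannot be told apart from free RNA here, since the classes of a library share its free RNA and it was not subtracted from these shares. In the sums over all kept cells Malat1 took 8.38% to 9.91% of UMIs in controls and 1.74% to 3.97% in tumors, and ribosomal protein genes 3.46% to 3.85% and 7.56% to 15.3%. Handling, dissection and the tumor itself differ together between the groups, and the labels give no batch to separate them.

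Under the main settings neuron-like cells made up most control cells. Free RNA alone, as read from the barcodes with fewest UMIs, is excluded as the source of such cells. Malat1 took 9.53% or more of the UMIs of neuron-like cells in each control and at most 1.22% of that free RNA. Snap25 was lower in neuron-like cells than in free RNA in 4 of 4 controls, so whether their barcodes hold whole cells stays open. The number of neuron-like cells lowers the share of each other class in controls. With them left out, the immune-like difference of 11.3 percentage points was 4.89 and did not pass the threshold. The neuron-like difference, tumor minus control, was -62.1 percentage points. It was -69.7 to -58.0 with each sample left out and -77.0 to -39.5 otherwise. With no doublets removed, clusters of 3246 and 3295 cells with neuron as their best class stayed unnamed.

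The paper studies MHC-II genes in HSPCs, and here they were read in microglia-like cells, another cell class. The list holds 7 MHC-II genes and Cd274, which encodes PD-L1. Of these 8 genes 4, all of MHC-II, could be tested, and all 4 were higher in tumors and called, both over all genes and adjusted over the list alone. Cd74 was higher by 2.71 (SE 0.87, adjusted p = 0.0245), H2-Ab1 by 2.33 (SE 0.76, adjusted p = 0.0264), H2-DMa by 2.71 (SE 0.36, adjusted p = 1.83e-04) and H2-DMb1 by 1.96 (SE 0.26, adjusted p = 1.89e-04) from edgeR. In 2 of 100 splits, the real one included, as many were called. The other split put 1 tumor with the controls, so the splits argue only weakly against chance. For Cd74 and H2-Ab1 the call did not hold with limma voom, for Cd74 also with the replicate block or without control replicate 1, and for both without control replicate 3 or 4, with each sample clustered on its own or with free RNA subtracted, and the direction reversed, to -0.10 and -0.14, with at least 500 genes per barcode, where 76 control cells otherwise mixed immune, with 3958 CPM of Cd74, were counted as microglia-like. For Cd74 and H2-Ab1 the difference was therefore not kept with those cells added. With the naming of cells unchanged, the calls of these 2 genes still depended on the test and on the samples. H2-DMa and H2-DMb1 kept their direction and call in 21 of 21 alternatives each. Cd74 was higher by 1.57 and not called without tumor replicate 4, and the count of called genes was then 3. Ciita, H2-Aa, H2-Eb1 and Cd274 had 1, 184, 124 and 85 UMIs in tumors and too few in controls for the test.

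The paper proposes that GM-CSF, encoded by Csf2, comes from cells of tumor, dura and skull, and reports its receptor in skull bone marrow and dura. Over all cells Csf2 had 6 UMIs in tumors and 0 in controls and was not tested. Csf2rb was higher by 3.21 (SE 0.60, adjusted p = 0.00160) and Csf2rb2 by 1.83 (SE 0.50, adjusted p = 0.0107), and Csf2ra differed by -0.63 (SE 0.26, adjusted p = 0.0574) from edgeR, so 2 were called over all genes and 3 adjusted over the list alone. Csf2ra was also called with DESeq2, with limma voom, with the 5000 barcodes with most UMIs and without tumor replicate 2 or 3, and it was at 0.037 with no limit on barcodes. The near-identical Csf2rb and Csf2rb2 can share reads, so their split is uncertain. In 2 of 100 splits, the real one included, as many were called. The other split put 1 tumor with the controls, so the splits argue only weakly against chance. Immune-like cells are more frequent in tumors, which raises their genes in these sums.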
